# Tox4 regulates transcriptional elongation and reinitiation during murine T cell development

**DOI:** 10.1038/s42003-023-04992-y

**Published:** 2023-06-07

**Authors:** Talang Wang, Ruoyu Zhao, Junhong Zhi, Ziling Liu, Aiwei Wu, Zimei Yang, Weixu Wang, Ting Ni, Lili Jing, Ming Yu

**Keywords:** Gene regulation, Gene regulation in immune cells

## Abstract

HMG protein Tox4 is a regulator of PP1 phosphatases with unknown function in development. Here we show that Tox4 conditional knockout in mice reduces thymic cellularity, partially blocks T cell development, and decreases ratio of CD8 to CD4 through decreasing proliferation and increasing apoptosis of CD8 cells. In addition, single-cell RNA-seq discovered that Tox4 loss also impairs proliferation of the fast-proliferating double positive (DP) blast population within DP cells in part due to downregulation of genes critical for proliferation, notably *Cdk1*. Moreover, genes with high and low expression level are more dependent on Tox4 than genes with medium expression level. Mechanistically, Tox4 may facilitate transcriptional reinitiation and restrict elongation in a dephosphorylation-dependent manner, a mechanism that is conserved between mouse and human. These results provide insights into the role of TOX4 in development and establish it as an evolutionarily conserved regulator of transcriptional elongation and reinitiation.

## Abstract (web summary)

Tox4 controls T cell development in mice by regulating transcription of the genes involved in cell cycle regulation via PP1 phosphatases but independent of modulating chromatin accessibility.

## Introduction

Hematopoietic stem cells (HSCs) residing in adult bone marrow give rise to common myeloid progenitors (CMPs) and common lymphoid progenitors (CLPs), the latter of which are the common progenitors of two major types of lymphocytes in vertebrate adaptive immune system, T and B cells^1^. B cells complete their development in the bone marrow while precursors of T cells migrate to the thymus to complete their development. In the thymus, T cell precursors undergo β-, positive and negative selections to proliferate, and to achieve proper TCR expression and intermediate interaction strength between TCR and self-peptide-MHC complex^2,3^.

CD4 and CD8 are commonly used makers for stages of αβ T cell development. Early T cell precursors in the thymus are called double negative (DN) cells for expressing neither CD4 nor CD8. The DN stage can be further divided into 4 stages, DN1-4, according to CD44 and CD25 expression^4,5^. β-selection occurs within the DN3 stage (CD44^-^CD25^+^), and ensures that only cells properly expressing a functional TCRβ proliferate and develop further into the CD4^+^CD8^+^ double positive (DP) stage^3^. Positive and negative selections occur likely independently rather than sequentially. Positive selection occurs in the cortex of the thymus, ensures successful rearrangement of the TCRα locus and rescues DP cells with TCRs exhibiting intermediate affinity towards self-peptide-MHC complex from apoptosis. Late in this process, DP cells give rise to single positive (SP) CD8 cytotoxic or CD4 helper T cells. It has been found recently that CD8^+^ cells actually consist of two distinct populations, immature single positive (ISP), which are TCRβ^-^, and SP, which are TCRβ^+^^6^. Negative selection occurs in both the cortex and the medulla of the thymus, and eliminates DP or SP cells with TCRs exhibiting high affinity towards self-peptide-MHC complex^2,7^.

Once have completed their primary development in the thymus, T cells enter the bloodstream and then recirculate between blood and the secondary lymphatic tissues. Before encounter their specific antigens, they are called naive T cells and have condensed chromatin synthesizing little RNA or protein^8,9^. After encounter antigens, naive T cells become activated and differentiate into effector T cells. CD4 cells are capable of turning into several classes of effector T cells, including T_H_1, T_H_2, T_H_17, T_FH_, and regulatory T cells (T_reg_)^10^.

Transcription is the first step of gene expression, and cell type-specific transcription is fundamental to the development of multicellular organisms. Transcription is divided into three stages, initiation, elongation, and termination^11^, and elongation in metazoans includes promoter escape, pause release, and productive elongation. Initiation and pause release are considered key check points of transcriptional regulation in metazoans^12,13^. Master transcription factors are known to play critical roles in metazoan development and cell differentiation. In T cell development and differentiation, over a dozen master regulators have been identified, including Bcl11b, Tox1 (usually called TOX), Zbtb7b (commonly known as ThPOK), etc^4,14^. Specifically, Bcl11b participates in T cell lineage commitment by downregulating stem cell genes, inhibiting natural killer (NK) and myeloid gene expression, and maintaining T cell fate^15^; TOX is critical for CD4 cell development and the transcription of ThPOK^16,17^; ThPOK is critical for suppressing transcriptional program of CD8 cells^18,19^.

Protein post-translational modifications, in particular phosphorylation, are known to play critical roles in transcription^20,21^. The C-terminal domain (CTD) of RNA polymerase II (Pol II) contains a heptad peptide (Y^1^-S^2^-P^3^-T^4^-S^5^-P^6^-S^7^) that is repeated 26 and 52 times in budding yeast and human, respectively. The CTD plays critical and yet incompletely understood roles in gene expression and can be delicately regulated by dynamic phosphorylation of residues within this domain, most notably that of serine 2 (Ser-2) and serine 5 (Ser-5)^22,23^. The PP1 family of Ser/Thr phosphatases consists of PP1 α, β, and γ, which are ~90% identical in protein sequences, and is estimated to be responsible for dephosphorylation of around 50% of the human phosphoproteome^24^. They were recently found to be able to form the PTW protein phosphatase 1 (PTW/PP1) complex, which contains one of the phosphatases and three regulatory proteins, i.e., PNUTS, TOX4, and WDR82^25^. Among the PTW/PP1 complex regulatory subunits, PNUTS serves as a scaffold^25^ and plays important roles in transcription and RNA processing by facilitating or suppressing dephosphorylation by PP1 phosphatases^26,27^; PNUTS and WDR82 were recently shown to prevent transcription-replication conflicts by promoting Pol II degradation^28^. We recently found that TOX4 is capable of directly binding PP1 phosphatases, restricts transcriptional elongation, and facilitates reinitiation^29^. TOX4 is a member of the TOX family transcription regulators, consisting of TOX1-4, which are capable of binding DNA and decompacting chromatin through their HMG box^30–34^. Among the TOX family members, Tox1 and 2 are well-known for being critical regulators of immune cell development and exhaustion of CD8 cells^31,35,36^, Tox3 has been found to regulate transcription in neurons^37,38^, whereas the role of TOX4 in development is unknown.

To understand the role of TOX4 in development, we performed mouse genetic and functional genomic studies. We found that Tox4 loss partially blocked DN and ISP to DP transition, impaired proliferation of both the DP blast population within DP and CD8, and increased apoptosis of CD8, and that Tox4 may be an evolutionarily conserved regulator of transcriptional elongation and reinitiation.

## Results

### Pan-hematopoietic Tox4 deletion reduces number of multipotential progenitors and impairs T cell development

To understand the role of TOX4 in development, we generated *Tox4* conditional knockout mice by the CRISPR-Cas9 methodology, and two loxP sites in the same orientation were inserted upstream and downstream of exons 4–6, respectively (Supplementary Fig. 1a). Considering the critical roles of Tox1 and 2 in the immune system^16,30,31,33,34^, we subsequently crossed mice with loxP-flanked *Tox4* alleles with transgenic mice expressing a Cre recombinase driven by the mouse *Vav1* promoter (*Vav1-Cre*) to generate mice with specific *Tox4* deletion in hematopoietic cells. The deletion of *Tox4* was efficient as determined by Western blot using whole cell lysate of thymocytes (Supplementary Fig. 1b). Flow cytometric analyses of bone marrow hematopoietic cells from 6- to 8-week-old *Tox4*^*f/f*^*;Vav-Cre* conditional knockout (cKO) and littermate *Tox4*^*f/f*^ (control) mice discovered unaffected frequency of long-term HSCs (Lin^-^c-Kit^+^Sca-1^+^CD48^-^CD150^+^) and short-term HSCs (Lin^-^c-Kit^+^Sca-1^+^CD48^+^CD150^+^)^39^, while significant decreased frequency of the LSK (Lin^-^c-Kit^+^Sca-1^+^) population and multipotential progenitors (MPPs) (Lin^-^c-Kit^+^Sca-1^+^CD48^+^CD150^-^) upon Tox4 loss (Supplementary Fig. 1c, d). In addition, frequency of erythroid (Supplementary Fig. 1e, f) and myeloid (Supplementary Fig. 1g, h) cells in bone marrow were unaffected. Moreover, bone marrow B cell development was minimally affected with some statistically significant small changes (Supplementary Fig. 1i, j), while frequency of lymphatic B cells was also unaffected (Supplementary Fig. 1k, l). Together, these results suggest that Tox4 may regulate the homeostasis of the MPP population.

Notably, we found that different from *Tox1* or *Tox2* knockout^16,31^, *Tox4* knockout significantly reduces thymic cellularity (Supplementary Fig. 2a). Specifically, frequency and number of DP significantly decreased, frequency of CD4 significantly increased but its number was unaffected, frequency and numbers of DN and CD8^+^ were unaffected (Supplementary Fig. 2b, c, e), and frequency and numbers of DN1 to 4 were also barely affected (Supplementary Fig. 2b, d, f). In addition, frequency of CD8 cells in the lymph nodes exhibited a significant decrease while that of CD3^+^ or CD4 cells was unaffected (Supplementary Fig. 2g, h). Interestingly, the ratio of CD4 to CD8^+^ cells significantly increased in both the thymus and the lymph nodes (Supplementary Fig. 2i, j). These results suggest Tox4 a regulator of T cell development.

### T cell-specific Tox4 knockout impairs T cell development in the thymus

To further investigate the role of Tox4 in T cell development, we crossed *Tox4*^*f/f*^ mice with transgenic mice containing a Cre-recombinase gene driven by the proximal promoter of the lymphocyte-specific protein tyrosine kinase (*Lck*) gene (*Lck-Cre*) to generate mice with T cell-specific deletion of *Tox4* starting from the DN3 stage. Tox4 knockout significantly reduces thymic cellularity (Fig. 1a), which is similar to what we have found with pan-hematopoietic *Tox4* deletion mice (Supplementary Fig. 2a), and the deletion was efficient as determined by Western blot using whole cell lysate of unsorted and sorted thymocytes from *Tox4*^*f/f*^*;Lck-Cre* (conditional knockout, cKO) and littermate *Tox4*^*f/f*^ (control) mice (Fig. 1b, c). Tox4 loss also increases the level of Ser-5 phosphorylated (Ser-5p) and Ser-2 phosphorylated (Ser-2p) Pol II (Fig. 1b), which is consistent with what we have found in K562 cells^29^. Flow cytometric comparison of thymocytes from cKO and control mice uncovered significantly decreased frequency and number of DP, significantly increased frequency but unaffected numbers of DN and ISP, unaffected frequency but decreased numbers of CD4, and decreased frequency and number of CD8 (Fig. 1d–g), mostly consistent with what we have found using mice with pan-hematopoietic *Tox4* deletion (Supplementary Fig. 2b, c, e). In addition, frequency and number of DN1 were unaffected; frequency of DN2-4 increased while their numbers were unaffected (Fig. 1d, h, i). Together, these results suggest partially blocked T cell development from DN and ISP to DP stage under Tox4 deficiency condition, which likely contributes to the thymic cellularity reduction.

**Fig. 1:**
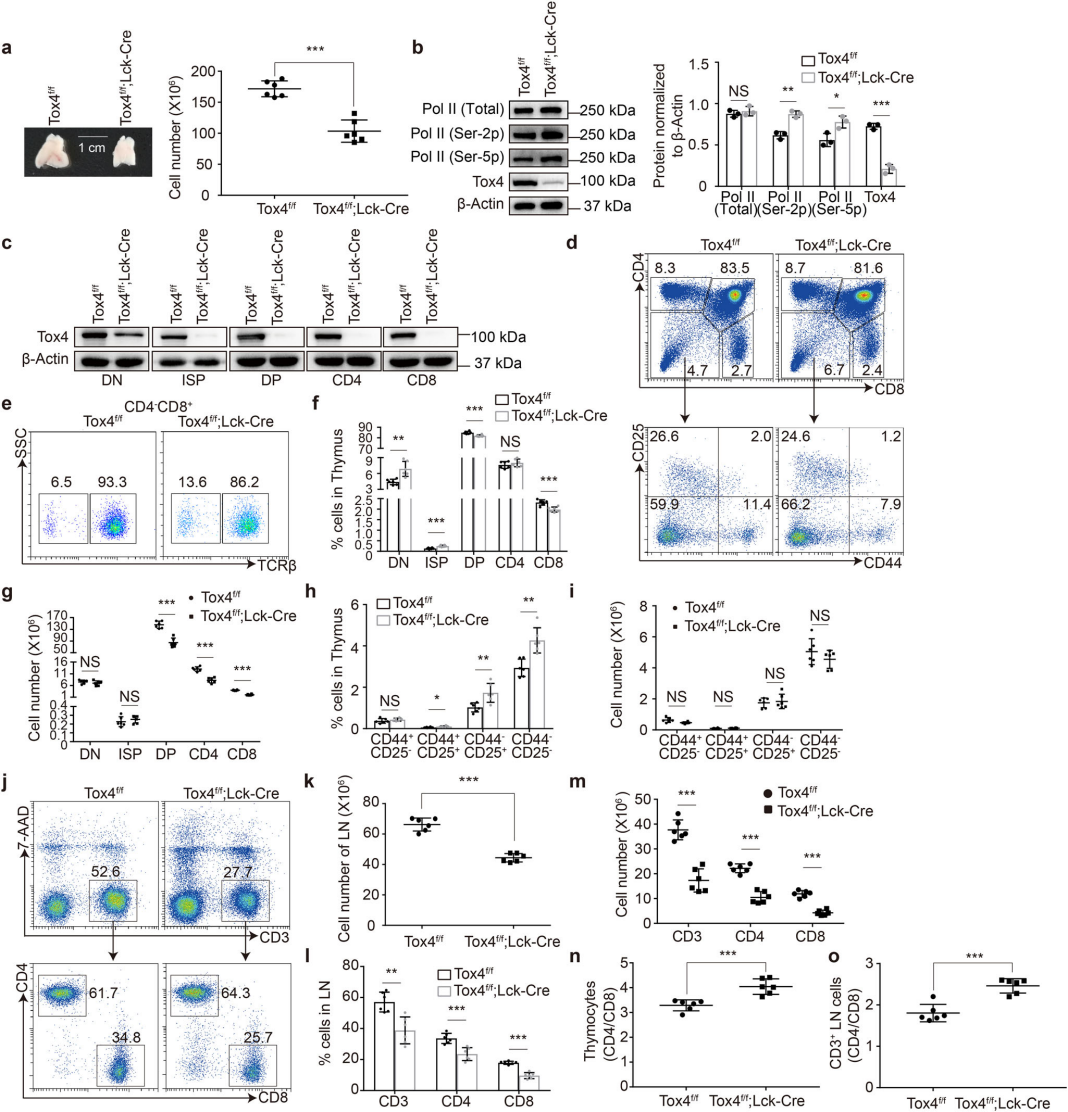
Tox4 conditional knockout in mice impairs T cell development. **a** Tox4 KO reduces thymic cellularity. Left: thymi image of *Tox4*^*f/f*^ (control) and *Tox4*^*f/f*^;*Lck-cre* (cKO) mice showing size difference. A scale bar was used in the image. Right: a scatter plot comparing thymic cellularity of control and cKO mice. **b** Western blot comparing cellular level of Tox4, total, Ser-5 phosphorylated, and Ser-2 phosphorylated Pol II in control and Tox4 cKO thymocytes. β-Actin was used as a loading control. Left: representative pictures of Western blot; Right: a bar graph comparing relative level of total Pol II, Pol II (Ser-2p), Pol II (Ser-5p), and Tox4 in control and cKO cells quantified by ImageJ. Pictures are representative of three independent experiments (*n* = 3). Statistical significance was determined with a two-sided Student’s t-test; the centers and the error bars represent the mean and the SD, respectively. NS: *P* ≥ 0.05, *P < 0.05, **P < 0.01, and ***P < 0.001. **c** Western blot comparing cellular level of Tox4 in sorted thymocytes from control and Tox4 cKO mice. **d** Representative plots of flow cytometric analysis of expression of CD4, CD8, CD25, and CD44 in thymocytes. **e** Representative plots of flow cytometric analysis of expression of TCRβ in the CD4^-^CD8^+^ population. **f**, **h** Bar graphs comparing frequency of DN, DP, and SP cells (**f**) and DN1-4 cells (**h**) in control and cKO mice. DN: CD4^-^CD8^-^, ISP: TCRβ^-^CD4^-^CD8^+^, DP: CD4^+^CD8^+^, CD4 SP: CD4^+^CD8^-^, CD8 SP: TCRβ^+^CD4^-^CD8^+^, DN1: CD4^-^CD8^-^CD44^+^CD25^-^, DN2: CD4^-^CD8^-^CD44^+^CD25^+^, DN3: CD4^-^CD8^-^CD44^-^CD25^+^, DN4: CD4^-^CD8^-^CD44^-^CD25^-^. **g**, **i** Scatter plots comparing numbers of DN, ISP, DP, and SP cells (**g**) and DN1-4 cells (**i**) in control and cKO mice. **j** Representative plots of flow cytometric analysis of expression of CD3, CD4, and CD8 in lymphocytes. **k** A scatter plot comparing numbers of lymphocytes of control and cKO mice. **l** A bar graph comparing frequency of T cell subpopulations within lymphocytes of control and cKO mice. **m** A scatter plot comparing numbers of CD3^+^, CD8, and CD4 cells in the lymph nodes in control and cKO mice. **n**, **o** Scatter plots comparing ratio of CD4 to CD8 cells in the thymus (**n**) and the lymph nodes (**o**) in control and cKO mice. Pictures in **d**, **e** and **j** are representative of six independent experiments (*n* = 6). Statistical significance was determined with a two-sided Student’s t-test; the centers and the error bars represent the mean and the SD, respectively. NS: *P* ≥ 0.05, *P < 0.05, **P < 0.01, and ***P < 0.001.

Flow cytometric comparison of lymphocytes from cKO and control mice discovered significantly reduced total cell number and frequency and numbers of CD3^+^, CD8, and CD4 (Fig. 1j–m). Moreover, ratio of CD4 to CD8 cells significantly increased in both the thymus and the lymph nodes after *Tox4* deletion (Fig. 1n, o), which is consistent with what we have found with pan-hematopoietic *Tox4* deletion mice (Supplementary Fig. 2i, j). Together, these results suggest that the development of CD8 cells are more dependent on Tox4 than that of CD4 cells.

### Tox4 deficiency impairs proliferation and increases apoptosis of CD8 cells

To further investigate causes for the number reduction of T cells in the thymus and the lymph nodes, we performed proliferation and apoptosis analyses. Ki67 staining discovered slightly accelerated proliferation of DN, ISP, and DP thymocytes (Fig. 2a, b), unaffected proliferation of CD4 thymocytes, slightly decelerated proliferation of CD8 thymocytes (Fig. 2a, b), accelerated proliferation of lymphatic CD3^+^ and CD4 cells, and minimally affected proliferation of lymphatic CD8 cells (Fig. 2c, d) after *Tox4* deletion. These results suggest that proliferation defect may contribute to the frequency and number reduction of CD8 cells (Fig. 1f, g, l, m), resulting in the decrease of CD8 to CD4 ratio in both the thymus and the lymph nodes (Fig. 1n, o). Moreover, 7-AAD and Annexin V staining discovered significantly increased frequency of early apoptotic (7-AAD^-^Annexin V^+^) CD8 thymocytes, slightly increased frequency of early apoptotic DP cell, unaffected frequency of early apoptotic DN, ISP, and CD4 thymocytes (Fig. 2e, f), and significantly increased frequency of early apoptotic lymphatic T cells after *Tox4* deletion (Fig. 2h, i). With respect to frequency of late apoptotic (7-AAD^+^Annexin V^+^) cells, only CD8 cells in both the thymus and the lymph nodes showed significant increase, while the rest of the populations showed no change (Fig. 2e, g, h, j). These results suggest that increased apoptosis of CD8 also contributes to the frequency and number reduction of CD8 cells (Fig. 1f, g, l, m) in addition to impaired proliferation of CD8 thymocytes (Fig. 2a, b).

**Fig. 2:**
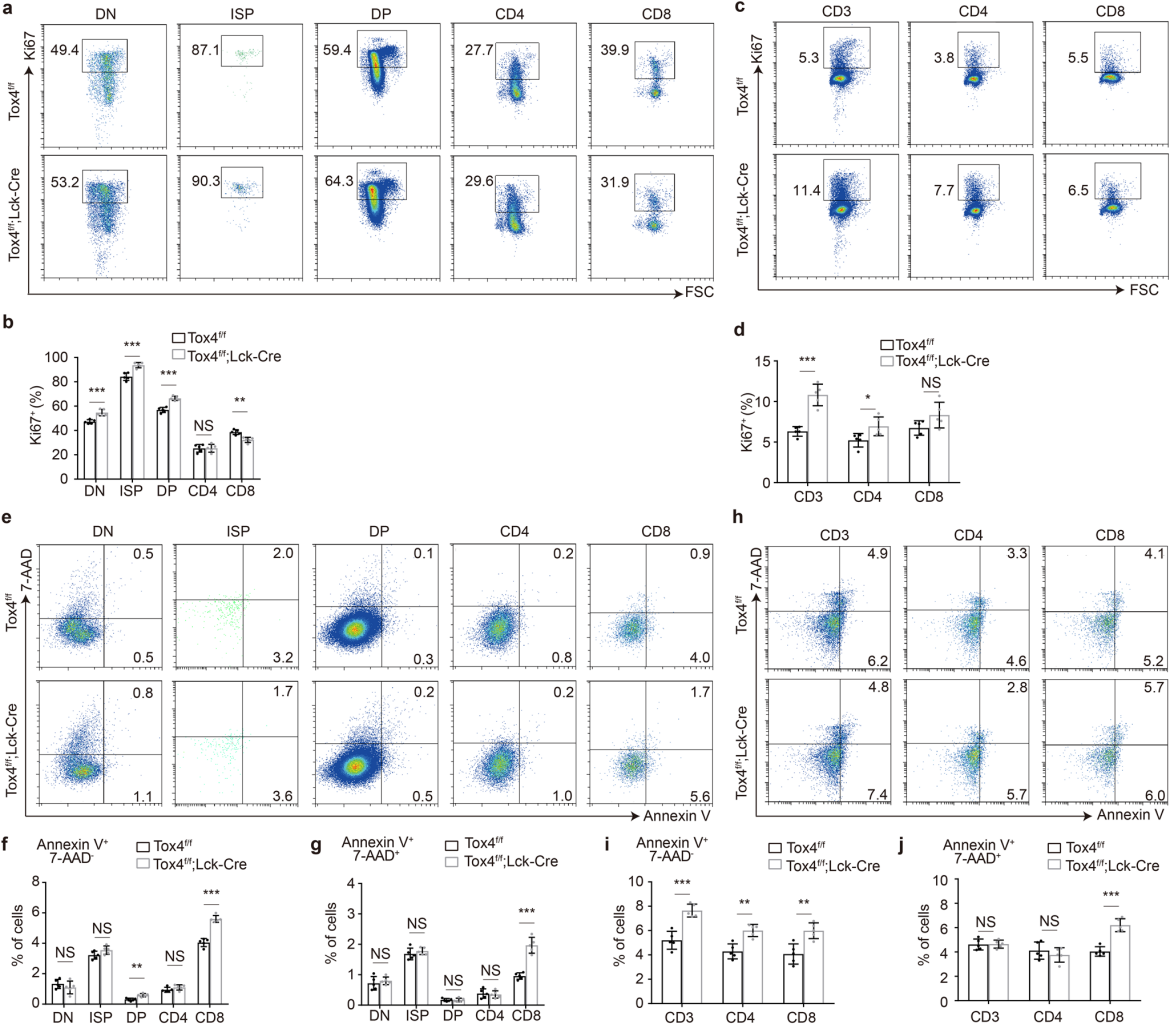
Tox4 loss impairs proliferation and increases apoptosis of CD8 cells. **a**, **c** Representative plots of flow cytometric analyses of Ki67 expression for cell proliferation in thymocytes (**a**) and lymphatic T cells (**c**). **b**, **d** Bar graphs comparing frequency of Ki67 positive cells of T cell subpopulations in the thymus (**b**) and the lymph nodes (**d**) in control and cKO mice. **e**, **h** Representative plots of flow cytometric analyses of 7-AAD and Annexin V staining for apoptosis in thymocyte (**e**) and lymphatic T cells (**h**). **f**, **i** Bar graphs comparing frequency of early apoptotic (Annexin V^+^7-AAD^-^) cells of T cell subpopulations in the thymus (**f**) and the lymph nodes (**i**) in control and cKO mice. **g**, **j** Bar graphs comparing frequency of late apoptotic (Annexin V^+^7-AAD^+^) cells of T cell subpopulations in the thymus (**g**) and the lymph nodes (**j**) in control and cKO mice. Pictures in **a**, **c**, **e** and **h** are representative of five independent experiments (*n* = 5). Statistical significance was determined with a two-sided Student’s t-test; the centers and the error bars represent the mean and the SD, respectively. NS: *P* ≥ 0.05, *P < 0.05, **P < 0.01, and ***P < 0.001.

### Tox4 deficiency impairs activation and proliferation of CD8 cells

To determine if Tox4 is required for antigen-stimulated T cell responses, we isolated naive CD4 and CD8 cells from control and cKO mice, respectively, and stimulated them with CD3 and CD28 antibodies. Activated T cells upregulate CD69 and CD25^40^. We found that CD4 cells from control and cKO mice upregulated CD69 and CD25 to comparable level 12 or 36 h after stimulation (Fig. 3a–d). In addition, CFSE assays showed unaffected proliferation of CD4 cells upon *Tox4* deletion (Fig. 3e). Together, these results suggest that Tox4 does not regulate activation and proliferation of CD4 cells. In contrast, CD8 cells from cKO mice were unable to upregulate CD69 and CD25 as efficiently as those from control mice 12 h after stimulation, but were able to achieve expression level of them comparable to that of control cells 36 h after stimulation (Fig. 3f–i). Moreover, CFSE assays showed slightly impaired proliferation of CD8 cells (Fig. 3j). Together, these results suggest that Tox4 plays an accessory role in activation and proliferation of CD8 cells.

**Fig. 3:**
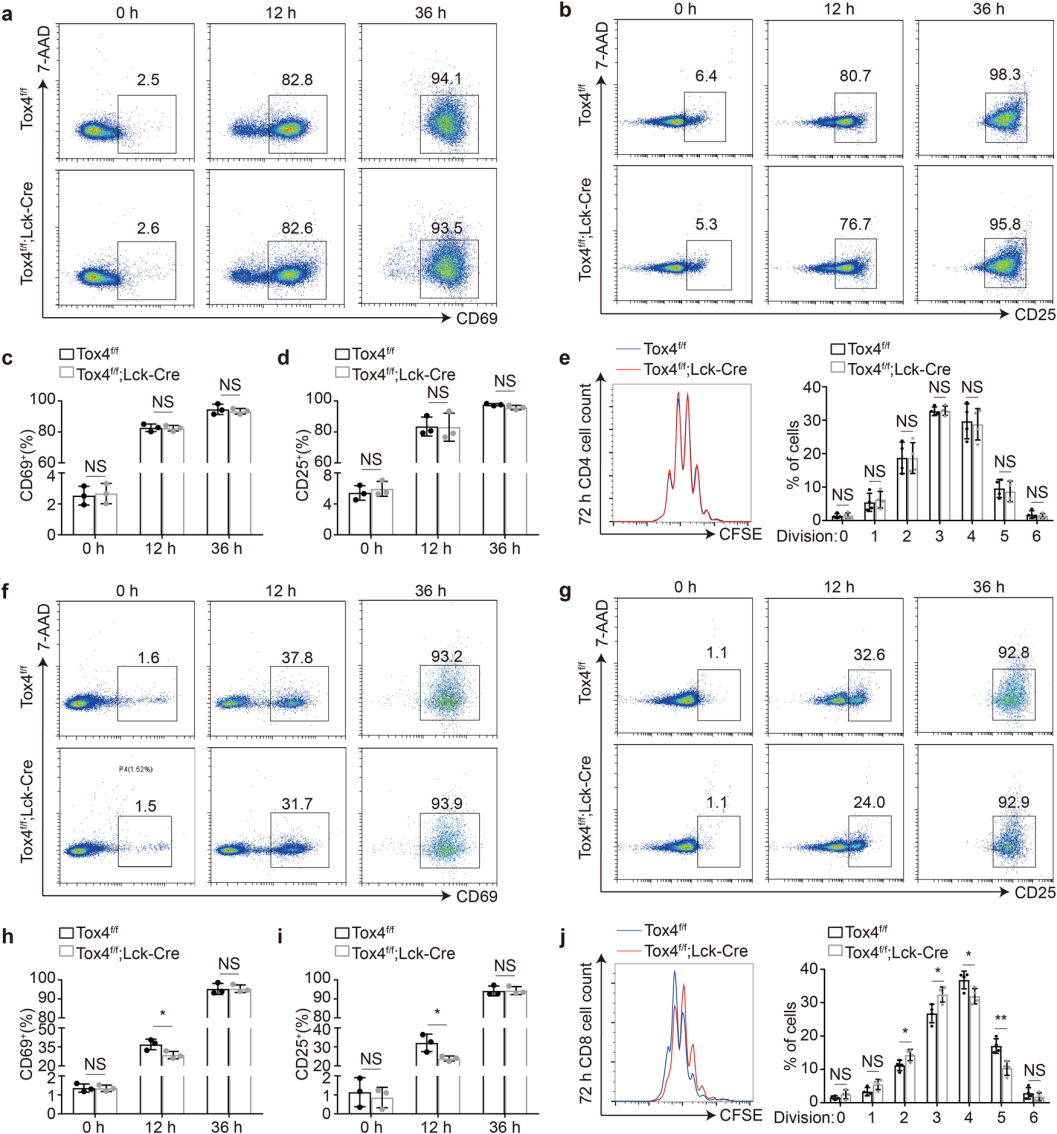
Tox4 deficiency impairs activation and proliferation of CD8 cells. **a**, **b** Representative plots of flow cytometric analyses of CD69 (**a**) and CD25 (**b**) expression of stimulated CD4 lymphocytes from control and cKO mice. **c**, **d** Bar graphs comparing frequency of CD69^+^ (**c**) and CD25^+^ (**d**) CD4 lymphocytes from control and cKO mice. **e** Analysis of proliferation of activated CD4 by CFSE staining. Left: Representative plots of flow cytometric analyses of CFSE-labeled CD4 lymphocytes from control and cKO mice. Right: A bar graph comparing frequency of CFSE-labeled CD4 lymphocytes from control and cKO mice. **f**, **g** Representative plots of flow cytometric analyses of CD69 (**f**) and CD25 (**g**) expression of stimulated CD8 lymphocytes from control and cKO mice. **h**, **i** Bar graphs comparing frequency of CD69^+^ (**h**) and CD25^+^ (**i**) CD8 lymphocytes from control and cKO mice. **j** Analysis of proliferation of activated CD8 by CFSE staining. Left: Representative plots of flow cytometric analyses of CFSE-labeled CD8 lymphocytes from control and cKO mice. Right: A bar graph comparing frequency of CFSE-labeled CD8 lymphocytes from control and cKO mice. Pictures in **a**, **b**, **f** and **g** are representative of three independent experiments (*n* = 3). Pictures in **e** and **j** are representative of four independent experiments (*n* = 4). Statistical significance was determined with a two-sided Student’s t-test; the centers and the error bars represent the mean and the SD, respectively. NS: *P* ≥ 0.05, *P < 0.05, and **P < 0.01.

### Tox4 deficiency impairs proliferation of the DP blast population within DP cells

To further understand the role of Tox4 in T cell development, we compared thymocytes of control and cKO mice by single-cell RNA-seq (scRNA-seq), and two pairs of control and cKO mice were analyzed. To identify subpopulations within thymocytes, we performed graph-based clustering and found almost all the major populations known to exist in the thymus, including αβ T cells (15 clusters, 95.22%), γδ T cells (1 cluster, 0.21%), B cells (1 cluster, 0.33%), mTEC (1 cluster, 0.38%), and the mononuclear phagocyte system (MPS) (2 clusters, 3.87%) (Fig. 4a). The 15 clusters of αβ T cells were further grouped into 6 developmental stages as previously described^41^, including DN, DP blast (DPbla), DP undergoing rearrangement (DPre), DP cells under selection (DPsel), CD4 SP thymocytes (CD4SP) and CD8 SP thymocytes (CD8SP) (Fig. 4a). Many recognized markers of T cell development were found to be specifically expressed in the corresponding clusters or stages (Supplementary Fig. 3a, b). To validate the clustering and grouping results, we performed trajectory analysis of αβ T cells using Monocle3, and found that the inferred trajectory is consistent with the known order of T cell development (Fig. 4b, c). Together, these results suggest that the clustering and grouping results are valid.

**Fig. 4:**
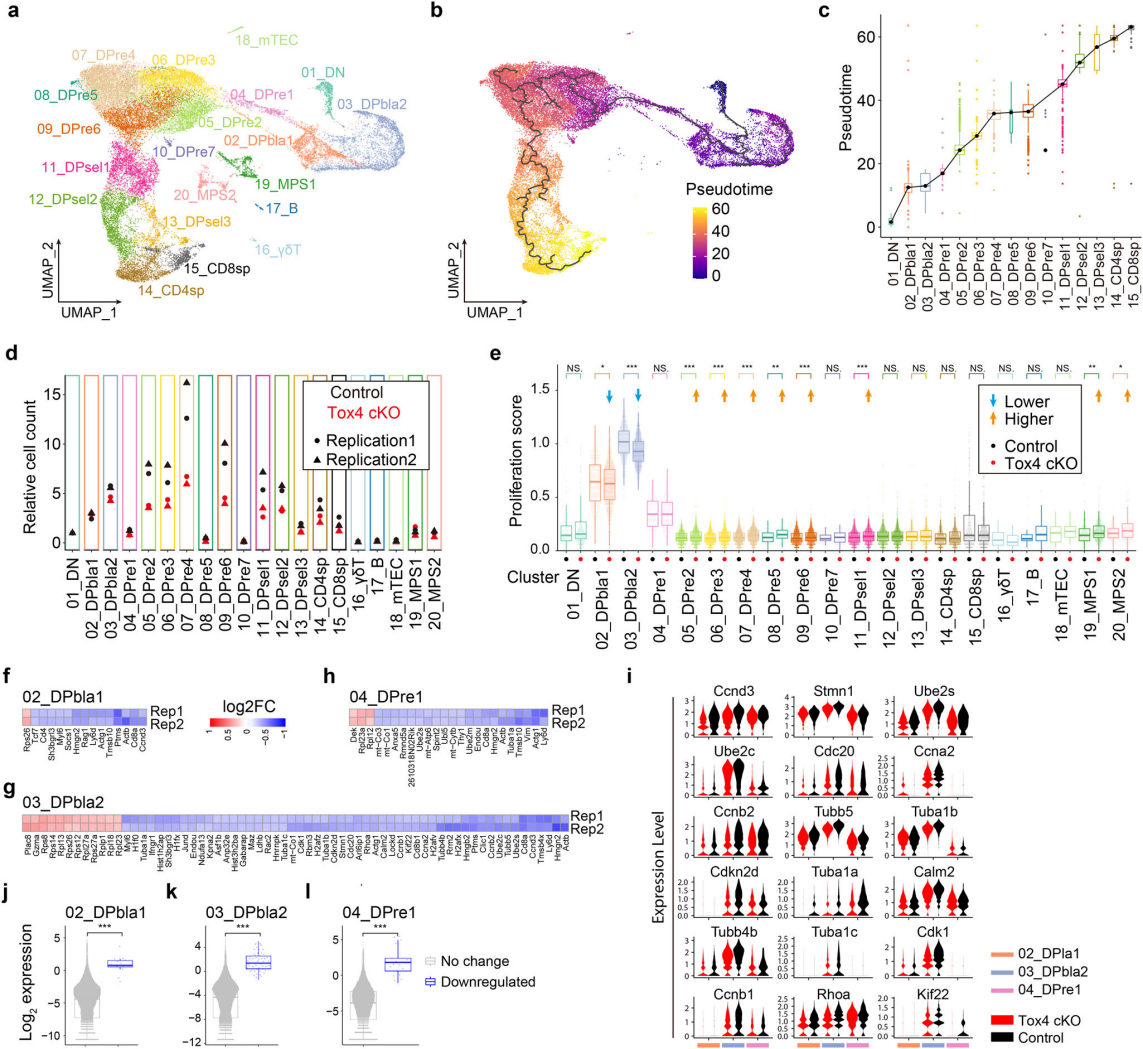
Tox4 loss impairs proliferation of the DP blast population within DP cells. **a** Combined UMAP plot showing clusters of all cells from thymi of 2 pairs of control and cKO mice. **b** Two-dimensional representation of αβ T cells via UMAP, as colored by the Monocle3 estimated pseudotime. Each dot represents one cell, and black lines represent Monocle3 estimated developmental trajectory. **c** Boxplot of Monocle3 predicted pseudotime of αβ T cells colored by cluster. Black dots represent median pseudotime values of cell clusters, and they are connected with black lines to manifest the increasing median pseudotime of cell clusters along the estimated developmental trajectory. A small cluster, 10_DPre, was skipped for straying far away from the trendline. The width of each box is proportional to the size of that cluster. **d** Cell count of each cluster relative to that of DN cells (cluster 01_DN). The relative cell count of DN cells for each biological replicate is set as 1. **e** Boxplots with beeswarm plots of proliferation scores calculated by averaging expression of a set of proliferation signature genes for each cluster in control and Tox4 cKO mice. **f**–**h** Heatmaps showing log2 fold change of differentially expressed genes of 02_DPbla1 (**f**), 03_DPbla2 (**g**), and 04_DPre1 (**h**) clusters in Tox4 cKO thymocytes relative to control thymocytes. **i** Violin plots showing expression of cell-cycle-related differentially expressed genes of 02_DPbla1, 03_DPbla2, and 04_DPre1 clusters. **j**–**l** Violin plots comparing expression level of downregulated and unaffected genes upon Tox4 loss within 02_DPbla1, 03_DPbla2, and 04_DPre1 clusters. For boxplots in (**c**, **e**, and **j**–**l**), the standard boxplot notation was used (lower/upper hinges–first/third quartiles; whiskers extend from the hinges to the largest/smallest values no further than 1.5 x inter-quartile ranges; middle line–the median). Data beyond the end of the whiskers are called “outlying” points and are plotted individually in (**c**). Two independent experiments were performed (*n* = 2). The differences of proliferation score between Tox4 cKO and control cells (**e**) and the differences of expression between two groups of genes (**j**–**l**) were tested using two-sided Wilcoxon rank-sum test. NS: *P* ≥ 0.05, *P < 0.05, **P < 0.01, and ***P < 0.001.

To identify the stages of αβ T cell development that were affected by Tox4 loss, we calculated relative cell count for each cluster to the unchanged DN cells (Fig. 1g) for control and cKO thymocytes, respectively. We found that starting from DPbla2, the relative cell count of each αβ T cell cluster became smaller in cKO mice relative to that in control mice except for that of DPre7, suggesting that Tox4 also regulates homeostasis of DP cells (Fig. 4d) in addition to DN and ISP to DP transition (Fig. 1d–i) during T cell development. To determine if Tox4 loss affects proliferation of those clusters, we calculated proliferation score by averaging expression of proliferation-related genes for cells in each cluster. We found that DPbla2 had not only the highest but also the most significantly decreased proliferation score upon *Tox4* deletion (Fig. 4e and Supplementary Fig. 4a). In addition, DPbla1 not only had the second highest proliferation score but also was the other cluster besides DPbla2 exhibiting significant proliferation score decrease (Fig. 4e). Together, these results suggest that decreased proliferation of DPbla1 and 2 may contribute to the cell number reduction of DP upon Tox4 loss. Moreover, exclusive of DN, DPbla1, and DPbla2, 6 of the remaining 12 clusters of αβ T cells, i.e., DPre2-6 and DPsel1, exhibited increased proliferation scores (Fig. 4e), which are consistent with the flow cytometric results showing increased proliferation of DP cells upon Tox4 loss when analyzed in bulk (Fig. 2a, b). Furthermore, proliferation scores of CD4 thymocytes were unaffected by *Tox4* deletion (Fig. 4e), which is also consistent with the flow cytometric results (Fig. 2a, b).

It was found previously that frequency of actively cycling (non-G1) cells of highly proliferating population is higher than that of low proliferating population^42^. To assess if Tox4 loss affects the frequency of cycling cells, we quantified cells of G1, S, and G2/M phases of the cell cycle for each cluster according to the expression of cell cycle-related genes, and found that the frequency changes of actively cycling cells of the highly proliferating clusters, DPbla1 and 2, are no greater than those of the rest of the clusters (Supplementary Fig. 4b, c). In addition, it has been found recently by scRNA-seq that a subset of G2 phase cells exit to G0 phase after completion of the ongoing cycle due to low mitogen signal and/or low CDK activity^42^, which raises a possibility that gene expression changes of clusters with high proliferation scores upon Tox4 loss may induce cell cycle exit. We therefore analyzed gene expression changes for the 15 αβ T cell clusters (Fig. 4f–h and Supplementary Fig. 4d). For the 3 clusters with the highest proliferation scores, i.e., DPbla1, DPbla2, and DPre1, 15, 66 and 24 differentially expressed genes were identified, respectively. Notably, *Cdk1*, *Ccnb1*, *Ccnb2*, and *Ccna2* were downregulated in DPbla2 (Fig. 4g, i). The results can be validated by qRT-PCR using DP blast cells (CD4^+^CD8^+^FSC^hi^CD69^lo^) sorted from control and cKO mice, respectively (Supplementary Fig. 5a–g). To obtain enough cells for qRT-PCR, a less stringent threshold for selecting CD69^-^ cells were used (Supplementary Fig. 5a). The changes would be more significant if a more stringent threshold was used (Supplementary Fig. 5b–g). Moreover, there is a positive correlation between G2M score calculated by expression of makers of G2 and M phases and the expression of Cdk1 (Supplementary Fig. 5h). Together, these results suggest that low Cdk1 activity may contribute to the proliferation defect of DPbla2 and lead to cell cycle exit.

We also found that within each cluster, downregulated genes are mainly those with high expression level (Fig. 4j–l and Supplementary Fig. 4e), suggesting that genes with high expression level are more sensitive to Tox4 deficiency than those with medium or low expression level. In addition, we found that *Cd8a* and *b1* were downregulated in several clusters (Fig. 4f–h and Supplementary Fig. 4d), the results can also be validated by qRT-PCR using DP blast cells sorted from control and cKO mice, respectively (Supplementary Fig. 5a–c), but protein level of Cd8 was minimally affected (Fig. 1d, j), suggesting it unlikely to cause the increase of CD4 to CD8 ratio (Fig. 1n, o).

### Tox4 loss affects transcription of a small subset of genes in DP cells

To facilitate the mechanistic analyses, we started by identifying direct target genes of Tox4. By CUT&Tag using DP cells purified from control and cKO mice, we identified 11,966 Tox4 peaks (Fig. 5a, Supplementary Fig. 6a, b), and found that Tox4 occupancy pattern resembles that of Pol II (Figs. 5b and 6a), which is similar to what we have found with TOX4 in K562 cells^29^. By RNA-seq using RNA of DP cells sorted from control and cKO mice, respectively, we found that the numbers of downregulated and upregulated genes were 68 and 91, respectively (Fig. 5c). 

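Strand-specific RNA-seq libraries of DP thymocytes, which carry both CD4 and CD8, were made from 3 control samples, with the floxed *Tox4* allele and no Cre, and 3 cKO samples, in which Lck-Cre removes exons 4 to 6. The authors aligned the reads to mm10 and deposited the number of fragments counted on each of 24984 genes in each sample, without normalization. Between 16524506 and 18484568 fragments were counted on genes in the control samples (median 17221704) and between 14583336 and 25981683 in the cKO samples (median 21154634). *Tox4* lies on chromosome 14 from 52279146 to 52295509. Its count, normalized for library size by edgeR's TMM method, was 169 ± 13.5 CPM (SD, n = 3) in control samples and 135 ± 5.40 CPM (SD, n = 3) in cKO samples, a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.381 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every cKO sample had less *Tox4* mRNA than every control sample (2-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The floxed exons hold 735 of the 4458 exonic bases of *Tox4*, and loss of their fragments alone would give a log2 fold change of -0.26. The test covered 11748 genes, of which 11187 had a mean TPM of at least 1. With the paper's thresholds (adjusted p under 0.05, fold change of at least 1.5 and mean TPM of at least 1), 7 genes were downregulated and 10 were upregulated in cKO cells. All 17 had every cKO sample on the same side of every control sample. Chance gives this arrangement for 10% of genes with 3 samples against 3. The 17 were called for their difference between these same samples, which favours it, so it is no separate support. An unadjusted p under 0.05 was reached by 1079 genes. Samples with the same replicate number deviated from their group means in the same way (mean correlation across genes 0.366, from 0.0936 to 0.682 over the 3 pairs). Samples with other numbers had a mean of -0.175. This value is largely set by the other, because deviations within a group sum to 0. With the replicate number as a block in the edgeR model, 57 genes were downregulated and 74 upregulated, and these 131 genes included all 17. The DESeq2 Wald test, which the paper's methods name, called 68 downregulated and 92 upregulated genes. It was an alternative set before the data were examined. The numbers moved most with DESeq2 and the replicate block together, a setting chosen after the values were seen, which gave 94 and 111.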

Comparative analyses of the CUT&Tag and the RNA-seq data identified 82 Tox4 direct target genes with 29 downregulated and 53 upregulated with fold change ≥ 1.5 and FDR < 0.05 (Fig. 5d).

**Fig. 5:**
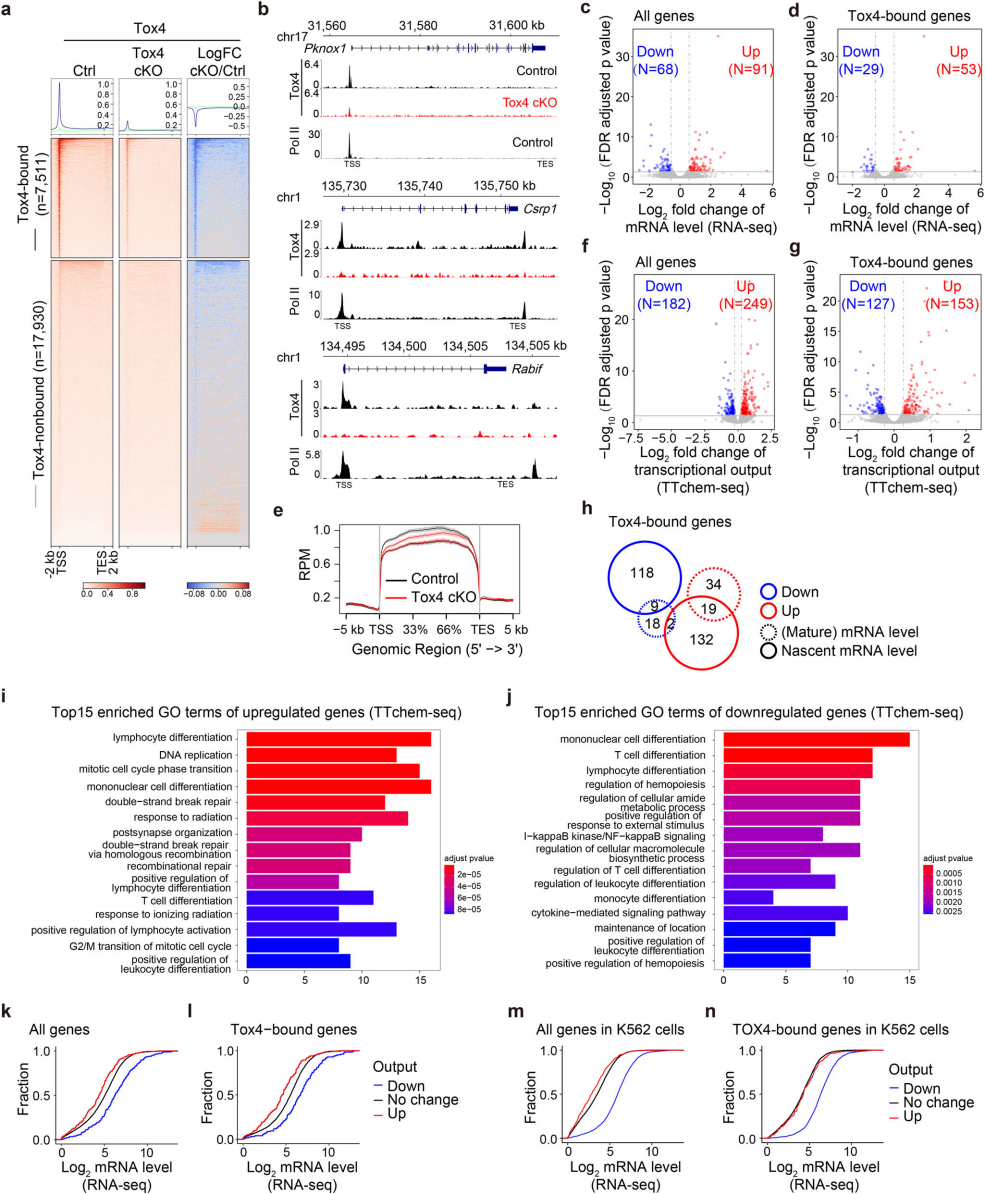
Tox4 loss affects expression of a small subset of genes in DP cells. **a** Genome-wide meta-gene profiles and heatmaps of CUT&Tag comparing chromatin occupancy of Tox4 in Tox4 cKO versus control (Ctrl) cells. Genes with and without significant Tox4 binding are presented separately. **b** Normalized read distribution of CUT&Tag of Tox4 and Pol II within the *Pknox1*, *Csrp1*, *Rabif* loci in Tox4 cKO versus control cells. **c**, **d** Volcano plots showing mRNA level changes of genes (**c**) and Tox4-bound genes (**d**) in cKO versus control cells. **e** Meta-gene profiles of TTchem-seq of protein-coding genes in cKO versus control cells. **f**, **g** Volcano plots showing transcriptional output changes of genes (**f**) and Tox4-bound genes (**g**) in Tox4 cKO versus control cells. **h** A Venn diagram showing overlaps between Tox4 direct targets identify by CUT&Tag and RNA-seq and direct targets identified by CUT&Tag and TTchem-seq. **i**, **j** GO analysis results of upregulated (**i**) and downregulated (**j**) genes upon *Tox4* deletion. **k**, **l** Cumulative frequency curves comparing mRNA level of upregulated, unaffected, and downregulated genes (**k**) and Tox4 direct target genes (**l**) upon *Tox4* deletion in murine DP cells. **m**, **n** Cumulative frequency curves comparing mRNA level of upregulated, unaffected, and downregulated genes (**m**) and TOX4 direct target genes (**n**) upon TOX4 loss in K562 cells.

**Fig. 6:**
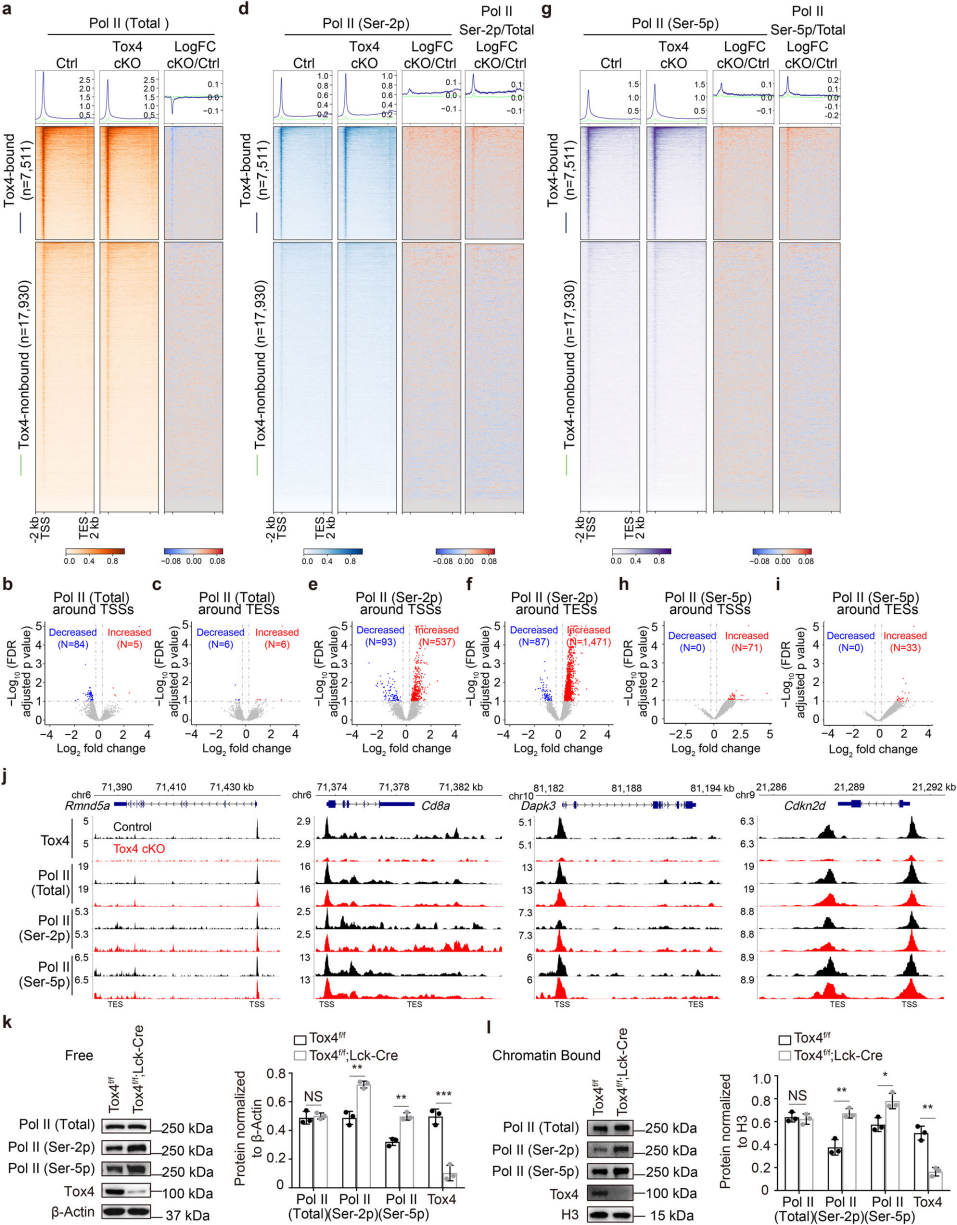
Tox4 may restrict elongation but facilitate reinitiation in murine DP cells. **a**, **d**, **g** Genome-wide meta-gene profiles and heatmaps of CUT&Tag comparing chromatin occupancy of total Pol II (**a**), Pol II (Ser-2p) (**d**), and Pol II (Ser-5p) (**g**) in cKO versus control cells. **b**, **c** Volcano plots showing Pol II occupancy changes near TSSs (**b**) and TESs (**c**) of Tox4-bound genes in cKO versus control cells. **e**, **f** Volcano plots showing Pol II (Ser-2p) occupancy changes near TSSs (**e**) and TESs (**f**) of Tox4-bound genes in cKO versus control cells. **h**, **i** Volcano plots showing Pol II (Ser-5p) occupancy changes near TSSs (**h**) and TESs (**i**) of Tox4-bound genes in cKO versus control cells. **j** Normalized read distribution of CUT&Tag of Tox4, total Pol II, Pol II (Ser-2p), and Pol II (Ser-5p) within the *Rmnd5a*, *Cd8a*, *Dapk3,* and *Cdkn2d* loci in cKO versus control cells. **k**, **l** Comparison of free (**k**) and chromatin-bound (**l**) Pol II in control and cKO cells by Western blot. Left: representative pictures of Western blot; Right: a bar graph comparing relative level of total Pol II, Pol II (Ser-2p), Pol II (Ser-5p), and Tox4 in control and cKO cells quantified by ImageJ. β-Actin and H3 were the loading controls for free and chromatin-bound proteins, respectively. Pictures in **k** and **l** are representative of three independent experiments (*n* = 3). Statistical significance was determined with a two-sided Student’s t-test; the centers and the error bars represent the mean and the SD, respectively. NS: *P* ≥ 0.05, *P < 0.05, **P < 0.01, and ***P < 0.001.

The numbers of differentially expressed genes and Tox4 direct target genes are small, we therefore analyzed effects of *Tox4* deletion on nascent RNA synthesis by performing TTchem-seq experiments^43,44^. We found that Tox4 loss only affected transcriptional output of several hundred transcripts (Fig. 5e–g). With fold change ≥ 1.2 and FDR < 0.05, the numbers of genes with decreased and increased output were 182 and 249, respectively (Fig. 5f), and among them, the numbers of Tox4 direct target genes with decreased and increased output were 127 and 153, respectively (Fig. 5g). Moreover, comparative analysis direct target genes identified by CUT&Tag and RNA-seq and direct target genes identified by CUT&Tag and TTchem-seq obtained an overlap of 30 genes with 9 downregulated in both groups, 19 upregulated in both groups and 2 downregulated in RNA-seq but exhibiting increased output in TTchem-seq (Fig. 5h). Together, these results suggest that Tox4 affects transcription of a small subset of genes in DP cells. 

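The genes called in DP cells were 0.152% of the genes with a mean TPM of at least 1, 1.17% with the replicate block and 1.43% with DESeq2. The largest rise was that of *Fgf17* (mm10 chromosome 14, 70636203 to 70642268), from 0.479 ± 0.0970 to 3.53 ± 0.515 normalized CPM (SD, n = 3 in each group), a log2 fold change of 2.86 (standard error 0.35, adjusted p = 0.0298 from edgeR's quasi-likelihood test). The gene with the smallest p was *Tspoap1* (chromosome 11, 87760541 to 87785928), which the paper calls *Bzrap1*. It rose from 24.5 ± 3.37 to 138 ± 25.9 normalized CPM (SD, n = 3), a log2 fold change of 2.49 (standard error 0.17, adjusted p = 0.00204 from the same edgeR test). The log2 fold changes of *Casc1*, *Fbxl22* and *Eno3* were 2.10, 1.76 and 1.29, with edgeR adjusted p-values of 0.0468, 0.0298 and 0.0166. Expressed genes lie close upstream on the same strand, with *Fgf17* starting 5034 bases downstream of *Npm2*, *Tspoap1* 3614 bases from *Mir142*, *Fbxl22* 46 bases from *Usp3* and *Eno3* 5762 bases from *Rnf167*. The largest fall was that of *Gng2* (chromosome 14, 19872559 to 19977249), from 11.2 ± 2.99 to 2.97 ± 0.249 normalized CPM (SD, n = 3), a log2 fold change of -1.91 (standard error 0.25, adjusted p = 0.0315 from edgeR). *Gimap3* and *Gimap4*, both on chromosome 6, whose counts are uncertain because they belong to a family of similar genes, had log2 fold changes of -1.90 and -1.85 (edgeR adjusted p = 0.0166 and 0.0298). *Pea15a* and *Cd53* had log2 fold changes of -1.24 and -1.10 (edgeR adjusted p = 0.0468 and 0.0448). All 7 downregulated genes had higher normalized counts in control CD8 thymocytes than in control DP cells. From the numbers of genes with changed mRNA together with the nascent RNA data, which were not analysed here, the paper proposes that Tox4 affects transcription of a small subset of genes in DP cells.

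**Figure D1:**
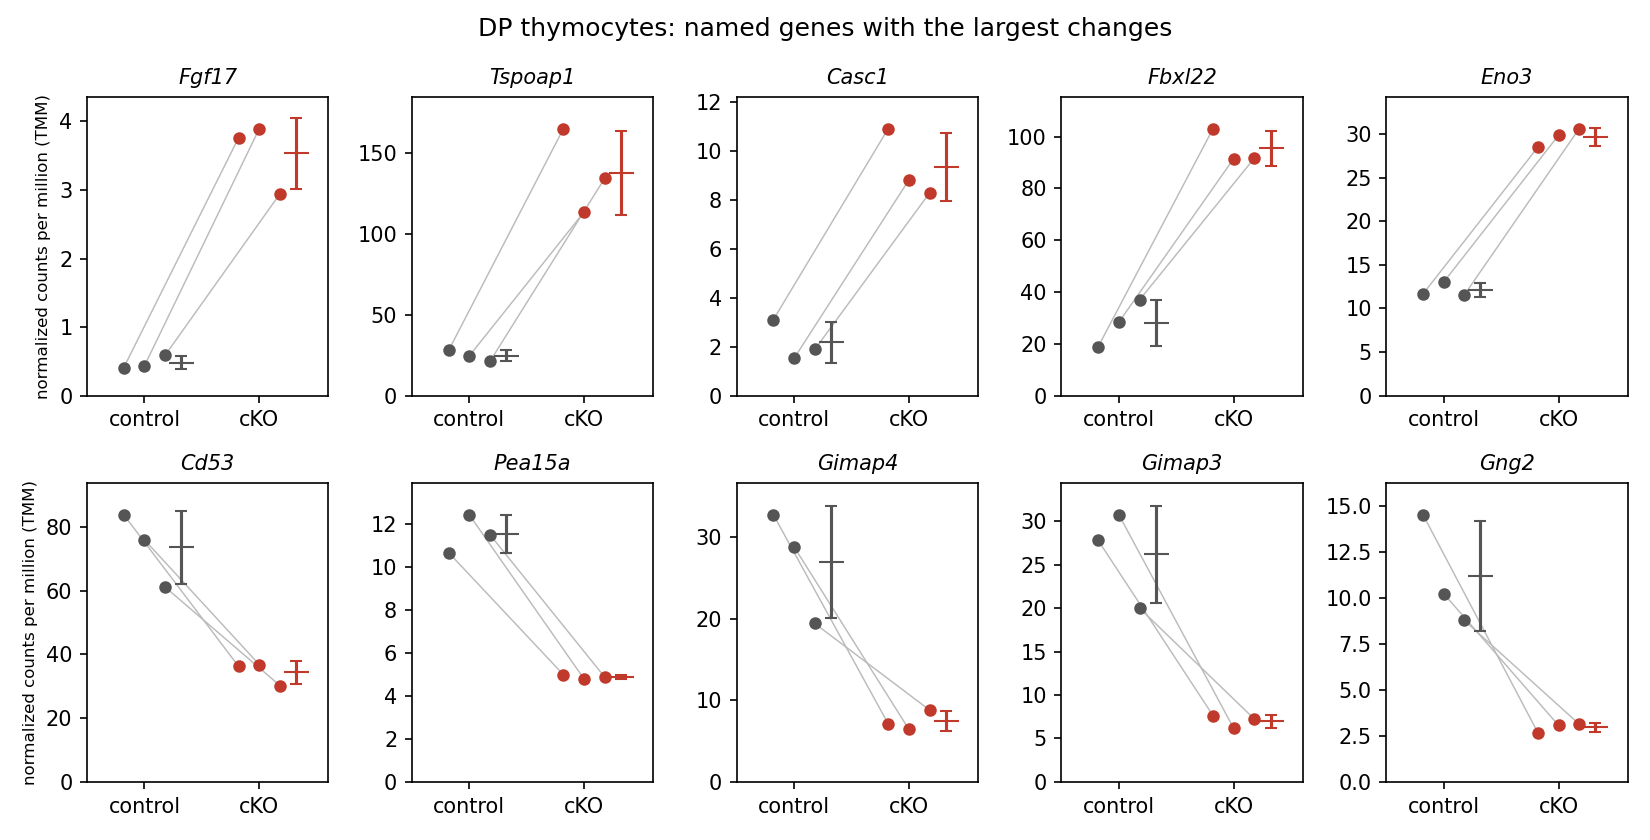
Normalized CPM in each DP sample for the 5 genes with the largest rise (top) and the 5 with the largest fall (bottom) among the called genes, with bars for the mean and SD of 3 samples and grey lines between samples of the same replicate number. *Fgf17* goes from 0.479 to 3.53 CPM on average and *Gng2* from 11.2 to 2.97, and in each of the 10 genes the control and cKO samples do not overlap.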

Considering that DPbla, DPre, and DPsel make up 17.8%, 60.0%, and 22.2% of total DP cells, and that 12 clusters of DP cells showed differences in differentially expressed genes upon Tox4 loss (Fig. 4f–h and Supplementary Fig. 4d), one of the reasons why *Tox4* deletion only significantly affected expression of a small subset of genes may be the heterogeneity of the total DP population.

Gene Ontology (GO) analysis of upregulated and downregulated Tox4 direct target genes identified by CUT&Tag and RNA-seq (Fig. 5d) was unable to identify any significantly enriched GO terms due to the small numbers; in contrast, GO analyses of upregulated and downregulated Tox4 direct target genes identified by CUT&Tag and TTchem-seq (Fig. 5g) were able to identify some significantly enriched GO terms, including lymphocyte differentiation, T cell differentiation, regulation of hematopoiesis, etc (Fig. 5i, j). 

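The mRNA level of each gene with a mean TPM of at least 1 was taken as its mean log2(TPM + 1) over the 6 DP samples, and genes were grouped by the edgeR calls on these samples. The median level was 4.52 for the 7 downregulated genes, 5.17 for the 10 upregulated genes and 5.11 for the 11170 unaffected genes. The downregulated genes differed from the unaffected ones by -0.58 on the log2 scale (permutation test, p = 0.531), and the upregulated genes differed from the unaffected ones by 0.06 (permutation test, p = 0.932). The downregulated and upregulated genes differed by -0.65 (exact permutation test, p = 0.513). None of these differences was larger than regrouping of the genes gives. With CPM in place of TPM, the differences in the same order were -1.21 (permutation test, p = 0.236), 0.62 (permutation test, p = 0.456) and -1.83 (exact permutation test, p = 0.0770). The direction depended on the samples that set the level and on the test that set the classes. With the level from the control samples alone, the differences were 0.29 (permutation test, p = 0.761), -0.69 (permutation test, p = 0.361) and 0.98 (exact permutation test, p = 0.369). With the level from the cKO samples alone, they were -1.47 (permutation test, p = 0.120), 0.76 (permutation test, p = 0.322) and -2.22 (exact permutation test, p = 0.0240), and a level from one genotype alone carries the change itself. With classes from DESeq2, the 68 downregulated genes had a median of 3.77 and the 92 upregulated genes a median of 3.95, which were -1.34 (permutation test, p = 2e-05) and -1.15 (permutation test, p = 3e-05) from the unaffected genes. With classes from the fit with the replicate block, a setting chosen after the values were seen, these differences were -0.93 (permutation test, p = 0.00626) and -0.65 (permutation test, p = 0.0271). The genes were also divided into 5 classes of equal size by level, and the median log2 fold change was 0.0088 in the class with the lowest level and 0.034 in the class with the highest.

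**Figure D2:**
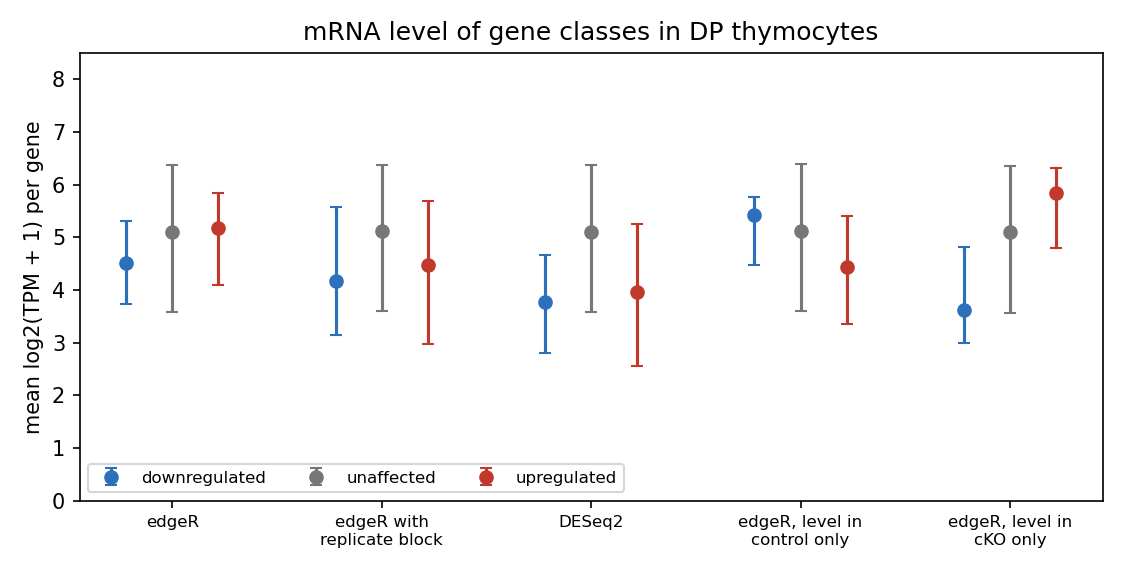
Median mean log2(TPM + 1) of downregulated, unaffected and upregulated genes in DP cells, with bars from the lower to the upper quartile, for classes from edgeR, from edgeR with the replicate block and from DESeq2, and for levels from control or cKO samples alone. With edgeR the downregulated genes have a median of 4.52 and the upregulated genes one of 5.17, and the quartiles of the classes overlap in all 5 settings.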

Notably, downregulated, upregulated and unaffected genes tend to have high, low-to-medium, and medium expression level, respectively (Fig. 5k, l), and further analyses of our published data of K562 cells^29^ reached very similar conclusions (Fig. 5m, n). These results are also partially in agreement with the scRNA-seq results (Fig. 4j–l and Supplementary Fig. 4e) showing that highly expressed genes are dependent on Tox4 (Fig. 4j–l). The reason why scRNA-seq did not show that upregulated genes were mainly those with low expression level is that the low sensitivity of scRNA-seq technology makes low-expression genes hard to be detected.

### Tox4 loss affects transcription of a small subset of genes in CD8 thymocytes

To further understand how Tox4 deficiency decreases ratio of CD8 to CD4 cells (Fig. 1n, o) through impairing proliferation of CD8 thymocytes (Fig. 2a, b) and increasing apoptosis of CD8 cells (Fig. 2e–j), we sorted CD8 thymocytes (TCRβ^+^CD8^+^) from control and cKO mice, respectively, and performed RNA-seq experiments. 

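RNA-seq counts of sorted CD8 thymocytes came from 5 control and 5 cKO samples. The authors deposited the fragments counted per gene, without normalization, for 24974 genes, all of which are also in the table of DP cells. Between 9420085 and 13530783 fragments per control sample (median 10882293) and between 8514135 and 11828492 per cKO sample (median 8905915) were counted on genes. The normalized count of *Tox4* was 193 ± 9.85 CPM (SD, n = 5) in control and 186 ± 28.1 CPM (SD, n = 5) in cKO samples. The log2 fold change was -0.06 (standard error 0.10, adjusted p = 0.979 from edgeR's quasi-likelihood test), and the groups overlapped (exact permutation test, p = 0.532). In the library labelled cKO replicate 4 the normalized count of *Tox4* was 233 CPM, above all 5 control samples, so this gene does not check the label of that library. The other 4 cKO samples lay between 164 and 185 CPM.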

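The same edgeR test and thresholds as for DP cells were used on 11227 genes, of which 11069 had a mean TPM of at least 1, with exonic lengths taken from the table of DP cells. In the CD8 cKO samples, 1 gene was downregulated and 10 genes were upregulated, 0.0994% of the genes with a mean TPM of at least 1. In all 11, every cKO sample lay on the same side of every control sample, including the library labelled cKO replicate 4. These genes were called on the same samples, that library included, so this is no separate check of its label. An unadjusted p under 0.05 was reached by 629 genes. The deviations of same-numbered samples from their group means had a mean correlation of 0.293 across genes, from 0.0952 to 0.377 over the pairs. Samples with other numbers had a mean of -0.0761, again largely set by the same-numbered value. With the replicate number as a block, 6 genes were downregulated and 25 upregulated, and these 31 genes included all 11. Among the alternatives, DESeq2, which the paper's methods name, moved the numbers most and called 11 downregulated and 35 upregulated genes. The downregulated gene was *Abca7* (mm10 chromosome 10, 79997608 to 80015572), which fell from 215 ± 20.7 to 135 ± 9.76 normalized CPM (SD, n = 5), a log2 fold change of -0.67 (standard error 0.09, adjusted p = 0.00733 from edgeR). *Tspoap1* rose from 24.0 ± 2.41 to 192 ± 60.8 normalized CPM (SD, n = 5), with a log2 fold change of 3.00 (standard error 0.20, adjusted p = 3.92e-06 from edgeR). The next largest rises were those of *F13a1*, *Cd163l1*, *Fbxl22* and *Sh2d4b*, with log2 fold changes of 1.96, 1.81, 1.75 and 1.75 (edgeR adjusted p = 0.00984, 0.00984, 0.00474 and 0.0208). *Tspoap1* and *Fbxl22* have the close upstream neighbours named for DP cells, and *Sh2d4b* starts 4754 bases downstream of *Tspan14* on the same strand. *Tspoap1*, *Fbxl22* and *Ntrk3* were upregulated in both cell types, and no gene called in both moved in opposite directions. In both cell types 10 genes were called with the replicate block and 16 with DESeq2, all of them in the same direction.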

Tox4 deficiency only significantly affected mRNA level of a small subset of genes, and with fold change ≥ 1.5 and FDR < 0.05, the numbers of downregulated and upregulated genes were 10 and 34, respectively (Supplementary Fig. 7a, b). Although no GO term was found to be enriched through GO analysis, *Cdkn1a* (encoding p21), a well-known negative regulator of the cell cycle and a direct target of Tox4 in DP cells (Fig. 5d), was significantly upregulated under Tox4 deficiency, suggesting that p21 upregulation may contribute to the impaired proliferation of CD8 thymocytes. In addition, expression of several apoptosis-related genes was significantly affected, including *Ntrk3*^45,46^, *Gimap7*^47^, and *Nfia*^48^, under Tox4 deficiency, suggesting that dysregulation of these genes may contribute to the increased apoptosis of CD8 cells.

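*Cdkn1a* lies on chromosome 17 of mm10 from 29090979 to 29100722. It had between 7 and 22 fragments in each control CD8 sample and between 31 and 55 in each cKO sample, so its values rest on few fragments. Normalized counts were 1.31 ± 0.618 CPM (SD, n = 5) in control and 3.87 ± 0.584 CPM (SD, n = 5) in cKO samples. The log2 fold change was 1.55 (standard error 0.33, adjusted p = 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every cKO sample was above every control sample (exact permutation test, p = 0.0079, the smallest p that 5 samples against 5 allow), and *Cdkn1a* was higher in the cKO sample of all 5 same-numbered pairs. The difference was larger than the spread between replicates, but *Cdkn1a* did not pass the edgeR threshold among all genes tested. With the replicate block its log2 fold change was 1.61 (edgeR adjusted p = 0.0527). With DESeq2, the test in the paper's methods, it was 1.56 with an adjusted p of 0.0120, past the threshold. The nearest expressed gene upstream on the same strand, *Srsf3*, ends 47607 bases away. In DP cells the log2 fold change of *Cdkn1a* was 1.42 (standard error 0.38, edgeR adjusted p = 0.245). From the rise of *Cdkn1a* mRNA in CD8 cells, the paper proposes that p21 upregulation may contribute to the impaired proliferation of these cells.

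**Figure D3:**
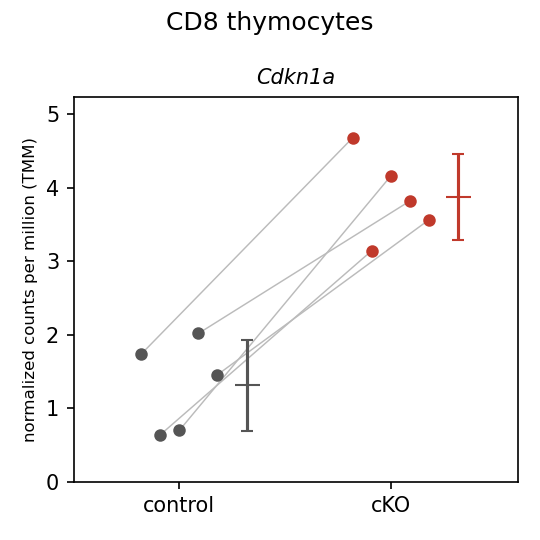
Normalized CPM of *Cdkn1a* in each control and cKO sample of CD8 thymocytes, with bars for the mean and SD of 5 samples and grey lines between samples of the same replicate number. The cKO samples average 3.87 CPM and the control samples 1.31, without overlap.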

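*Ntrk3* (mm10 chromosome 7, 78192114 to 78577838) had 21.6 ± 2.35 normalized CPM (SD, n = 5) in control CD8 samples and 34.1 ± 3.74 (SD, n = 5) in cKO samples, a log2 fold change of 0.66 (standard error 0.12, adjusted p = 0.0477 from edgeR's quasi-likelihood test). The annotated gene *E430016F16Rik* ends 3228 bases upstream of *Ntrk3* on the same strand. With any 1 of the 10 samples left out, the edgeR adjusted p of *Ntrk3* lay between 0.0607 and 0.216, past the threshold in none of the fits. *Nfia* (chromosome 4, 97581943 to 98118876) rose from 17.8 ± 2.40 to 31.9 ± 2.94 normalized CPM (SD, n = 5), a log2 fold change of 0.84 (standard error 0.12, edgeR adjusted p = 0.00984). It stayed past the threshold in 9 of the 10 fits that left out a sample. *Gimap7* (chromosome 6, 48718621 to 48724636), whose counts are uncertain because reads could be split between similar *Gimap* genes, went from 15.4 ± 0.882 to 9.29 ± 1.61 normalized CPM (SD, n = 5). Its log2 fold change of -0.73 (standard error 0.14, edgeR adjusted p = 0.0973) did not pass the threshold. With the replicate block the edgeR adjusted p-values were 0.0350 for *Ntrk3*, 0.0114 for *Nfia* and 0.0480 for *Gimap7*, and with DESeq2 that of *Gimap7* was 0.00558. For each of *Ntrk3*, *Nfia* and *Gimap7*, no control sample overlapped a cKO sample (exact permutation test, p = 0.0079), and all 5 same-numbered pairs changed in the same direction.

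**Figure D4:**
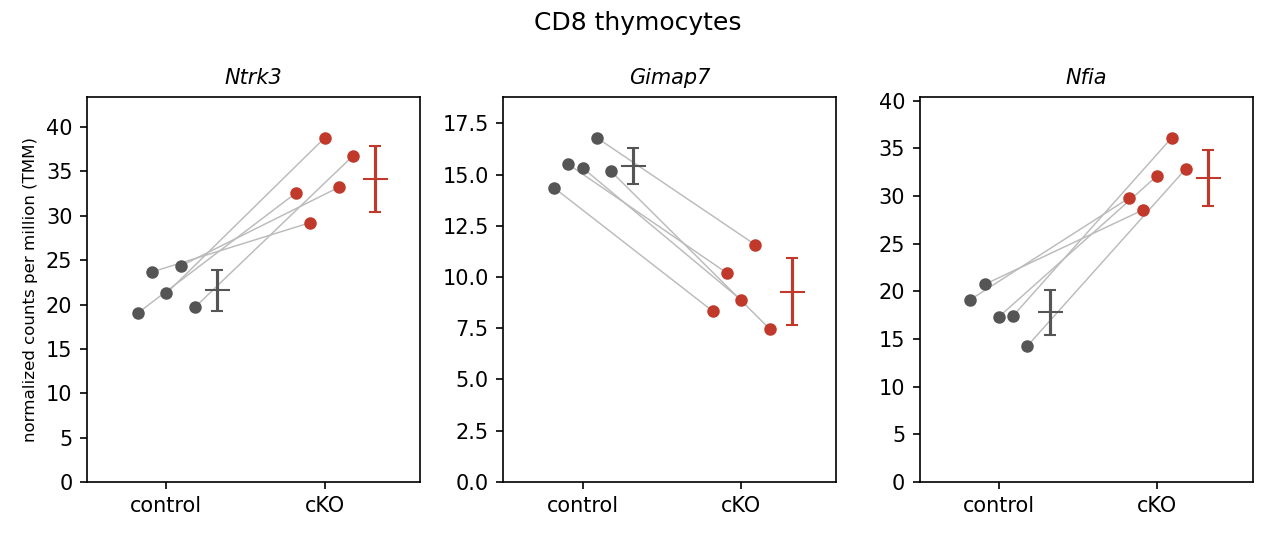
Normalized CPM of *Ntrk3*, *Gimap7* and *Nfia* in each control and cKO sample of CD8 thymocytes, with bars for the mean and SD of 5 samples and grey lines between samples of the same replicate number. *Ntrk3* averages 21.6 in control and 34.1 in cKO samples, *Gimap7* 15.4 and 9.29, and *Nfia* 17.8 and 31.9.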

### Tox4 regulates expression of a small subset of extragenic transcripts in DP cells

It is known that WDR82, PNUTS, PP1, and SET1 restrict extragenic transcription^49^, and we found recently that TOX4 regulates extragenic transcription in K562 cells and may mainly play a restrictive role^29^. To determine if it is also the case in DP cells, we performed comparative analyses using Tox4 CUT&Tag data with the RNA-seq data or the TTchem-seq data. For the analysis using CUT&Tag and TTchem-seq, the numbers of extragenic transcripts with decreased and increased output were 872 and 974, respectively, with fold change > 1.5, RPKM ≥ 0.1 and FDR < 0.01, and among them, the numbers of Tox4 direct targets with decreased and increased output were 177 and 189, respectively (Supplementary Fig. 8a). For the analysis using CUT&Tag and RNA-seq, the numbers of extragenic transcripts with decreased and increased expression were 1072 and 1599, respectively, with fold change > 1.5, RPKM ≥ 0.1 and FDR < 0.01, and among them, the numbers of Tox4 direct targets with decreased and increased expression were 58 and 540, respectively (Supplementary Fig. 8b). Snapshots of two Tox4 regulated extragenic transcripts identified by CUT&Tag and TTchem-seq and snapshots of two Tox4 regulated extragenic transcripts identified by CUT&Tag and RNA-seq are shown (Supplementary Fig. 8c, d). With respect to why TTchem-seq identified a smaller number of differentially expressed extragenic transcripts compared to that identified by RNA-seq, one reason may be that the majority of the DP cells, i.e., DPre and DPsel, are likely to be transcriptionally inactive just like native T cells in the secondary lymphatic tissues^8,9^, and another reason may be the heterogeneity of DP cells. Annotation of Tox4 regulated extragenic transcripts identified by CUT&Tag and TTchem-seq discovered that it mainly facilitates transcription of PROMPT, and restricts transcription of lncRNA and transcriptional readthrough (Supplementary Fig. 8a). Annotation of Tox4 regulated extragenic transcripts identified by CUT&Tag and RNA-seq obtained results different from the results above, but they may not be as reliable as the results above for the reason that RNA-seq measure stable RNA while TTchem-seq measure nascent RNA.

### Tox4 may restrict elongation and facilitate reinitiation in DP cells

To understand mechanisms underlying Tox4 mediated transcription in murine T cells, we first examined the effects of *Tox4* deletion on Pol II occupancy by CUT&Tag experiments for total, Ser-5 phosphorylated and Ser-2 phosphorylated Pol II. Correlation analyses of related biological replicates suggest that the data are highly reproducible (Supplementary Fig. 9a–c). We found that Tox4 loss decreased total Pol II occupancy (Fig. 6a, j and Supplementary Fig. 9d), which is consistent with what we have found in K562 cells^29^. The numbers of Tox4-bound genes exhibiting significantly decreased and increased Pol II occupancy near transcription start sites (TSSs) were 84 and 5, respectively (Fig. 6b), and the corresponding numbers near transcription end sites (TESs) were 6 each (Fig. 6c). In addition, Tox4 loss increased Pol II (Ser-2p) occupancy (Fig. 6d, j and Supplementary Fig. 9e), which is consistent with the Western blot results (Fig. 1b) but slightly different from what we have found in K562 cells showing slightly decreased occupancy of it^29^. The numbers of Tox4-bound genes exhibiting significantly decreased and increased Pol II (Ser-2p) occupancy near TSSs were 93 and 537, respectively (Fig. 6e), and the corresponding numbers near TESs were 87 and 1471, respectively (Fig. 6f). Moreover, Tox4 loss increased Pol II (Ser-5p) occupancy (Fig. 6g, j and Supplementary Fig. 9f), which is also consistent with the Western blot results (Fig. 1b) but slightly different from what we have found in K562 cells showing slightly decreased occupancy of it^29^. The numbers of Tox4-bound genes exhibiting significantly decreased and increased Pol II (Ser-5p) occupancy near TSSs were 0 and 71, respectively (Fig. 6h), and the corresponding numbers near TESs were 0 and 33, respectively (Fig. 6i). Normalization of Ser-5 and Ser-2 phosphorylated Pol II occupancy individually by total Pol II occupancy discovered increased relative occupancy (Fig. 6d, g, Supplementary Fig. 9e, f), which is consistent with what we have found in K562 cells^29^. Together, these results suggest that Tox4 may restrict elongation in murine DP cells. To directly measure the effect of Tox4 deficiency on elongation rate, we performed 4sUDRB-seq^29^ using DP cells. We were unable to obtain enough RNA for sequencing library construction, again supporting the idea that the majority of the DP cells are transcriptionally inactive.

Comparison of level of free and chromatin-bound Pol II separately in control and cKO cells by Western blot discovered increased level of both free and chromatin-bound Pol II (Ser-2p) and Pol II (Ser-5p), while level of both free and chromatin-bound total Pol II was unaffected (Fig. 6k, l). These results are in agreement with results of the Western blot using whole cell lysate (Fig. 1b) and results of the Pol II (Ser-2p) and Pol II (Ser-5p) CUT&Tag experiments (Fig. 6d, g, j, Supplementary Fig. 9e, f), but different from what we have found by total Pol II CUT&Tag showing decreased total Pol II chromatin occupancy under Tox4 deficiency (Fig. 6a, j and Supplementary Fig. 9d) and what we have obtained using K562 cells showing increased level of free but decreased level of chromatin-bound total Pol II^29^. Total Pol II CUT&Tag only identified ~100 genes with significantly decreased occupancy of it upon *Tox4* deletion (Fig. 6a–c and Supplementary Fig. 9d). Therefore, the difference can be explained by the relatively small occupancy change of Pol II (Fig. 6b, c) and the low sensitivity of Western blot. Together, these results suggest that similar to what TOX4 does in K562 cells^29^, Tox4 may also facilitate reinitiation in murine DP cells by assisting dephosphorylation of serines 2 and 5 of Pol II CTD.

### Tox4 may also restrict elongation by facilitating Spt5 dephosphorylation in DP cells

We recently found that besides Pol II CTD Ser-2, TOX4 may also restrict elongation by facilitating SPT5 Thr-806 dephosphorylation by PP1 phosphatases in K562 cells^29^. To test if it is also the case in murine DP cells, we first compared level of phosphorylated Spt5 (p-Spt5) Thr-806 in control and cKO cells. We discovered unaffected level of it upon Tox4 loss (Fig. 7a), which may be due to that the PP2A-Integrator complex is also capable of dephosphorylating Spt5 Thr-806^50^. To determine the effects of Tox4 loss on the chromatin occupancy of Spt5 and p-Spt5 Thr-806, we subsequently performed CUT&Tag experiments using DP cells. Correlation analyses of related biological replicates suggest that the data are highly reproducible (Supplementary Fig. 10a, b). We found that Spt5 occupancy near TSSs slightly decreased (Fig. 7b, h, Supplementary Fig. 10c, e), which is consistent with the decrease of total Pol II occupancy (Fig. 6a and Supplementary Fig. 8d), p-Spt5 Thr-806 occupancy near TSSs slightly increased, and thus occupancy of p-Spt5 Thr-806 relative to that of Spt5 increased (Fig. 7c, h, Supplementary Fig. 10d, e), which is also in agreement with what we have found in K562 cells^29^. Specifically, the numbers of Tox4-bound genes exhibiting significantly decreased and increased Spt5 occupancies near TSSs were 249 and 93, respectively, while the corresponding numbers near TESs were 127 and 84, respectively (Fig. 7d, e); the numbers of Tox4-bound genes exhibiting significantly decreased and increased p-Spt5 Thr-806 occupancies near TSSs were 4 and 61, respectively, while the corresponding numbers near TESs were 9 and 48, respectively (Fig. 7f, g). Together, these results suggest that similar to what we have found in K562 cells^29^, Tox4 may also restrict elongation by facilitating the dephosphorylation of Spt5 Thr-806 by PP1 phosphatases in murine DP cells. Moreover, 2 of the downregulated Tox4 direct targets, *Cd8a* and *Cdkn2d* (Fig. 6j), also exhibited increased occupancy of p-Spt5 Thr-806 (Supplementary Fig. 10e), suggesting that similar to what TOX4 does in K562 cells^29^, Tox4 may restrict elongation and facilitate reinitiation of the same gene in murine DP cells (further discussed in the “Discussion” part).

**Fig. 7:**
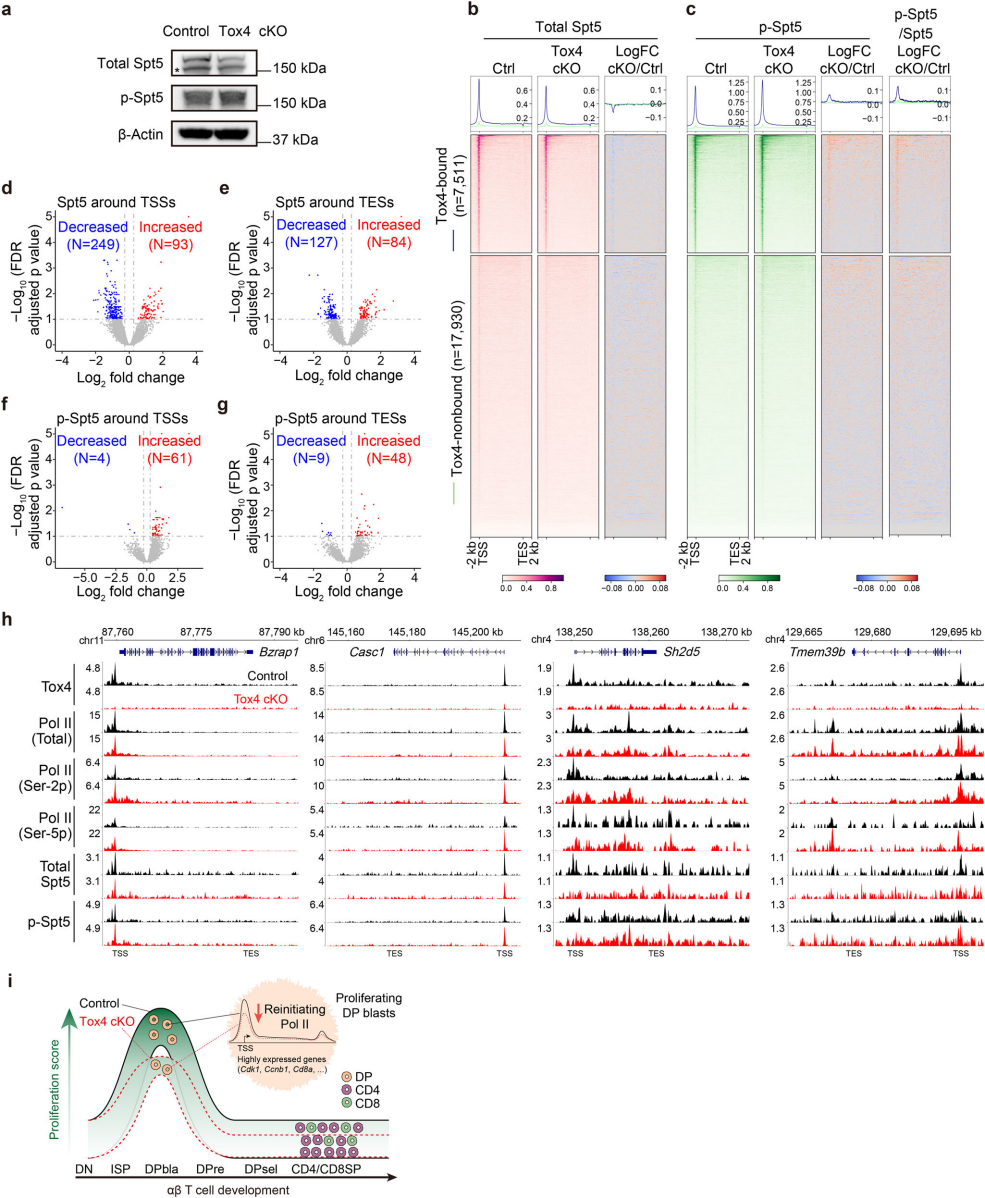
Tox4 may also restrict elongation by facilitating Spt5 dephosphorylation in murine DP cells. **a** Comparison of cellular level of Spt5 and p-Spt5 Thr-806 by Western blot in control and cKO cells. The non-specific band is highlighted by a “*”. β-Actin was used as a loading control. **b**, **c** Genome-wide meta-gene profiles and heatmaps of CUT&Tag comparing chromatin occupancy of Spt5 (**b**) and p-Spt5 Thr-806 (**c**) in cKO versus control cells. **d**, **e** Volcano plots showing Spt5 occupancy changes near TSSs (**d**) and TESs (**e**) of Tox4-bound genes in cKO versus control cells. **f**, **g** Volcano plots showing p-Spt5 Thr-806 occupancy changes near TSSs (**f**) and TESs (**g**) of Tox4-bound genes in cKO versus control cells. **h** Normalized read distribution of CUT&Tag of Tox4, total Pol II, Pol II (Ser-2p), Pol II (Ser-5p), Spt5, and p-Spt5 Thr-806 within the *Bzrap1*, *Casc1*, *Sh2d5,* and *Tmem39b* loci in cKO versus control cells. **i** A schematic illustration of the role of Tox4 in T cell development. During T cell development, Tox4 regulates the transition from DN and ISP to DP, the proliferation of the highly proliferating DP blast population, and the homeostasis of CD8 through restricting elongation and facilitating reinitiation of target genes.

### Tox4 loss affects chromatin accessibility of a small subset of genes

HMG proteins are capable of modulating chromatin accessibility^51^, and Tox1 and 2 have been reported to regulate transcription through modulating chromatin accessibility^31,36^. However, our ATAC-seq analyses in K562 cells suggest that TOX4 is likely to regulate transcription independent of chromatin accessibility modulation^29^. To evaluate if Tox4 regulates chromatin accessibility in murine T cells, we performed ATAC-seq in control and cKO DP cells with high reproducibility (Supplementary Fig. 11a). A set of consensus peaks were obtained by merging peaks from control and Tox4 cKO cells for the identification of regions with accessibility changes (Supplementary Fig. 11b). We found that *Tox4* deletion minimally affects global chromatin accessibility and distribution of accessible sites across genomic features (Supplementary Fig. 11c, d). The numbers of sites with decreased and increased accessibility were 327 and 409, respectively (Supplementary Fig. 11e), and the numbers of Tox4 binding sites with decreased and increased accessibility were 5 and 57, respectively (Supplementary Fig. 11f, g), with fold change > 2 and FDR < 0.05. Moreover, comparative analyses of the Tox4 CUT&Tag, the RNA-seq, and the ATAC-seq discovered only 1 Tox4 direct target gene with significantly changed chromatin accessibility, and comparative analyses of Tox4 CUT&Tag, the TTchem-seq, and the ATAC-seq discovered only 3 Tox4 direct target genes with significantly changed chromatin accessibility. Together, these results suggest that Tox4 is likely to regulate transcription independent of chromatin accessibility modulation in murine DP cells, which is consistent with what we have found in human K562 cells^29^.

## Discussion

HMG protein TOX4 is one of the regulators of PP1 phosphatases with unknown role in development. In this study, we found that Tox4 conditional knockout in mice partially blocks DN and ISP to DP transition, decreases proliferation of both the DP blast population and CD8, and increases apoptosis of CD8. In addition, its role in transcriptional regulation is evolutionarily conserved between mouse and human (Fig. 7i).

We recently found that in K562 cells, TOX4, as one of the regulators of PP1 phosphatases, restricts transcriptional elongation by assisting Pol II CTD Ser-2 and Spt5 Thr-806 dephosphorylation and facilitates reinitiation by assisting Pol II CTD serines 5 and 2 dephosphorylation^29^. However, cell lines usually harbor chromatin abnormality, and are known to be several times larger in volume than the corresponding primary cells, suggesting that they are transcriptionally more active than the corresponding primary cells^52^ and that there may be major differences between cell lines and the corresponding primary cells with respect to mechanisms of gene regulation. For example, we found that H3K27 trimethylation level in murine erythroleukemic cell line, G1ER, is much lower than that in primary murine erythroid cells from fetal liver^53^, and observed that level of H3K27 trimethylation or H2A monoubiquitination in murine megakaryoblastic cell line, L8057, is much lower than that in primary murine megakaryocytes. Therefore, results from cell lines need to be validated using primary cells. In the current study, we found that effects of *Tox4* deletion on the cellular level of total, Ser-2p and Ser-5p Pol II, the chromatin occupancy of total Pol II, and the relative chromatin occupancies of Pol II (Ser-2p), Pol II (Ser-5p) and p-Spt5 Thr-806 greatly resemble those of TOX4 knockout in K562 cells. These results suggest not only that Tox4 restricts elongation and facilitates reinitiation in murine DP cells but also that the roles of TOX4/Tox4 in transcriptional regulation are likely to be evolutionarily conserved. Moreover, our results strongly suggest that Ser-2 of Pol II CTD is also a bone fide target of the PTW/PP1 complex in addition to Ser-5. Actually, one of the previous studies found that WDR82 knockdown increased Ser-2p although the increase of Ser-5p was greater in the cells that they used^28^. Nevertheless, the direct effects of TOX4/Tox4 deficiency on transcription remain to be determined. The AID-TOX4 cell line that we had generated has leaky degradation issue^29^, so alternative strategies need to be explored in the future.

With respect to why Tox4 loss only affects transcription of a small subset of genes in DP cells, the reason may be twofold. One is the heterogeneity of DP cells, i.e., DP contains at least three major populations, DPbla, DPre, and DPsel, and the other is the potentially opposing effects of Tox4 on transcription. TOX4/Tox4 is able to facilitate Pol II CTD serines 2 and 5 dephosphorylation. Dephosphorylation of Ser-2 during elongation may restrict binding of elongation and processing factors, whereas dephosphorylation of serines 2 and 5 after termination would facilitate reinitiation. Therefore, TOX4/Tox4 is capable of negatively and positively regulate transcription of the same gene. In addition, TOX4 also facilitates elongation in K562 cells through an unclear mechanism^29^. Consequently, TOX4/Tox4 loss may mainly impair reinitiation and to a lesser degree, elongation^29^. Transcription level of genes is mainly determined by the frequency of reinitiation, so that genes with high expression level are usually downregulated and are more sensitive to TOX4/Tox4 deficiency than those with medium or low expression level (Figs. 4j–l and 5k–n). In contrast, genes with low expression level are the least dependent on reinitiation and the most sensitive to elongation disruption among the three groups, so that some of them are upregulated upon TOX4/Tox4 loss (Fig. 5k–n). However, most of the genes with medium expression level were minimally affected by TOX4/Tox4 loss because of the opposing effects of TOX4/Tox4 on their transcription.

Tox1 and 2 are critical regulators of the immune systems. In T cell development, TOX activates *Zbtb7b* (encoding ThPOK) transcription and induces the full CD4 lineage gene program with unclear mechanisms^16,17^. Tox2 is dispensable for T cell development but critical for driving transcription of T_fh_-associated genes in an HMG box (chromatin accessibility modulation) dependent manner^31^. In contrast, we found in the current study that Tox4 knockout impairs proliferation of the highly proliferating T cell subpopulations, DP blast 1 and 2, by decreasing transcription of highly expressed genes, including key regulators of G2 and M phases of the cell cycle and genes of TCR signaling. These results raise a possibility that highly proliferating cells are more dependent on TOX4/Tox4 than low proliferating ones in development and diseases. Future works are needed to further investigate this matter.

Tox family transcriptional regulators contain HMG box, which is capable of modulating chromatin accessibility^32^. Among the family members, Tox1 and 2 has been found regulating transcription and development through modulating chromatin accessibility. For example, *Tox1* deletion in murine CD8 cells affects chromatin accessibility of around four thousand sites^30^, and Tox2 overexpression affects chromatin accessibility of over eight thousand sites in T_H_0 and T_FH_ like cells, respectively^31^. We found in the current study that *Tox4* deletion in murine DP cells only significantly affected chromatin accessibility of 736 sites, and among them, only 8.5% (63 out of 736) may be directly regulated by it. In addition, only 1.2% (1 out of 82) of the direct targets of Tox4 identified by CUT&Tag and RNA-seq and 1% (3 out of 280) of the direct targets identified by CUT&Tag and TTchem-seq exhibited significant chromatin accessibility change upon Tox4 loss. These results suggest that, unlike what Tox1 and 2 do in murine T cells but similar to what TOX4 does in K562 cells, Tox4 mainly regulates transcription though PP1 phosphatases other than modulating chromatin accessibility.

## Methods

### Mice

*Tox4* floxed mice were generated by CRISPR-Cas9 mediated knock-in of floxed exons 4–6 into fertilized eggs from mice of C57BL/6 background in collaboration with Shanghai Model Organisms, Inc. Lck-Cre mice were purchased from Shanghai Model Organisms, Inc^54^, and Vav-iCre mice were purchased from Cyagen^55^. All studies were performed on gender-matched littermate mice 6–8 weeks of age, Mice were bred and maintained in pathogen-free facilities at Shanghai Jiao Tong University and studies were conducted in accordance with the Regulations of Shanghai Jiao Tong University Animal Studies Committee.

### Flow cytometry

Bone marrow cells, thymocytes, and lymphocytes were washed and resuspended in PBS plus 1% fetal bovine serum (FBS) at a concentration of 1–5 × 10^6^/ml. All the staining were performed on ice unless stated otherwise. For surface protein staining, cells were stained with anti-CD16/32 antibodies for 10 min to block non-specific binding to Fc receptors before staining with antibodies targeting surface proteins of interest. Intracellular staining for Ki67 was performed using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience, cat. no. 00-5523-00). For Annexin V staining, cells were rested in RPMI-1640 supplemented with 10% FBS for 5 h at 37 °C before stained with an anti-Annexin V antibody in Binding Buffer (0.01 M HEPES, 0.14 M NaCl, and 2.5 mM CaCl_2_). 7-Aminoactinomycin D (7-AAD) was added to stain dead cells. All the flow cytometry analyses were performed on a CytoFLEX flow cytometer (Beckman Coulter). Sorting of DN, ISP, DP, DP bast, CD4, and CD8 cells for Western blot, RNA-seq, or qRT-PCR was performed on a BD FACSAria III sorter. The antibodies used for flow cytometric analyses are listed in Supplementary Table 1.

### CUT&Tag and data analyses

CUT&Tag experiments were performed as previously described with minor modifications^29,56^. Briefly, 250,000 murine cells were used for each experiment. Cells were bound to Concanavalin A-coated beads without fixation and chromatin opening. After primary and secondary antibodies binding, pA-Tn5 transposome binding, and tagmentation, DNA was extracted and amplified by PCR. Antibodies used for CUT&Tag are listed in Supplementary Table 2. Raw reads were filtered using fastp (version 0.13.1, default parameters)^57^ and aligned to mouse genome mm10 using Bowtie2 (version 2.3.4.1)^58^. Low-quality alignments were filtered out using SAMtools (version 0.1.19)^59^ with command “samtools view -F 1804 -q 25”. MarkDuplicates tools in Picard (https://broadinstitute.github.io/picard/) was used to identify and remove PCR duplicates from the aligned reads. Peak calling was performed using SEACR (version 1.3)^60^ with an FDR threshold 0.02 in stringent mode. Peaks were called initially from merged reads of two biological replicates, and among them, those cannot be called subsequently from either of the biological replicates were removed. The remaining peaks were defined as high confidence ones. A gene is considered as bound by one factor if any peak of this factor is found from 2 kb upstream to 300 bp downstream of this gene. EdgeR^61^ was used to analyze differential occupancy around TSSs (from 2 kb upstream to 2 kb downstream of TSSs) or TESs (from 2 kb upstream to 5 kb downstream of TESs), and genes with a BH-adjusted *p* value < 0.05 and fold change ≥ 1.2 were identified as differentially bound.

### RNA extraction, reverse transcription, RNA-seq, and data analyses

RNA was extracted from cells using TRNzol Universal Reagent (TIANGEN, cat. no. DP424) or Quick-RNA MiniPrep Kit (Zymo Research, cat. no. R1054) by following the manufacturers’ protocols. The primers used for quantitative reverse transcription polymerase chain reaction (qRT-PCR) are listed in Supplementary Table 3. Libraries of strand-specific RNA-seq were constructed as previously described^62^. Raw reads were filtered using fastp^57^ (version 0.13.1, default parameters) and mapped to mm10 for mouse DP thymocytes, using HISAT2^63^ (version 2.1.0) with parameters “--rna-strandness RF –dta”. Read counts per gene were calculated in strand-specific manner using featureCounts^64^. Differential expression analysis was performed using DESeq2^65^, and genes with mean TPM ≥ 1, FDR < 0.05, and fold change > 1.5 were identified as significantly differentially expressed.

### Cell purification

Thymi and lymph nodes were harvested from 6- to 8-week-old mice and gently passed through a 70-μm cell strainer (BD, cat. no. 352350). DP cells were purified from thymus using Dynabeads FlowComp Mouse CD4 Kit (Invitrogen, cat. no. 11461D). CD4 T cells were purified from lymph nodes using CD4^+^ T cell isolation Kit (Miltenyi Biotec, cat. no. 130-104-454). CD8 T cells were purified from lymph nodes using CD8a^+^ T cell isolation Kit (Miltenyi Biotec, cat. no. 130-104-075). Purified cells were used for CUT&Tag or ATAC-seq experiments.

### T cell activation and CFSE assay

Sorted T cells were cultured with T cell medium (RPMI-1640, 10% FBS, 10 mM HEPES, 1% penicillin/streptomycin, 1 mM sodium pyruvate, 50 mM β-mercaptoethanol and 2 mM l-glutamine), and activated by plate-bound α-CD3 (Biolegend, 100339, Clone 145-2C11, coated overnight, 3 mg/ml) and α-CD28 (Biolegend, 102115, Clone: 37.51, coated overnight, 3 mg/ml). For the analysis of activation, T cells were collected 12 and 36 h after activation for FACS. CFSE assays were performed using the CellTrace™ CFSE Cell Proliferation Kit (Invitrogen, C34570). Cells were initially incubated in PBS containing 5 mM CFSE at room temperature for 5 min, then cultured in T cell medium without CFSE, and finally analyzed by FACS 24, 48, and 72 h later. Only results of 72 h are shown.

### Single-cell RNA-seq and data analyses

#### Single-cell RNA-seq

Thymocytes in suspension were counted after passing through a 70-μm cell strainer (BD, cat. no. 352350). Single cells were captured in droplet emulsions using a Chromium Controller (10X Genomics), and 20,000 cells were used for each experiment. scRNA-seq libraries were constructed by following the 10X Genomics protocol using Chromium Single Cell 3ʹ Reagent Kits v3.

#### Single-cell RNA-seq alignment and quantification

scRNA-seq reads were aligned to the GRCm38 (mm10) reference genome and quantified using ‘cellranger count’ (10x Genomics, version 6.1.1) with default parameters. scRNA-seq UMI count matrices were imported to R 4.1.0 and gene expression data analysis was performed using the R/Seurat package (version 4.0.4)^66^.

#### Data quality control

Genes expressed in fewer than three cells and cells with less than 200 genes were removed when import data to R using Seurat package. Cells were further filtered by removing both UMI count outliers (top and bottom 2.5%) and those with mitochondrial read count exceeding 10% of the total. Moreover, doublets were identified separately for every sample using DoubletFinder (version 2.0.3)^67^, and 388 to 844 cells were removed from the four samples, respectively.

#### Normalization and data integration

Before further analyses, sample was normalized individually using the SCTransform function of Seurat, setting parameter ‘vars.to.regress’ as the percentage of mitochondrial genes and other parameters as default. After normalization, data of 4 samples were integrated on the basis of 3000 most variable features identified by the SCTransform function of Seurat. For the integrated data, principal component analysis (PCA) was performed for initial reduction in the dimensionality, and UMAP analysis was performed on the basis of the first 30 dimensions. The cells were clustered using the FindClusters function initially with a resolution of 0.5, and 21 clusters were obtained. One cluster with high mitochondrial gene expression was removed afterward, and cell clustering was reperformed with a resolution of 0.4, which resulted in 20 clusters.

#### Cell cluster annotation

The 20 thymocyte clusters were annotated according to both the canonical markers^41^ and the automated annotation result generated by the singleR (version 1.6.1) package^68^ with the Immunological Genome Project (ImmGen) reference data.

#### Identification of cluster markers

To identify markers of each cluster, differential expression (DE) tests were performed using FindMarkers/FindAllMarkers functions in Seurat with Wilcoxon rank-sum test. Genes with log-fold differences > 0.25, expression in at least 10% of the cells of a test group and Bonferroni-corrected *P* values < 0.01 were considered as significantly differentially expressed genes (DEGs). Cluster markers are highly expressed genes of each cluster identified by DE tests between one cluster and the rest of clusters, and top-ranked genes (by log-fold differences) from each cluster were extracted for further illustration.

#### Differential expression tests

To identify genes whose expression were affected by *Tox4* depletion in each cluster, conserved differentially expressed genes between control and cKO cells in each cluster were identified with the FindConservedMarkers function in Seurat. Only those with log-fold changes > 0.25, combined *P* values < 0.05, expression in at least 10% of the cells of a test group and changes in the same direction in both replicates are regarded as significantly DEGs.

#### Pseudotime analysis

Trajectory analysis was performed with Monocle v3^69^ and pseudotime for each cell was estimated. Specifically, a CellDataSet object was constructed for cells in all the 15 αβ T cell clusters, and preprocessed using the preprocess_cds function in Monocle. UMAP dimensionality reduction and cell clustering were performed afterwards followed by replacing the UMAP dimensions calculated by Monocle with those calculated by Seurat as above mentioned for the purpose of consistency. Finally, trajectory analysis was performed with the learn_graph function and pseudotime was predicted with the order_cells function with the root_pr_nodes set as cells in DN cluster. The trajectory and the pseudotime were visualized using plot_cells.

#### Proliferation score calculation

Proliferation scores were calculated by averaging expression of known proliferation-related genes^70^ using the AverageExpression function in Seurat. The proliferation-related genes are *Aurka*, *Bub1*, *Ccnb1*, *Ccnd1*, *Ccne1*, *Dek*, *Fen1*, *Foxm1*, *H2afz*, *Hmgb2*, *Mcm2*, *Mcm3*, *Mcm4*, *Mcm5*, *Mcm6*, *Mki67*, *Mybl2*, *Pcna*, *Plk1*, *Top2a*, *Tyms*, and *Zwint*. The difference of proliferation score between control and cKO cells in each cluster was tested using two-sided Wilcoxon rank-sum test.

#### Cell cycle phase analysis

Cells were assigned to either ‘G2/M’ phase or ‘S’ phase using the CellCycleScoring function of the Seurat package according to the previously defined cell cycle genes specific to either G2/M phase or S phase^71^. Cells expressing none of the genes were assigned to the ‘G1’ phase.

### ATAC-seq and data analyses

Expression and purification of Tn5 transposase and transposome assembly were conducted as previously described^72^. ATAC-seq experiments were performed by following a published protocol^73^. Briefly, 100,000 cells were used for each experiment. After nuclei preparation, tagmentation, termination, and DNA purification, each sample was amplified by PCR with one universal forward primer and one of the reverse primers with different indexes.

ATAC-seq pair-end reads were filtered using fastp (version 0.13.1, default parameters)^57^ and aligned to the mouse genome mm10 using Bowtie2 (version 2.3.4.1)^58^ with parameter “-X 2000”. SAMtools was used to filter reads to keep only those mapped to Chr1-22 and ChrX, and MarkDuplicates tool from Picard was used to identify and remove PCR duplicates from the aligned reads. The final deduplicated BAM file was used in the downstream analyses.

Tn5 transposase insertions, which refer to the precise single-base locations where Tn5 transposase accessed the chromatin, were identified by correcting the read start positions by a constant offset (“+” stranded +4 bp, “−” stranded −5 bp). To generate depth-normalized accessibility tracks, bigwig files were constructed based on the Tn5 offset-corrected insertion sites using GenomicRanges^74^ and rtracklayer^75^ packages in R. Meta-gene profile plots were generated using computeMatrix and plotProfile from deepTools^76^. For each replicate, peak calling was performed on the Tn5-corrected single-base insertions using the “MACS2 callpeak” command with parameters “-g hs -q 0.01 --shift -19 --extsize 38 --nomodel --nolambda --keep-dup all --call-summits”. The peaks were then filtered to remove peaks overlapping the mm10 blacklisted region. Peaks initially were called from merged reads of two biological replicates, and among them, those cannot be called from either of the biological replicates were removed afterward. The remaining peaks were defined as high confidence ones. A consensus peak set was obtained by merging the high confidence peaks identified in each cell type using mergeBed. Peak annotation of high confidence peaks of each cell type and the final consensus peak set was performed using ChIPseeker (version 1.18.0)^77^ package in Bioconductor.

Tn5 transposase insertion count matrix was constructed by counting Tn5 transposase insertions in each consensus peak in every sample, and was taken as input for edgeR^61^ to perform differential accessibility analysis. Consensus peaks with FDR-adjusted *P* value < 0.05 and fold change ≥ 2 were defined as differentially accessible peaks upon Tox4 loss, and differentially accessible Tox4-binding sites are those differentially accessible peaks with Tox4 occupancy. Accessibility changes of direct target genes of Tox4 were determined by comparative analyses of CUT&Tag, RNA-seq, and ATAC-seq data of Tox4.

### TTchem-seq and data analyses

TTchem-seq experiments were performed as previously described^43,44^ with minor modifications. Briefly, 1.5 × 10^7^ cells were used for each experiment; cells were transferred to fresh antibiotics-free medium and cultured for 0.5 h before 4-thiouridine (4sU) treatment; total RNA was extracted using TRNzol according to the manufacturer’s instructions; 1 μg 4-thiouracil (4TU) labeled *S. cerevisiae* BY4741 RNA was added to 100 μg total mouse RNA as spike-in; after fragmentation, biotinylation of 4sU-labeled RNA, purification of biotinylated RNA with Dynabeads M-280 streptavidin and rRNA depletion, strand-specific RNA-seq libraries were constructed as previously described^62^.

Analyses of TTchem-seq data were performed as previously described^43^ with minor modifications. Specifically, raw reads were filtered using fastp (version 0.13.1, default parameters)^57^. For target (*Mus musculus* GRCm38) or spike-in (*S. cerevisiae* sacCer3) genome, genome sequences and RefGene annotation file were downloaded from UCSC, and STAR genome index was prepared using STAR (version 2.7.9a)^78^ with the “--runMode genomeGenerate” option. Filtered reads were aligned against each index using STAR with the “-quantMode GeneCounts” option. SAMtools (version 0.1.19)^59^ and Picard were used to sort, index, and mark duplicate reads in the resulting genome BAM files.

We and others have found that spike-in in different samples frequently got sequenced without equal chance for unknown reason. Although spike-in was added to every TTchem-seq sample, normalization by spike-in was not applied to our dataset because they did not show global changes before using spike-in to manifest the global change. Mouse gene count matrix was constructed from the STAR output files. Differential expression analysis was performed with Bioconductor DESeq2 package^65^, and genes with mean CPM ≥ 1, adjusted *P* value < 0.05 and fold change ≥ 1.2 were identified as significantly differentially expressed. To create sense or antisense meta-profiles for gene-body regions of protein-coding genes, mate 2 reads in the BAM files were selected using SAMtools and passed to Ngs.plot using the “-SS” option.

### Separation of free and chromatin-bound proteins

Cells were collected by centrifuging at 4000 rpm for 5 min at 4 °C, resuspended in nucleus lysis buffer (20 mM Tris-HCl, pH 7.5, 3 mM EDTA, 10% glycerol, 150 mM potassium acetate, 1.5 mM MgCl_2_, 1 mM DTT, 0.1% NP-40, 1 mM PMSF, and protease inhibitors) to 1 × 10^8^ cells/ml, homogenized in a 2-ml Teflon Dounce homogenizer for 60 times, and centrifuged at 15,000 × *g* for 10 min at 4 °C. The supernatant (the free fraction) was transferred to a new tube. The pellet was resuspended in 1 × SDS-PAGE loading buffer to the equivalent of 1 × 10^8^ cells/ml, sonicated for 1 h at 4 °C using Bioruptor Pico (Diagenode), centrifuged at 15,000 × *g* for 10 min at 4 °C, and the supernatant (the chromatin-bound fraction) was transferred to a new tube. The free and the chromatin-bound fractions were analyzed by Western blot.

### Statistics and reproducibility

No statistical methods were used to predetermine sample size. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment.

All statistical tests were two-sided unless otherwise stated. All bar graphs are representative of three or more independent experiments as indicated in the figure legends. Statistical significance was determined with a two-sided Student’s t-test; the centers and the error bars represent the mean and the SD, respectively. Where *P* values are reported, an alpha level < 0.05 was considered statistically significant. Two-sided Student’s t-test was performed using GraphPad Prism (version 7). Wilcoxon rank-sum test was performed by R.

The Benjamini–Hochberg (BH) correction method was used to adjust the *P* values where multi-testing corrections were involved. FDR-adjusted *P* values and fold changes (FCs) for expression changes were derived from DESeq2 analysis^65^. *P* values and FCs for accessibility changes were derived from edgeR^61^ analysis, and *P* values were adjusted as mentioned above. Reproducibility of two biological replicates of CUT&Tag or ATAC-seq data were assessed using Pearson correlation coefficient calculated by deepTools. FDR-adjusted *P* values for GO terms enrichment were derived from GO analysis by clusterProfiler.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Next-generation sequencing data have been submitted to GEO repository under accession number GSE190041. Gating strategy for FACS that were not included in the main Figures are available in Supplementary Figs. 12–14. The uncropped images of Western blot experiments are available in Supplementary Figs. 15–20. The source data of Figures are provided in the file Supplementary Data 1. All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Tox4 regulates transcriptional elongation and reinitiation during murine T cell development
**Source:** Commun Biol. 2023 Jun 7;6:613. doi: 10.1038/s42003-023-04992-y
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Tables

**Supplementary Table 1 Antibodies for FACS.**

| <b>Target</b>                   | <b>Fluor</b> | <b>Vender</b> | <b>Catalogue number</b> | <b>Applications</b> |
|---------------------------------|--------------|---------------|-------------------------|---------------------|
| <b>Lin</b>                      | eFluor 450   | ebiosciences  | 88-7772-72              | FACS                |
| <b>C-kit</b>                    | SB 600       | ebiosciences  | 63-1171-82              | FACS                |
| <b>Sca-1</b>                    | PE-Cy7       | ebiosciences  | 25-5981-82              | FACS                |
| <b>CD150</b>                    | FITC         | ebiosciences  | 11-1502-82              | FACS                |
| <b>CD48</b>                     | APC          | ebiosciences  | 17-0481-82              | FACS                |
| <b>Annexin V</b>                | FITC         | ebiosciences  | BMS147FI                | FACS                |
| <b>Ki-67</b>                    | APC          | ebiosciences  | 17-5698-82              | FACS                |
| <b>CD3</b>                      | eFluro 450   | ebiosciences  | 48-0032-82              | FACS                |
| <b>CD4</b>                      | PE-Cy7       | ebiosciences  | 25-0041-81              | FACS                |
| <b>CD8</b>                      | FITC         | ebiosciences  | 11-0081-82              | FACS                |
| <b>CD44</b>                     | APC          | ebiosciences  | 17-0441-82              | FACS                |
| <b>CD25</b>                     | APC-e780     | ebiosciences  | 47-0251-82              | FACS                |
| <b>CD25</b>                     | SB 600       | ebiosciences  | 63-0251-82              | FACS                |
| <b>CD69</b>                     | APC-e780     | ebiosciences  | 47-0691-82              | FACS                |
| <b>CD8</b>                      | APC-e780     | ebiosciences  | 47-0081-82              | FACS                |
| <b>B220</b>                     | FITC         | ebiosciences  | 11-0452-82              | FACS                |
| <b>CD19</b>                     | APC-e780     | ebiosciences  | 47-0193-82              | FACS                |
| <b>IgM</b>                      | APC          | ebiosciences  | 17-5790-82              | FACS                |
| <b>CD43</b>                     | PE           | ebiosciences  | 12-0431-82              | FACS                |
| <b>CD24</b>                     | APC-e780     | ebiosciences  | 47-0242-82              | FACS                |
| <b>CD71</b>                     | FITC         | ebiosciences  | 11-0711-82              | FACS                |
| <b>Ter119</b>                   | PE           | ebiosciences  | 12-5921-82              | FACS                |
| <b>CD11b</b>                    | FITC         | ebiosciences  | 11-0112-82              | FACS                |
| <b>Gr1</b>                      | PE           | ebiosciences  | 12-9668-82              | FACS                |
| <b>TCR<math>\beta</math></b>    | PE           | ebiosciences  | 12-5961-82              | FACS                |
| <b>CD16/32</b>                  |              | ebiosciences  | 14-0161-86              | FACS                |
| <b>CD3<math>\epsilon</math></b> |              | Biolegend     | 100339                  | FACS                |
| <b>CD28</b>                     |              | Biolegend     | 102115                  | FACS                |

**Supplementary Table 2 Antibodies for WB and CUT&Tag.**

| <b>Target</b>        | <b>Vender</b> | <b>Catalogue number</b> | <b>Applications</b> |
|----------------------|---------------|-------------------------|---------------------|
| <b>Pol II</b>        | Santa Cruz    | sc-899                  | WB, CUT&Tag         |
| <b>Pol II Ser-2p</b> | Active Motif  | 61083                   | WB, CUT&Tag         |
| <b>Pol II Ser-5p</b> | Active Motif  | 61085                   | WB, CUT&Tag         |
| <b>TOX4</b>          | Bethyl        | A304-873A               | WB, CUT&Tag         |
| <b>SPT5</b>          | Bethyl        | A300-868A               | WB, CUT&Tag         |
| <b>p-SPT5 Thr806</b> | Fisher Lab    |                         | WB, CUT&Tag         |

**Supplementary Table 3 Primers for qRT-PCR.**

| <b>Name</b>          | <b>Sequence</b>      | <b>Note</b>          |
|----------------------|----------------------|----------------------|
| <b>Cd8a Forward</b>  | GCCCCAGAGACCAGAAGATT | For qRT-PCR of Cd8a  |
| <b>Cd8a Reverse</b>  | TCTCTGAAGGTCTGGGCTTG | For qRT-PCR of Cd8a  |
| <b>Cd8b1 Forward</b> | GCCAGAGGACAGTGACTTCT | For qRT-PCR of Cd8b1 |
| <b>Cd8b1 Reverse</b> | ACGGGCATTGCTTCTTCTTC | For qRT-PCR of Cd8b1 |
| <b>Cdk1 Forward</b>  | TCCTGGGCAGTTCATGGATT | For qRT-PCR of Cdk1  |
| <b>Cdk1 Reverse</b>  | GTACCACAGCGTCACTACCT | For qRT-PCR of Cdk1  |
| <b>Ccnb1 Forward</b> | TTGTGTGCCCAAGAAGATGC | For qRT-PCR of Ccnb1 |
| <b>Ccnb1 Reverse</b> | ACGTCAACCTCTCCGACTTT | For qRT-PCR of Ccnb1 |
| <b>Ccnb2 Forward</b> | CACCAAAGTACCAGCTCTGC | For qRT-PCR of Ccnb2 |
| <b>Ccnb2 Reverse</b> | GCATCAGAGAAAGCTTGGCA | For qRT-PCR of Ccnb2 |
| <b>Ccna2 Forward</b> | CTGTCTCTTTACCCGGAGCA | For qRT-PCR of Ccna2 |
| <b>Ccna2 Reverse</b> | ATGTCTGGCTGCCTCTTCAT | For qRT-PCR of Ccna2 |

## Supplementary Figures

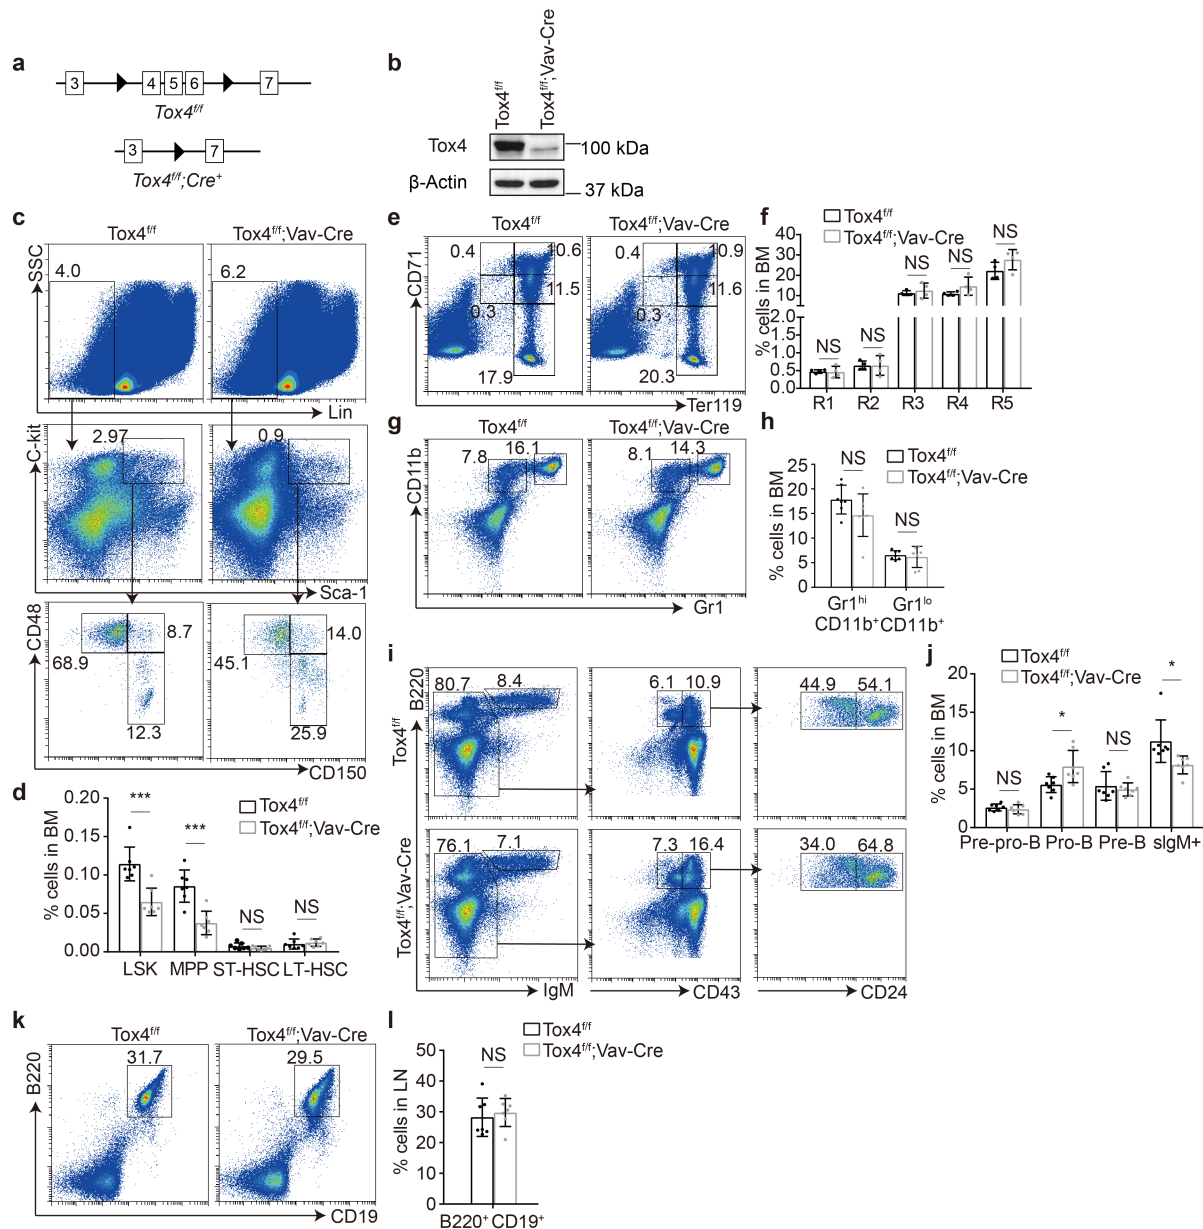

**Supplementary Fig. 1 Tox4 deficiency affects the development of multipotential progenitors and T cells.**

**a** Schematic for conditional knockout of *Tox4* using the Cre-loxP system. **b** Determination of the excision efficiency of *Tox4* by Western blot using lysate of thymocytes from *Tox4*<sup>fl/fl</sup> (control) and *Tox4*<sup>fl/fl</sup>;Vav-Cre (conditional knockout, cKO) mice. **c** Representative plots of flow cytometric analysis of expression of lineage markers (Lin), c-Kit, Sca-1, CD48 and CD150 in bone marrow

cells. **d** A bar graph comparing frequency of hematopoietic progenitor cells in control and cKO mice. LSK: Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>+</sup>, long-term hematopoietic stem cells (LT-HSC): Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>+</sup>CD48<sup>-</sup>CD150<sup>+</sup>, short-term hematopoietic stem cells (ST-HSC): Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>+</sup>CD48<sup>+</sup>CD150<sup>+</sup>, and multipotential progenitors (MPP): Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>+</sup>CD48<sup>+</sup>CD150<sup>-</sup>. **e** Representative plots of flow cytometric analysis of expression of CD71 and Ter119 in bone marrow cells. **f** A bar graph comparing frequency of erythroid cell subpopulations in control and cKO mice. R1: CD71<sup>med</sup>Ter119<sup>low</sup>, R2: CD71<sup>high</sup>Ter119<sup>low</sup>, R3: CD71<sup>high</sup>Ter119<sup>high</sup>, R4: CD71<sup>med</sup>Ter119<sup>high</sup>, and R5: CD71<sup>low</sup>Ter119<sup>high</sup>. **g** Representative plots of flow cytometric analysis of expression of CD11b and Gr1 in bone marrow cells. **h** A bar graph comparing frequency of myeloid cell subpopulations in control and cKO mice. neutrophils: CD11b<sup>+</sup>Gr1<sup>high</sup>, and monocytes, macrophages and eosinophiles: CD11b<sup>+</sup>Gr1<sup>low</sup>. **i** Representative plots of flow cytometric analysis of expression of B220, IgM, CD43 and CD24 in bone marrow cells. **j** A bar graph comparing frequency of B cell subpopulations in control and cKO mice. Pre-pro-B: B220<sup>+</sup>IgM<sup>-</sup>CD43<sup>+</sup>CD24<sup>low</sup>, Pro-B: B220<sup>+</sup>IgM<sup>-</sup>CD43<sup>+</sup>CD24<sup>+</sup>, Pre-B: B220<sup>+</sup>IgM<sup>-</sup>CD43<sup>-</sup> and sIgM<sup>+</sup>: B220<sup>+</sup>IgM<sup>+</sup>. **k** Representative plots of flow cytometric analysis of expression of B220 and CD19 in lymphocytes. **l** A bar graph comparing frequency of lymphatic B cells in control and cKO mice. All mice were analyzed at 6–8 weeks of age. Pictures in **c**, **g**, **i** and **k** are representative of seven independent experiments (n=7). Pictures in **e** are representative of four independent experiments (n=4). Statistical significance was determined with a two-sided Student's t-test; the centers and the error bars represent the mean and the SD, respectively. NS:  $P \geq 0.05$ , \* $P < 0.05$  and \*\*\* $P < 0.001$ .

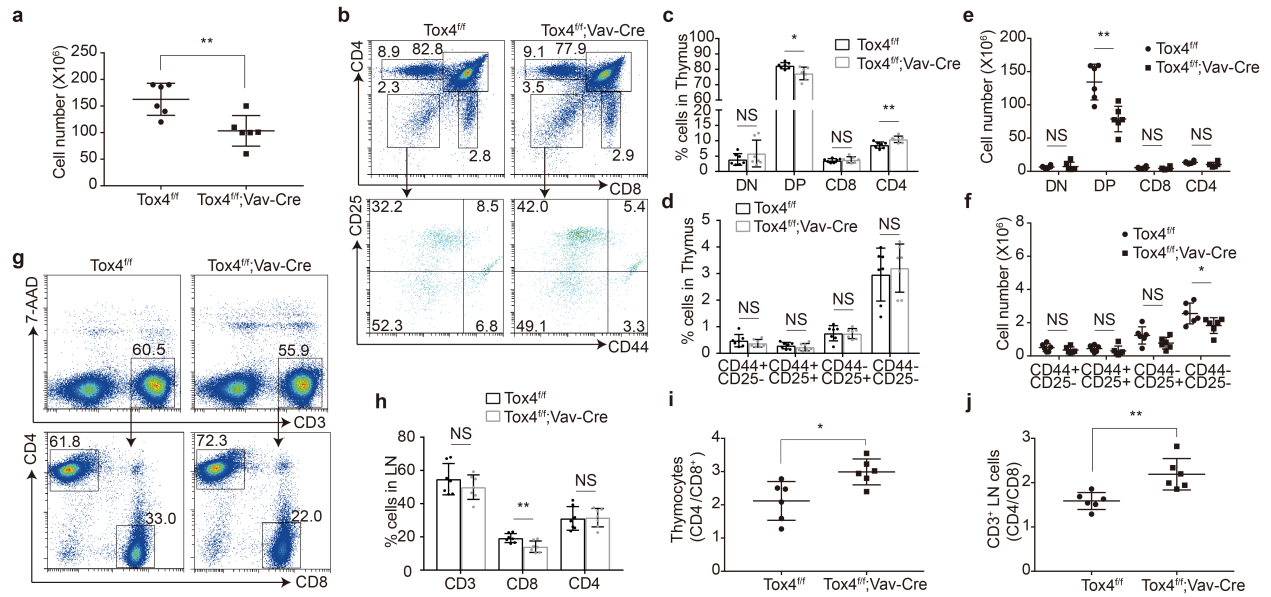

### Supplementary Fig. 2 Pan-hematopoietic *Tox4* deletion impairs T cell development.

**a** A scatter plot comparing thymic cellularity of *Tox4<sup>fl/fl</sup>* (control) and *Tox4<sup>fl/fl</sup>;Vav-Cre* (cKO) mice. **b** Representative plots of flow cytometric analysis of expression of CD4, CD8, CD25 and CD44 in thymocytes. **c, d** Bar graphs comparing frequency of  $\alpha\beta$  T cell populations (**c**) and DN1-4 within the DN population (**d**) in control and cKO mice. DN: CD4<sup>+</sup>CD8<sup>-</sup>, DP: CD4<sup>+</sup>CD8<sup>+</sup>, CD4: CD4<sup>+</sup>CD8<sup>-</sup>, CD8: CD4<sup>-</sup>CD8<sup>+</sup>, DN1: CD4<sup>-</sup>CD8<sup>-</sup>CD44<sup>+</sup>CD25<sup>-</sup>, DN2: CD4<sup>-</sup>CD8<sup>-</sup>CD44<sup>+</sup>CD25<sup>+</sup>, DN3: CD4<sup>-</sup>CD8<sup>-</sup>CD44<sup>-</sup>CD25<sup>+</sup>, and DN4: CD4<sup>-</sup>CD8<sup>-</sup>CD44<sup>-</sup>CD25<sup>-</sup>. **e, f** Scatter plots comparing numbers of major  $\alpha\beta$  T cell populations (**e**) and DN1-4 within the DN population (**f**) in control and cKO mice. **g** Representative plots of flow cytometric analysis of expression of CD3, CD4 and CD8 in lymphocytes. **h** A bar graph comparing frequency of lymphatic T cell populations in control and cKO mice. **i, j** Scatter plots comparing ratio of CD4 to CD8<sup>+</sup> T cells in the thymus (**i**) and the lymph nodes (**j**) in control and cKO mice. All mice were analyzed at 6–8 weeks of age. Pictures in **b** and **g** are representative of six (n=6) and seven (n=7) independent experiments, respectively. Statistical significance was determined with a two-sided Student's t-test; the centers and the error bars represent the mean and the SD, respectively. NS:  $P \geq 0.05$ , \* $P < 0.05$  and \*\* $P < 0.01$ .

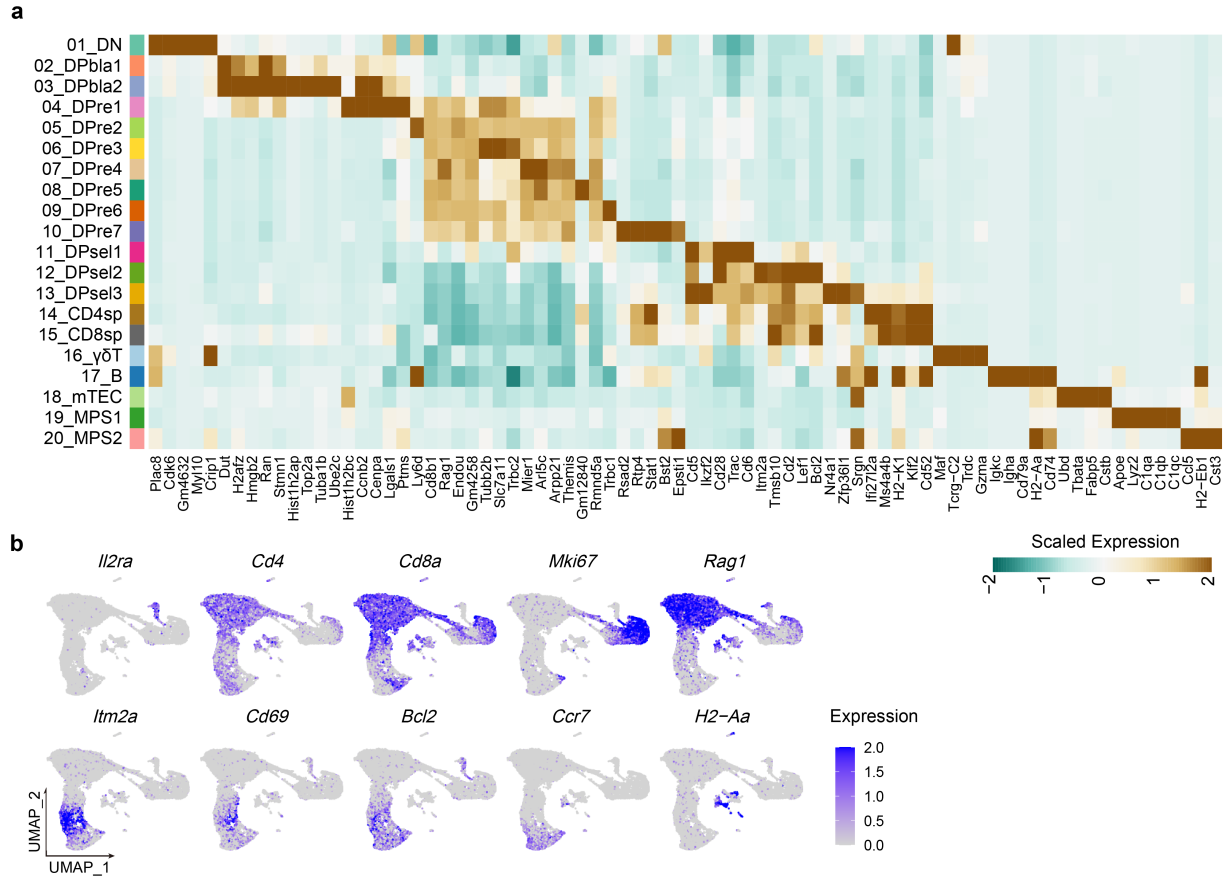

**Supplementary Fig. 3 Expression of some of the recognized marker genes in the thymocyte clusters.**

**a** A heatmap presenting scaled mean expression of some of the recognized markers within each cluster of thymocytes. **b** Projection of marker genes *Il2ra*, *Cd4*, *Cd8a*, *Mki67*, *Rag1*, *Itm2a*, *Cd69*, *Bcl2*, *Ccr7* and *H2-Aa* onto UMAP plots. Color bar, normalized expression value.

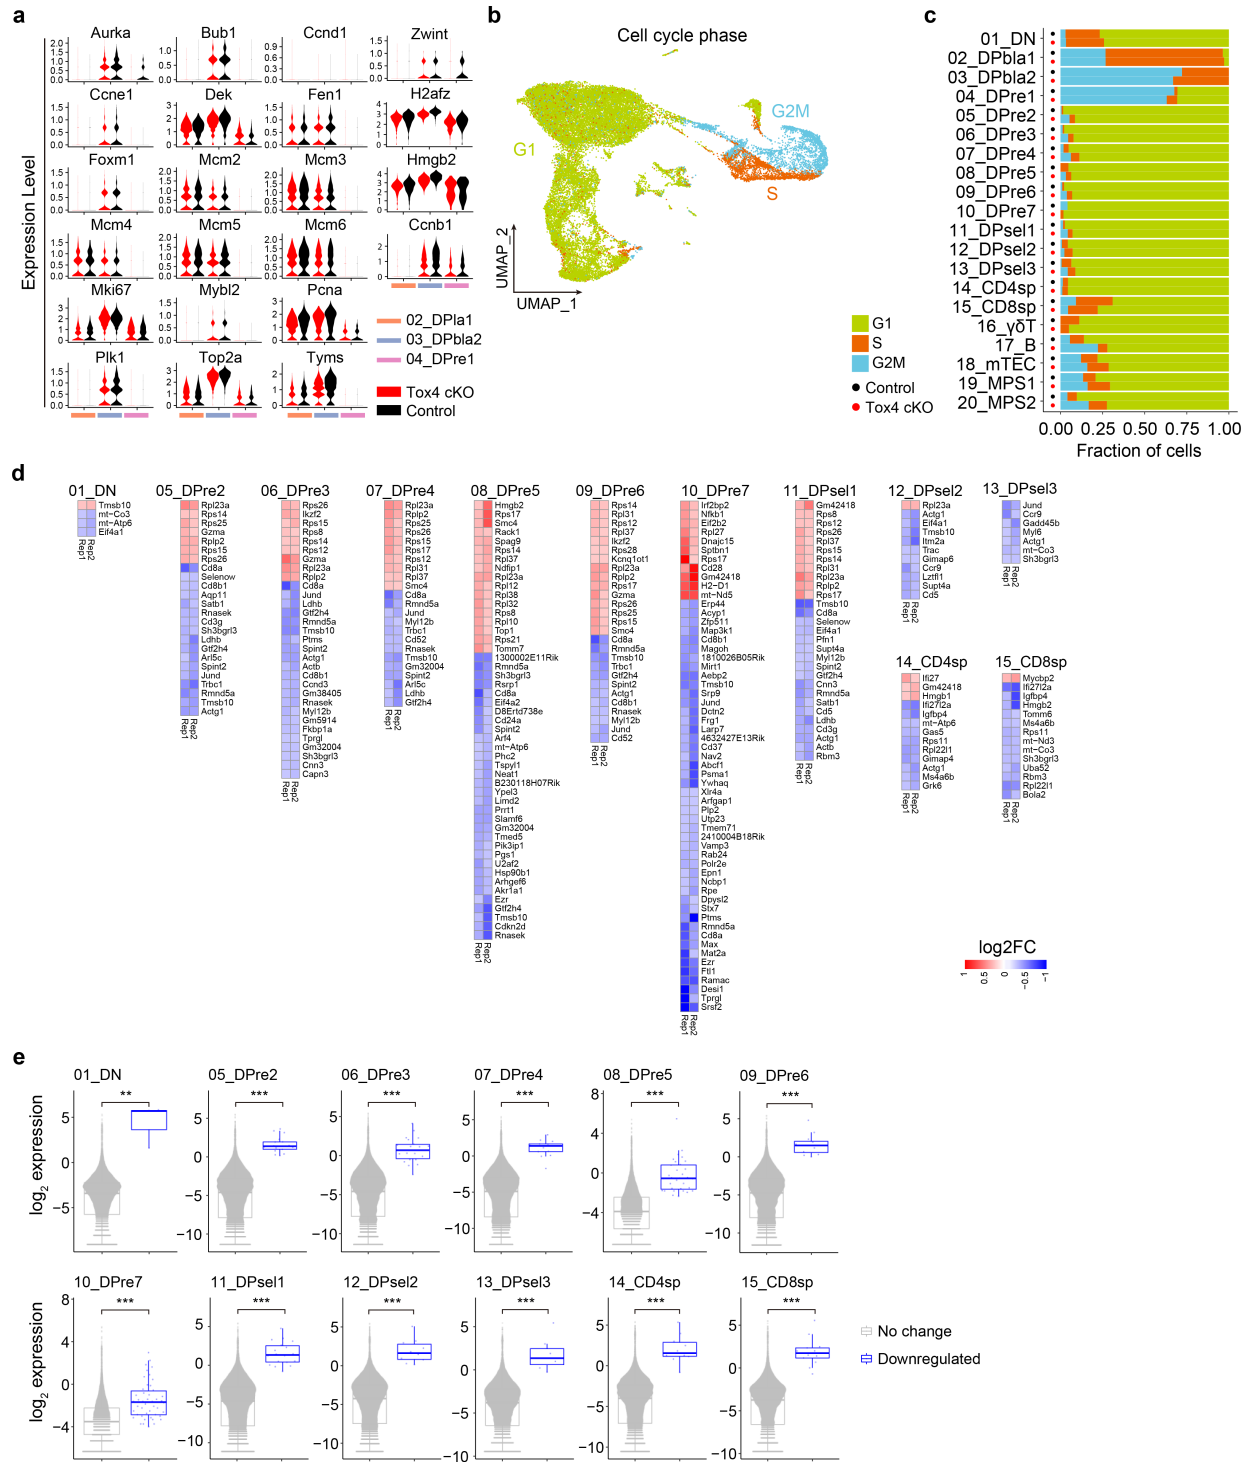

**Supplementary Fig. 4 Tox4 loss differentially affects gene expression in thymocyte subpopulations.**

**a** Violin plots comparing normalized expression of selected proliferation-related genes within DPbla1, DPbla2 and DPre1 clusters of thymocytes from control and cKO mice. **b** Combined UMAP plot showing cell cycle phase of thymocytes from control and cKO mice (2 pairs). **c** A bar graph showing frequency of cells in G1, S and G2/M phases of the cell cycle within each cluster of thymocytes of control and cKO mice. **d** Heatmaps showing log<sub>2</sub> fold change of differentially expressed genes in each  $\alpha\beta$  T cell cluster upon Tox4 loss excluding those of 02\_DPbla1, 03\_DPbla2 and 04\_DPre1. **e** Violin plots comparing expression level of downregulated and unaffected genes within each  $\alpha\beta$  T cell cluster upon Tox4 loss excluding those of 02\_DPbla1, 03\_DPbla2 and 04\_DPre1. Two independent experiments were performed (n=2). Expression differences between two groups of genes were tested using two-sided Wilcoxon Rank Sum test; the standard boxplot notation was used (lower/upper hinges--first/third quartiles; whiskers extend from the hinges to the largest/lowest values no further than 1.5 \* inter-quartile ranges; middle line--the median), \*\* $P < 0.01$  and \*\*\* $P < 0.001$ .

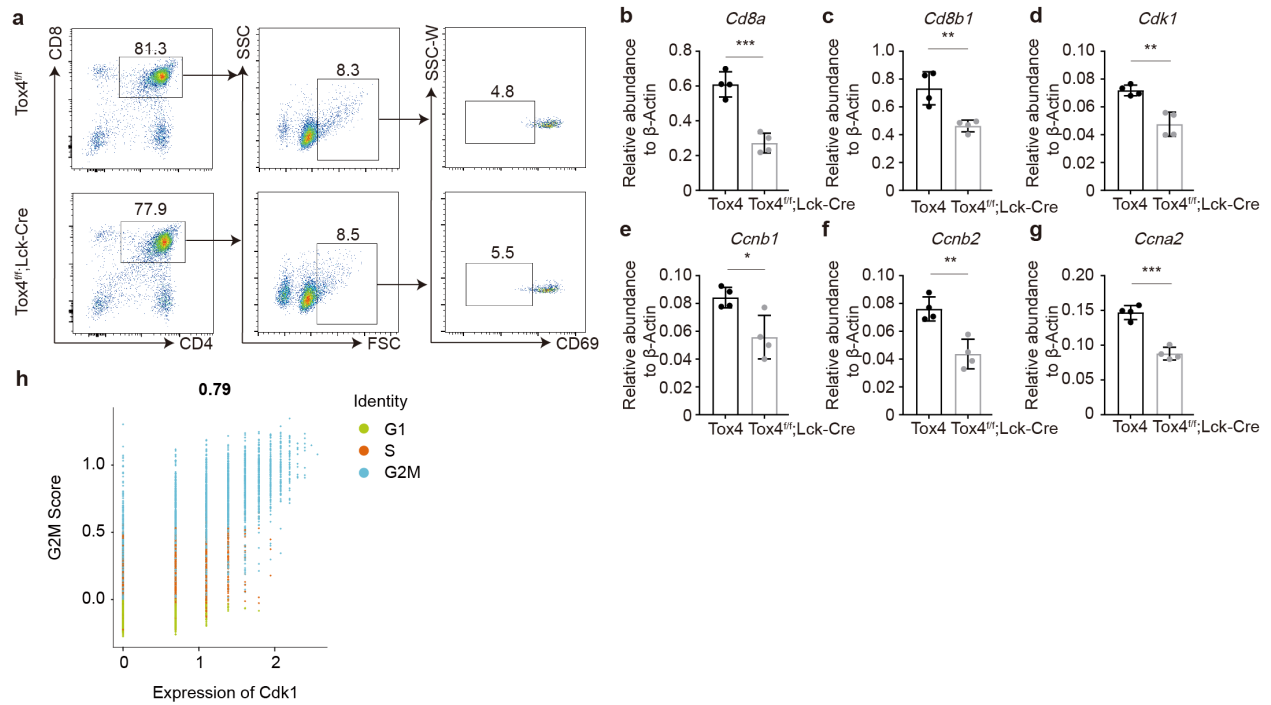

**Supplementary Fig. 5 Tox4 regulates transcription of TCR signaling- and the cell cycle-related genes.**

**a** Representative FACS plots of sorting DP blast cells (CD4<sup>+</sup>CD8<sup>+</sup>FSC<sup>hi</sup>CD69<sup>lo</sup>) from control and cKO mice. **b-g** Comparison of mRNA level of *Cd8a* (**b**), *Cd8b1* (**c**), *Cdk1* (**d**), *Ccnb1* (**e**), *Ccnb2* (**f**) and *Ccna2* (**g**) by quantitative RT-PCR. Pictures in **b-g** are representative of four independent experiments (n=4). Statistical significance was determined with a two-sided Student's t-test; the centers and the error bars represent the mean and the SD, respectively. \* $P$  < 0.05, \*\* $P$  < 0.01 and \*\*\* $P$  < 0.001. **h** A scatter plot showing a positive correlation between calculated G2M score and Cdk1 expression. Pearson correlation coefficient is placed on top of the plot. Dots are colored according to the estimated cell cycle phase.

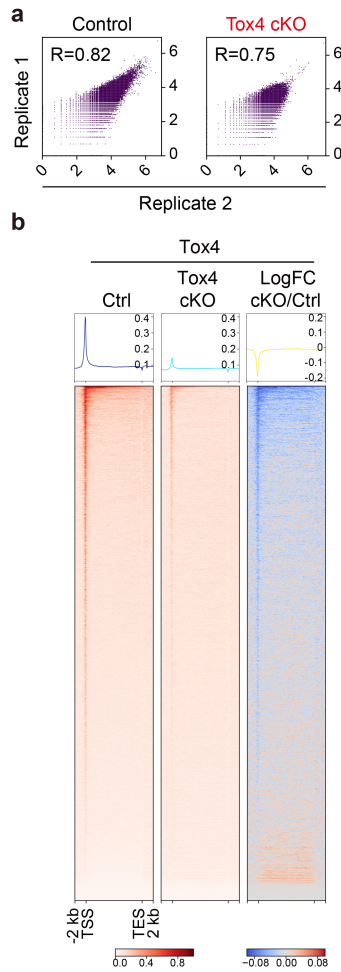

**Supplementary Fig. 6 Analyses of chromatin occupancy of Tox4 by CUT&Tag.**

**a** Correlation plots for biological replicates of Tox4 CUT&Tag in control and cKO DP cells. **b** Genome-wide meta-gene profiles and heatmaps of CUT&Tag comparing chromatin occupancy of Tox4 in cKO versus control cells.

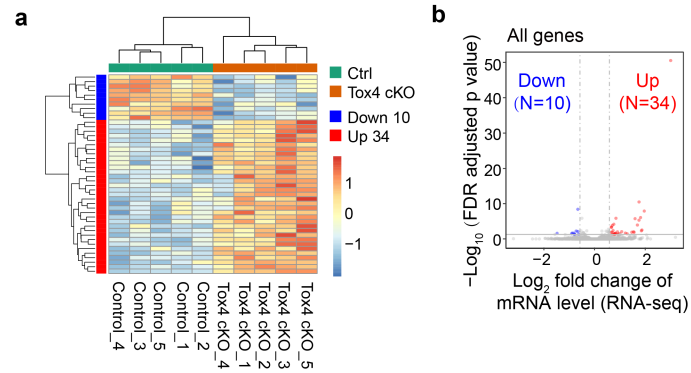

**Supplementary Fig. 7 Tox4 deficiency affects expression of a small subset of genes in CD8 thymocytes.**

**a** A heatmap comparing expression of significantly affected genes in Tox4 cKO versus control cells. **b** A volcano plot comparing mRNA level changes of genes in cKO versus control thymocytes.

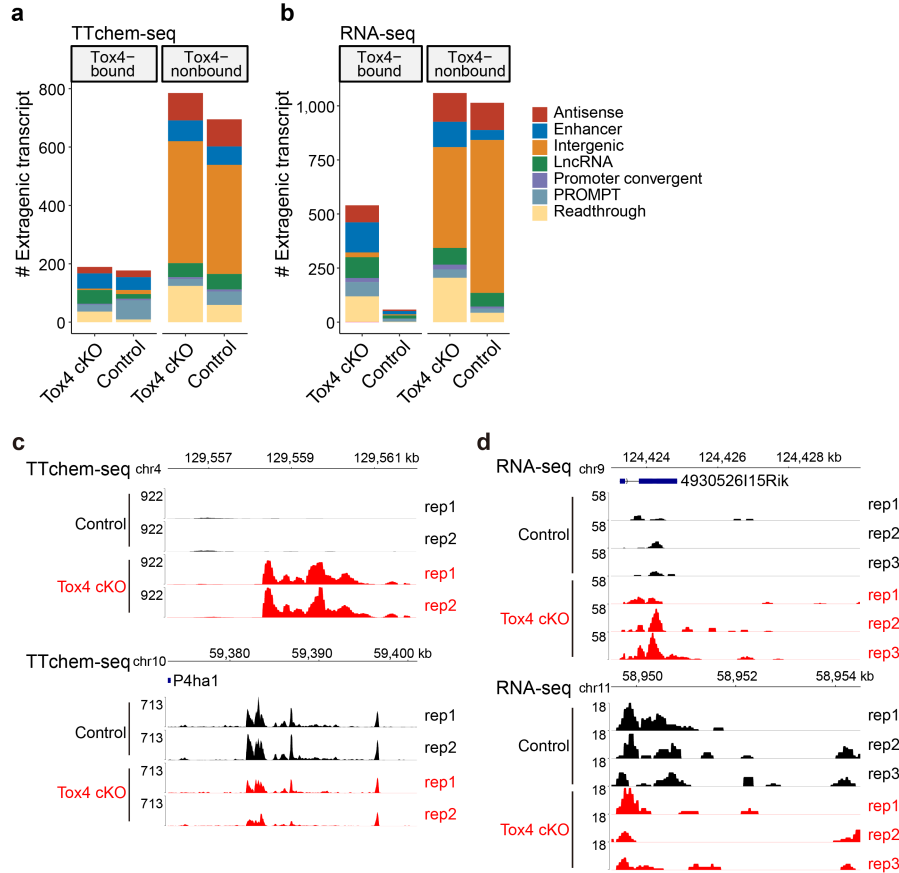

**Supplementary Fig. 8 Tox4 regulates expression of a small subset of extragenic transcripts in DP cells.**

**a** A stacked bar graph showing annotation of significantly upregulated Tox4 bound (left) and Tox4 nonbound (right) extragenic transcripts in cKO and control cells, respectively, identified by CUT&Tag and TTchem-seq. Note that significantly upregulated ones in control are downregulated in cKO. **b** A stacked bar graph showing annotation of significantly upregulated Tox4 bound (left) and Tox4 nonbound (right) extragenic transcripts in cKO and control cells, respectively, identified by CUT&Tag and RNA-seq. Note that significantly upregulated ones in control are downregulated in cKO. **c** Normalized read distribution of TTchem-seq within two extragenic loci directly regulated by Tox4 in cKO versus control cells. **d** Normalized read distribution of RNA-seq within two extragenic loci directly regulated by Tox4 in cKO versus control cells.

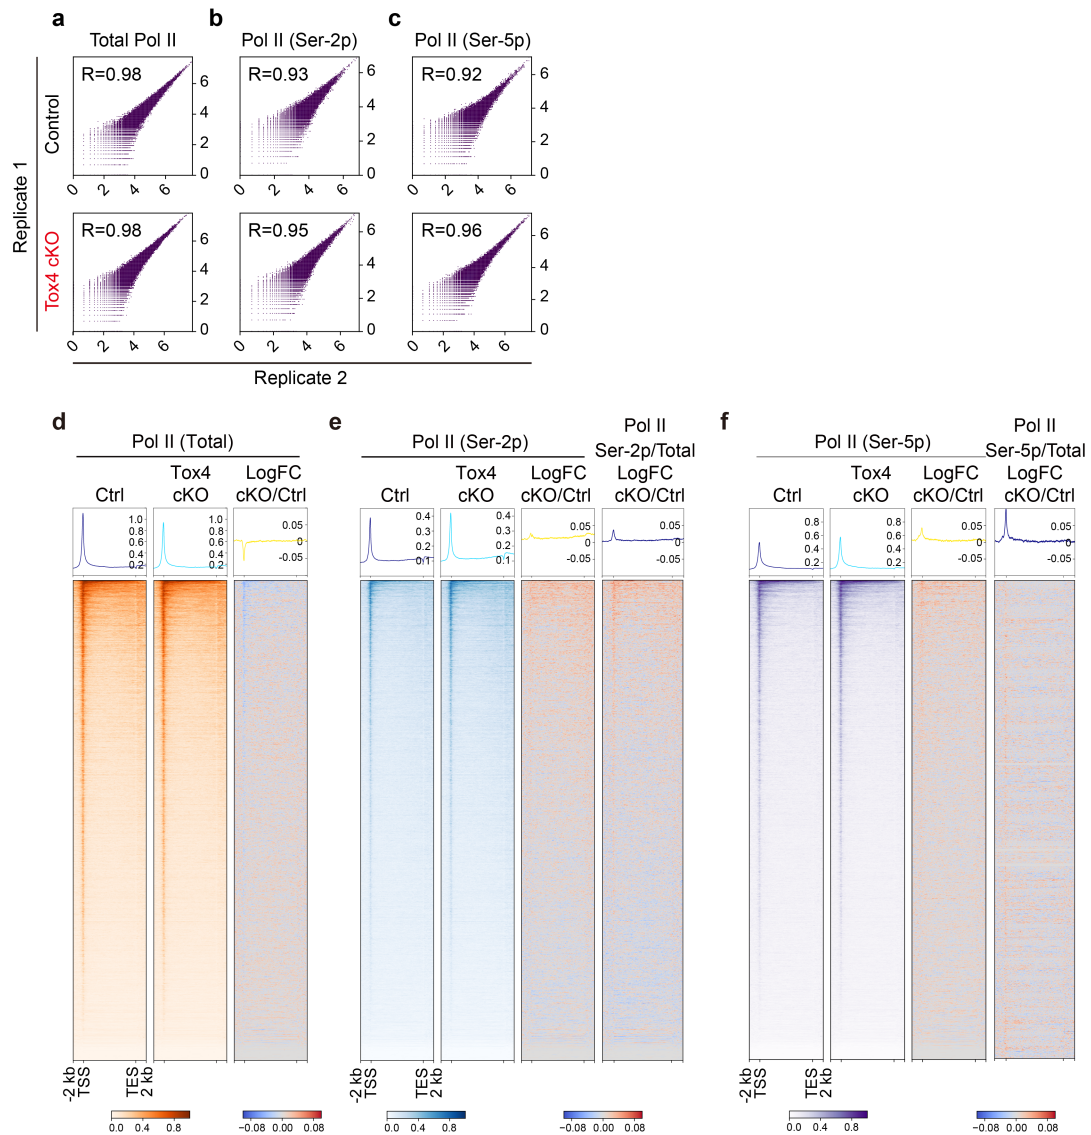

**Supplementary Fig. 9 Analyses of chromatin occupancy of total, Ser-2 phosphorylated and Ser-5 phosphorylated Pol II by CUT&Tag.**

**a, b, c** Correlation plots for biological replicates of total (**a**), Ser-2 phosphorylated (**b**) and Ser-5 phosphorylated (**c**) Pol II CUT&Tag in control and cKO DP cells. **d, e, f** Genome-wide meta-gene profiles and heatmaps of CUT&Tag comparing chromatin occupancy of total (**d**), Ser-2 phosphorylated (**e**) and Ser-5 phosphorylated (**f**) Pol II in cKO versus control cells.

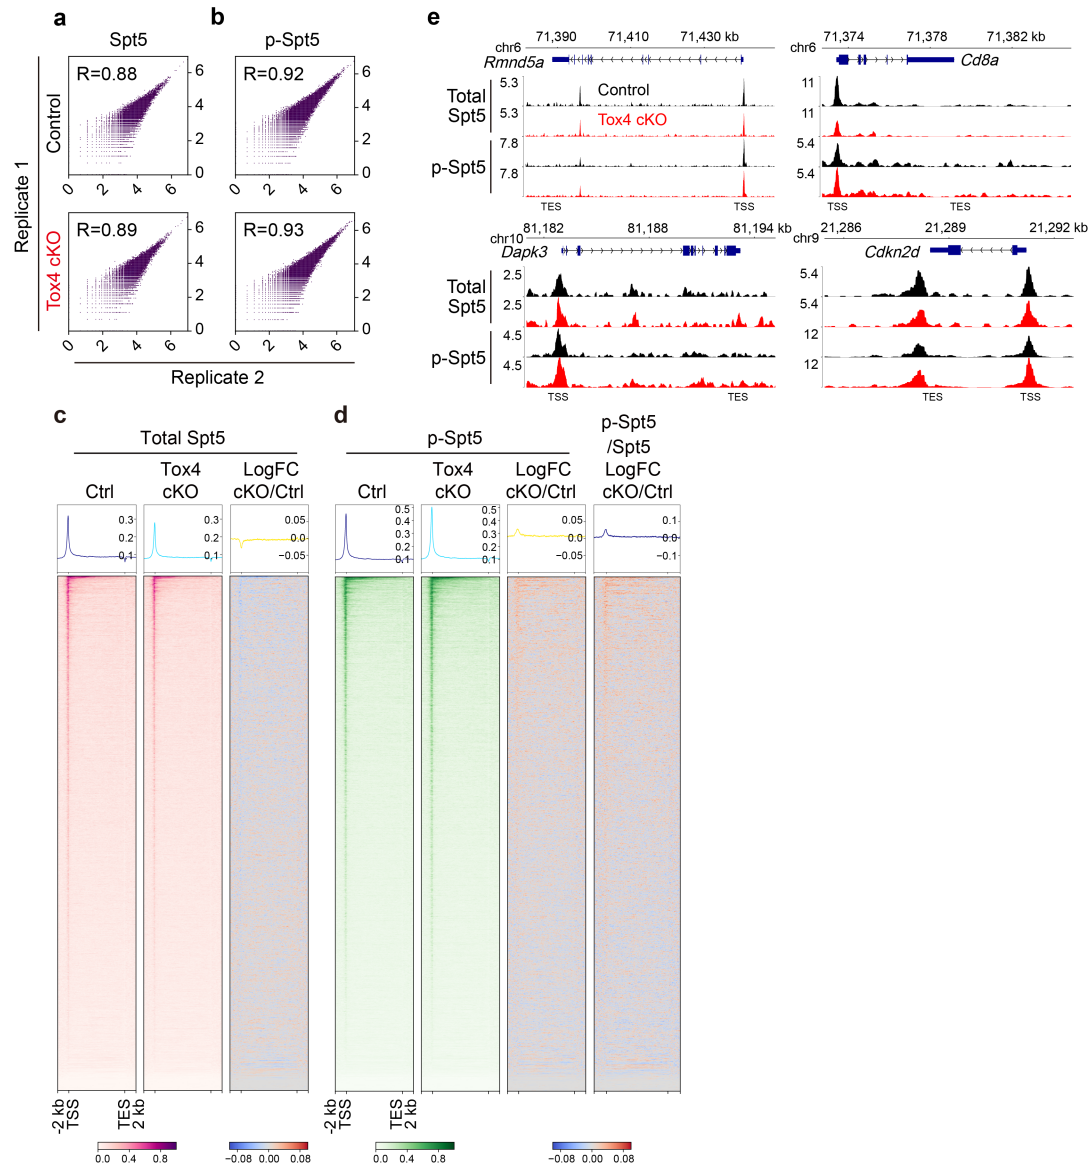

**Supplementary Fig. 10 Analyses of chromatin occupancy of Spt5 and p-Spt5 Thr-806 by CUT&Tag.**

**a, b** Correlation plots for biological replicates of Spt5 (**a**) and p-Spt5 Thr806 (**b**) CUT&Tag in control and cKO DP cells. **c, d** Genome-wide meta-gene profiles and heatmaps of CUT&Tag comparing chromatin occupancy of total Spt5 (**c**) and p-Spt5 Thr-806 (**d**) in cKO versus control cells. **e** Normalized read distribution of CUT&Tag of Spt5 and p-Spt5 Thr-806 within the *Rmnd5a*, *Cd8a*, *Dapk3* and *Cdkn2d* loci in cKO versus control cells.

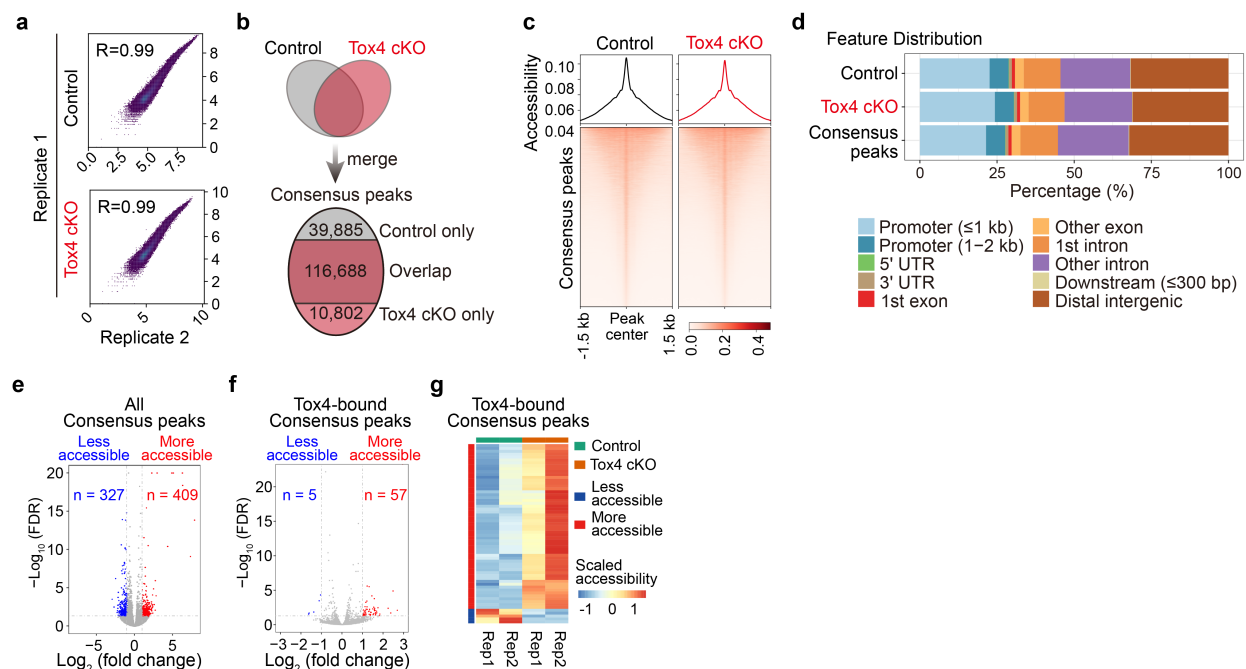

**Supplementary Fig. 11 Tox4 loss affects chromatin accessibility of a small subset of genes.**

**a** Correlation plots for biological replicates of ATAC-seq in control (top) and cKO (bottom) DP cells. **b** A diagram describing the obtainment of consensus peaks by merging peaks of control and cKO DP cells. **c** Chromatin accessibility near consensus peak center in control and cKO DP cells. **d** Genomic annotation of peaks in control and cKO DP cells and the consensus peaks. **e, f** Volcano plots showing chromatin accessibility changes (**e**) and chromatin accessibility changes of Tox4 binding sites (**f**) upon Tox4 loss in DP cells. **g** A heatmap showing Tox4 binding sites with significant accessibility change in cKO versus control DP cells.

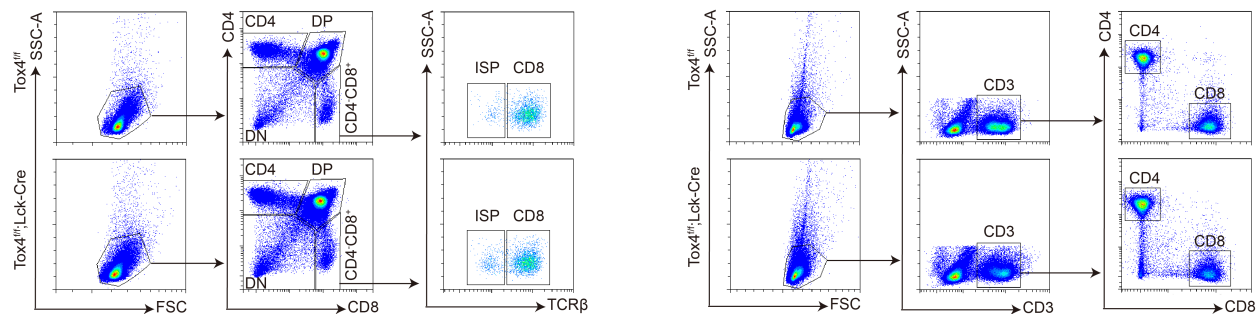

**Supplementary Fig. 12 Gating strategy of FACS referring to Fig. 2a and c.**

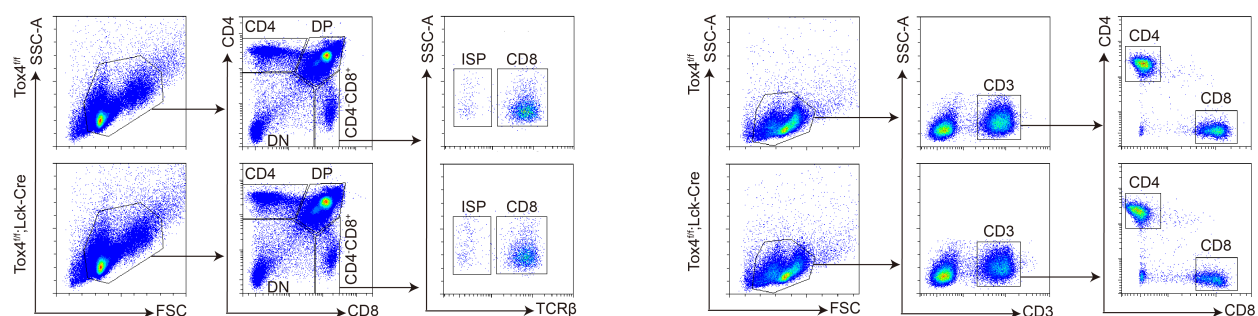

**Supplementary Fig. 13 Gating strategy of FACS referring to Fig. 2e and h.**

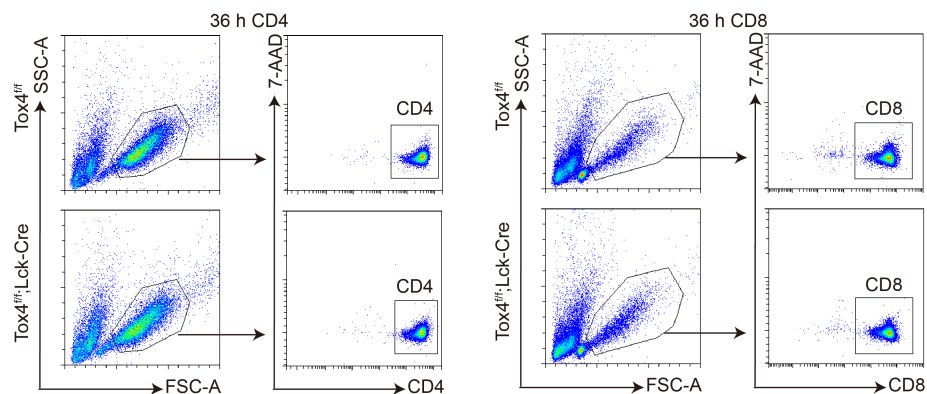

**Supplementary Fig. 14 Gating strategy of FACS referring to Fig. 3a, b, f and g.**

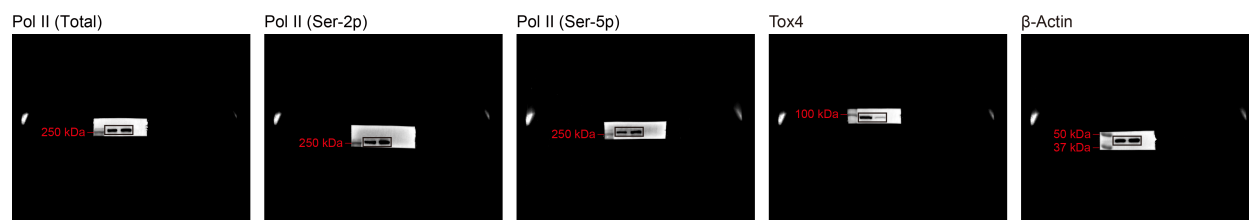

**Supplementary Fig. 15 Uncropped blots referring to Fig. 1b.**

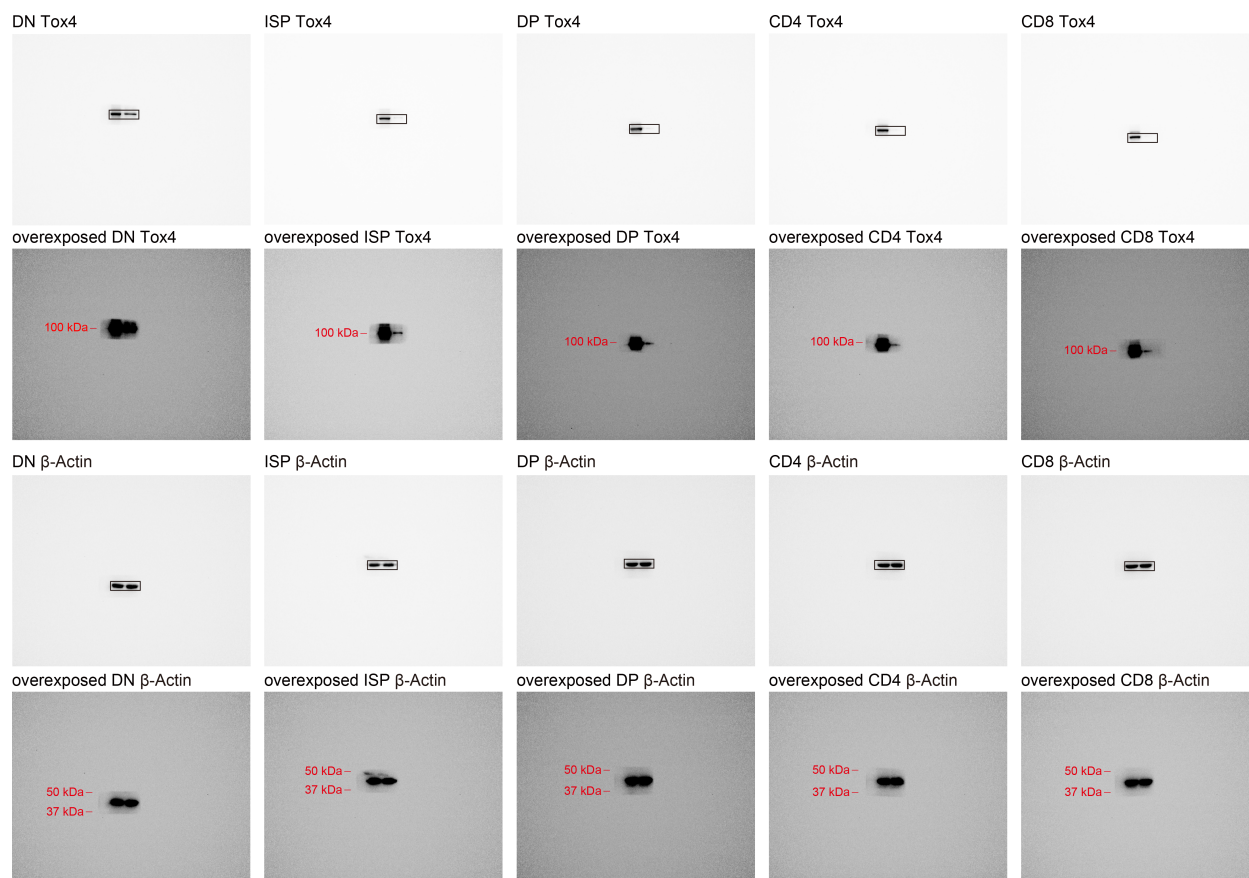

**Supplementary Fig. 16 Uncropped blots referring to Fig. 1c.**

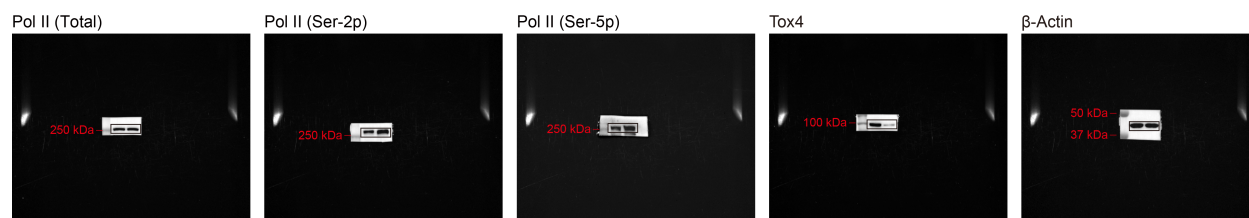

**Supplementary Fig. 17 Uncropped blots referring to Fig. 6k.**

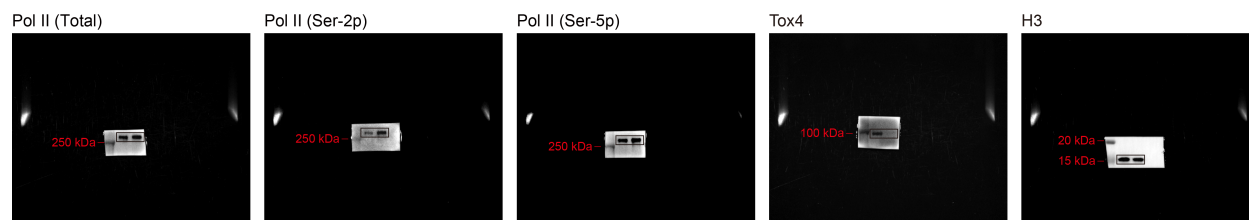

**Supplementary Fig. 18 Uncropped blots referring to Fig. 6l.**

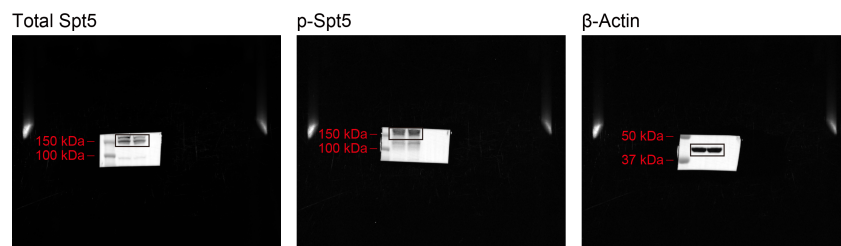

**Supplementary Fig. 19 Uncropped blots referring to Fig. 7a.**

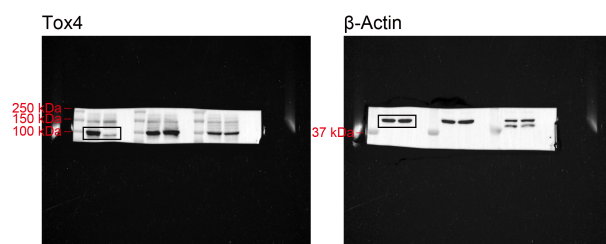

**Supplementary Fig. 20 Uncropped blots referring to Supplementary Fig. 1b.**

# Supplementary material for: Tox4 regulates transcriptional elongation and reinitiation during murine T cell development
**Source:** Commun Biol. 2023 Jun 7;6:613. doi: 10.1038/s42003-023-04992-y
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for the data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | <div>CUT&amp;Tag<br/>Raw reads were filtered using fastp (v0.13.1) and subsequently aligned to the human genome using Bowtie2 (v2.3.4.1). Aligned reads were filtered using Samtools (v1.9) and duplicates were removed with Picard. For CUT&amp;Tag, peak calling was performed using SEACR (v1.3), and for ChIP-seq, peak calling was performed using MACS2 (v2.2.6). Annotation of peaks was performed using ChIPseeker (v1.18.0).</div> <div>TT-seq<br/>Raw reads were filtered using fastp (v0.13.1) and subsequently aligned to the human genome and the yeast genome using STAR (v2.7.9a), respectively. SAMtools (v0.1.19) and Picard were used to sort, index and mark duplicate reads in the resulting genome BAM files. Scale factor for each sample were estimated, and the differential expression analysis was performed with DESeq2 (v1.22.2). Strand-specific metagene profiles were generated with Ngs.plot.</div> <div>RNA-seq<br/>Raw reads were filtered using fastp (v0.13.1) and subsequently aligned to the human genome and the yeast genome using HISAT2 (v2.1.0). Gene level read count were calculated using featureCounts (v1.6.1). The differential expression analysis was performed with DESeq2 (v1.22.2). KEGG pathway enrichment analyses were performed with clusterProfiler (v3.10.1).</div> <div>Read count quantification<br/>Reproducibility of two biological replicates were assessed using Pearson correlation coefficient calculated by deepTools (v3.3.1). BamCoverage from deepTools was used to generate bigwig files of normalized read coverage per 50-bp bin for CUT&amp;Tag, ChIP-seq, 4sUDRB-seq and TT-seq.</div> |

Metagene profile plots were generated using computeMatrix and plotProfile from deepTools unless otherwise stated.

#### scRNA-seq analyses

scRNA-seq reads were aligned to the GRCh38 (mm10) reference genome and quantified using 'cellranger count' (10x Genomics, version 6.1.1) with default parameters. scRNA-seq UMI count matrices were imported to R 4.1.0 and gene expression data analysis was performed using the R/Seurat package

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Next generation sequencing data have been submitted to GEO repository under accession number GSE190041 (the secure token: olyniksavvupbon).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size.                                                                                                                                       |
| Data exclusions | No used in this study.                                                                                                                                                                              |
| Replication     | Two biological replicates were generated initially for each genomic analysis. Two more biological replicates were added if discrepancies were found between the original two biological replicates. |
| Randomization   | Experiments were not randomized.                                                                                                                                                                    |
| Blinding        | Not used in this study.                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Pol II, Santa Cruz, sc-899; Pol II (Ser-2p), clone 3E10, Active Motif, 61083, lot 32418002; Pol II (Ser-5p), clone 3E8, Active Motif, 61085, lot 10618002; TOX4, Bethyl, A304-873A, lot 1; SPT5, Bethyl, A300-868A, lot 1; $\beta$ -Actin, Santa Cruz, sc-47778, E0720. Annexin V-FITC, eBiosciences, BMS147FI, lot 162889000; Ki-67-APC, eBiosciences, 17-5698-82, lot 4342181; CD3-eFluor 450, |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

eBiosciences, 48-0032-82, lot 1987699; CD4-PE-Cy7, eBiosciences, 25-0041-81, lot 2123767; CD8-FITC, eBiosciences, 11-0081-82, lot 2213264; CD44-APC, eBiosciences, 17-0441-82, lot 2190983; CD25-APC-e780, eBiosciences, 47-0251-82, lot 2114190; CD25-Super Bright 600, eBiosciences, 63-0251-82, lot 2196770; CD69-APC-e780, eBiosciences, 47-0691-82, lot 2002695; CD8-APC-e780, eBiosciences, 47-0081-82, lot 2011697; CD16/32, eBiosciences, 14-0161-86, lot 2058684; Lin-eFluoro 450, eBiosciences, 88-7772-72, lot 4343378; C-kit-SB 600, eBiosciences, 63-1171-82, lot 4337283; Sca1-PE-Cy7, eBiosciences, 25-5981-82, lot 4323278; CD150-FITC, eBiosciences, 11-1502-82, lot 1995312; CD48-APC, eBiosciences, 17-0481-82, lot 4330244; B220-FITC, eBiosciences, 11-0452-82, lot 4290687; CD19-APC-e780, eBiosciences, 47-0193-82, lot 1956871; IgM-APC, eBiosciences, 17-5790-82, lot 1923165; CD43-PE, eBiosciences, 12-0431-82, lot 1942079; CD24-APC-e780, eBiosciences, 47-0242-82, lot 1996371; CD71-FITC, eBiosciences, 11-0711-82, lot 4348372; Ter119-PE, eBiosciences, 12-5921-82, lot 4347833; CD11b-FITC, eBiosciences, 11-0112-82, lot 4332602; Gr1-PE, eBiosciences, 12-9668-82, lot 1923430; Ultra-LEAF™ Purified anti-mouse CD3ε Antibody, Biolegend, Clone 145-2C11, 100339, lot B328304; Ultra-LEAF™ Purified anti-mouse CD28 Antibody, Biolegend, Clone 37.51, 102115, lot B351408; TCRβ-PE, eBiosciences, 12-5961-82, lot 43229907.

## Validation

All the antibodies were validated by either the vendor or the contributor.

Pol II (Santa Cruz): <https://www.citeab.com/antibodies/825104-sc-899-pol-ii-n-20>

Pol II (Ser-2p): <https://www.activemotif.com.cn/catalog/details/61083/rna-pol-ii-ctd-phospho-ser2-antibody-mab>

Pol II (Ser-5p): <https://www.activemotif.com.cn/catalog/details/61085/rna-pol-ii-ctd-phospho-ser5-antibody-mab>

TOX4: <https://www.bethyl.com/product/A304-873A/TOX4+Antibody>

SPT5: <https://www.bethyl.com/product/A300-868A/SUPT5H+Antibody>

β-Actin: <https://www.scbt.com/p/beta-actin-antibody-c4?requestFrom=search>

Annexin V-FITC: <https://www.thermofisher.cn/cn/zh/antibody/product/Annexin-V-Antibody-clone-VAA-33-Monoclonal/BMS147FI>

Ki-67-APC: <https://www.thermofisher.cn/cn/zh/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/17-5698-82>

CD3-eFluoro 450: <https://www.thermofisher.cn/cn/zh/antibody/product/CD3-Antibody-clone-17A2-Monoclonal/48-0032-82>

CD4-PE-Cy7: <https://www.thermofisher.cn/cn/zh/antibody/product/CD4-Antibody-clone-GK1-5-Monoclonal/25-0041-81>

CD8-FITC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/11-0081-82>

CD44-APC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/17-0441-82>

CD25-APC-e780: <https://www.thermofisher.cn/cn/zh/antibody/product/CD25-Antibody-clone-PC61-5-Monoclonal/47-0251-82>

CD25-SB 600: <https://www.thermofisher.cn/cn/zh/antibody/product/CD25-Antibody-clone-PC61-5-Monoclonal/63-0251-82>

CD69-APC-e780: <https://www.thermofisher.cn/cn/zh/antibody/product/CD69-Antibody-clone-H1-2F3-Monoclonal/47-0691-82>

CD8-APC-e780: <https://www.thermofisher.cn/cn/zh/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/47-0081-82>

CD16/32: <https://www.thermofisher.cn/cn/zh/antibody/product/CD16-CD32-Antibody-clone-93-Monoclonal/14-0161-86>

Lin-eFluoro 450: <https://www.thermofisher.cn/cn/zh/antibody/product/Mouse-Hematopoietic-Lineage-Antibody-Cocktail/88-7772-72>

C-kit-SB 600: <https://www.thermofisher.cn/cn/zh/antibody/product/CD117-c-Kit-Antibody-clone-2B8-Monoclonal/63-1171-82>

Sca1-PE-Cy7: <https://www.thermofisher.cn/cn/zh/antibody/product/Ly-6A-E-Sca-1-Antibody-clone-D7-Monoclonal/25-5981-82>

CD150-FITC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD150-Antibody-clone-mShad150-Monoclonal/11-1502-82>

CD48-APC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD48-Antibody-clone-HM48-1-Monoclonal/17-0481-82>

B220-FITC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/11-0452-82>

CD19-APC-e780: <https://www.thermofisher.cn/cn/zh/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/47-0193-82>

IgM-APC: <https://www.thermofisher.cn/cn/zh/antibody/product/IgM-Antibody-clone-II-41-Monoclonal/17-5790-82>

CD43-PE: <https://www.thermofisher.cn/cn/zh/antibody/product/CD43-Antibody-clone-eBioR2-60-Monoclonal/12-0431-82>

CD24-APC-e780: <https://www.thermofisher.cn/cn/zh/antibody/product/CD24-Antibody-clone-M1-69-Monoclonal/47-0242-82>

CD71-FITC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD71-Transferrin-Receptor-Antibody-clone-R17217-R17-217-1-4-Monoclonal/11-0711-82>

Ter119-PE: <https://www.thermofisher.cn/cn/zh/antibody/product/TER-119-Antibody-clone-TER-119-Monoclonal/12-5921-82>

CD11b-FITC: <https://www.thermofisher.cn/cn/zh/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/11-0112-82>

Gr1-PE: <https://www.thermofisher.cn/cn/zh/antibody/product/Ly-6G-Antibody-clone-1A8-Ly6g-Monoclonal/12-9668-82>

Ultra-LEAF™ Purified anti-mouse CD3ε Antibody: <https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-cd3epsilon-antibody-7722>

Ultra-LEAF™ Purified anti-mouse CD28 Antibody: <https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-cd28-antibody-7733>

TCRβ-PE: <https://www.thermofisher.cn/cn/zh/antibody/product/TCR-beta-Antibody-clone-H57-597-Monoclonal/12-5961-82>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Tox4 floxed mice were generated by CRISPR-Cas9 mediated knock-in of floxed exons 4-6 into fertilized eggs from mice of C57BL/6 background in collaboration with Shanghai Model Organisms Center, Inc. Lck-Cre mice were purchased from Shanghai Model Organisms Center, Inc.

## Wild animals

No wild animals were used in this study.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

Mice were bred and maintained in pathogen-free facilities at Shanghai Jiao Tong University and studies were conducted in accordance with the Shanghai Jiao Tong University Animal Studies Committee Regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Thymocytes and lymphocytes were washed and resuspended in PBS plus 1% fetal bovine serum (FBS) at a concentration of  $1-5 \times 10^6/\text{ml}$ . All the staining were performed on ice unless stated otherwise. For surface protein staining, cells were stained with anti-CD16/32 antibodies for 10 min to block non-specific binding to Fc receptors before the stain with antibodies targeting surface proteins of interest. Intracellular staining for Ki67 was performed using the Foxp3/Transcription factor staining Buffer Set (eBioscience, cat. no. 00-5523-00). For Annexin V staining, cells were rested in RPMI-1640 supplemented with 10% FBS for 5 hrs at 37°C before stained with an anti-Annexin antibody in Binding Buffer (0.01 M HEPES, 0.14 M NaCl, and 2.5 mM CaCl<sub>2</sub>). Dead cells were excluded by 7-Aminoactinomycin D (7-AAD) staining.

Instrument

All the flow cytometry analyses were performed on a Beckman Coulter CytoFLEX flow cytometer. The sorting of DP thymocytes was performed on a BD FACSAria III sorter.

Software

All flow cytometry data was analyzed using CytExpert version 2.3.0.84.

Cell population abundance

Abundance is reported in figures where relevant. Sorting was performed with "Purity" settings, thus purity is >95%.

Gating strategy

Gating was determined using fluorescent-minus-one controls for each color used in each FACS experiment to ensure that positive populations were solely associated with the antibody for that specific marker.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

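Expression was measured by RNA-seq in 16 samples of thymocytes: 3 control and 3 cKO samples of DP cells and 5 control and 5 cKO samples of CD8 cells. The paper's methods state that all mice studied were littermates matched by sex and 6 to 8 weeks old. The sample labels give the genotype, the cell type and the replicate number, and the columns of the DP table carry the same genotypes and numbers. The columns of the CD8 table are named Ctrl and Tox4_KO with the numbers 1 to 5, and they were taken as the control and cKO samples of these numbers because the paper calls mice without Cre control. Replicate numbers 1 to 3 in DP cells and 1 to 5 in CD8 cells occur in both genotypes, in the labels and in Supplementary Figs. 7a and 8d, and the pairing of samples used here comes from these numbers. In CD8 cells both samples of a number were alike in sex by *Xist* and Y-linked genes, and in DP cells all samples were low in *Xist*, but which samples came from the same litter was not found in the text.

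The authors filtered reads with fastp, aligned them with HISAT2 in its strand-specific mode, counted fragments per gene with featureCounts in strand-specific mode and deposited the raw counts without normalization, with replicates kept apart. The alignment was to mm10 for DP cells, and the build for CD8 cells is not stated in the methods. The deposited table of DP cells also gives the position and the exonic length in bases of each gene, under mm10, and all coordinates and lengths used here, including those for CD8 cells, were taken from it by gene symbol. The DP table lists 24984 genes and the CD8 table 24974, all of which are also in the DP table. CPM, TPM, fold changes and p-values were computed here from these counts, and no value of the authors' own comparisons was used as a result.

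Total counts on genes were 14583336 to 25981683 per DP sample and 8514135 to 13530783 per CD8 sample. Counting error is small for genes with many counts and large for genes such as *Cdkn1a*, with as few as 7 counts in a CD8 sample. The libraries carry no molecular identifiers, so counts of fragments are not counts of independent molecules.

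Differential expression was tested in each cell type with edgeR (version 4.0.16, R 4.3.3) by the quasi-likelihood F test, with TMM normalization, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment over the genes tested. Only the 2 groups compared entered each fit, without covariates. Genes were called at an adjusted p under 0.05, a fold change of at least 1.5 and a mean TPM of at least 1, which are the paper's thresholds. The paper's methods name DESeq2, which was run as an alternative (version 1.42.0). The difference between the effects in DP and CD8 cells was tested as an interaction in an edgeR model of all 4 groups, and the 22 proliferation-related genes listed in the paper's methods were tested as a set with camera in limma (version 3.58.1), with adjustment over both cell types. Standard errors of log2 fold changes came from the edgeR fit. Single genes were also compared by an exact permutation test of the difference in means, whose smallest p is 0.1 for 3 samples against 3 and 0.0079 for 5 against 5. All tests were 2-sided. Permutation tests, rank correlations and figures used scipy (version 1.17.1) and matplotlib (version 3.10.9).

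The genes named in the text were chosen by a rule written before the data were examined: *Tox4*, every gene the paper names for these comparisons, and in each cell type the 5 called genes with the largest rise and the 5 with the largest fall among those whose cKO samples all lie on the same side of all control samples. Genes named outside this rule are marked as chosen after their values were seen.

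The alternatives set before the data were examined were RLE and upper-quartile normalization, DESeq2 with and without independent filtering, a robust prior, the replicate number as a block, no filter on low counts or at least 10 counts in every sample, no filter on TPM, no fold change cut-off or a test against a fold change of 1.5, all 4 groups in one fit, and each sample left out in turn. For mRNA levels they were CPM in place of TPM, a pseudocount of 0.1 in place of 1, levels from the control or cKO samples alone, classes from DESeq2 and a narrower class of unaffected genes with fold changes under 1.2. DESeq2 with the replicate block, DESeq2 with genes at 0 counts kept, the combination of these, levels with classes from the replicate block, levels with each sample left out, and CD8 cells without both samples numbered 1 were added after seeing the data. The filters, the fold change cut-off and DESeq2 with genes at 0 counts kept were varied for the numbers of genes and not for single genes.

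Before use, the tests were run on simulated counts drawn from the means and library sizes of these samples. In them 200 genes were changed by known fold changes, all above the cut-off of 1.5. For the tests within a cell type, every gene had the same biological coefficient of variation, that of the fit with the replicate block. In DP cells this was 0.125, against 0.190 in the fit without the block. Without pair effects, edgeR recovered 94.0% of the changed genes in the DP design and 97.5% in the CD8 design. With pair effects added it recovered 84.5% and 97.5%, and the replicate block 92.0% and 98.5%. At most 1.60% of the calls of a single test were false, and the interaction test recovered 95.5% with 3.05% false calls. In the DP simulation without pair effects edgeR called 191 genes and DESeq2 184, but on the real DP samples they called 17 and 160. The simulated counts therefore differ from the real ones, and the recovery does not measure the power on these samples.

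CUT&Tag, TTchem-seq, ATAC-seq and single-cell data of the paper were not used here, so classes of direct target genes, nascent RNA output and extragenic transcripts were not analysed. Reads were not realigned, and the split of reads between similar genes by the authors' counting could not be examined from the counts.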

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

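Unless said otherwise, the edgeR tests and the counts over other splits of the samples were set before their results were seen. So was the test of the relation with the level of an upstream gene. All other tests below were chosen after the result they concern had been seen.

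In 13 genes the change between control and cKO samples differed between CD8 and DP cells, by an edgeR test of the interaction over 12131 genes (adjusted p under 0.05, from 0.0140 to 0.0499). The log2 change was higher in CD8 than in DP cells by 1.44 for *Gimap3*, 1.34 for *Gimap4*, 1.58 for *Gng2*, 1.02 for *Samhd1*, 1.15 for *Cd53*, 0.91 for *Pea15a*, 0.82 for *Fam102a*, 0.80 for *Tes*, 1.09 for *Rhof*, 0.79 for *Bcl2*, 1.99 for *F13a1*, 1.09 for *Cd226* and 1.16 for *Ccnd2*. All 13 fell in DP cells, though *F13a1* only by 0.03, and 7 of them were called in DP cells and 1, *F13a1*, in CD8 cells. An unadjusted p under 0.05 was reached by 639 genes. With the replicate block 33 genes passed, among them all 13. The 12 genes other than *F13a1* had higher normalized counts in CD8 than in DP control samples. *F13a1* had lower ones and rose by 1.96 in CD8 cells. Normalized counts have depth divided out, so they do not decide whether the lower CD8 depth has a part in the weaker change. Genotypes were then swapped within same-numbered pairs, and 2 of 30 assignments, the real one included, gave as many genes. The other one gave 49 genes and kept the DP labels while swapping CD8 pairs 1, 2, 3 and 5, so that changes shared by both cell types added up. It still holds the change of DP cells and is therefore not free of an effect of the genotype. Every assignment that swapped a DP pair gave 0 genes, with 118 to 737 genes at an unadjusted p under 0.05. With each of the 16 samples left out, from 0 to 11 genes passed. *Gimap3* and *Gimap4* belong to a family of similar genes, and a split of reads between them was not tested, nor was GC content. The difference between cell types may reflect the cell types themselves or the share of mature cells in the DP samples (among the other observations). The cell types also come from separate data sets. In them 6 of the 10 CD8 samples were high in *Xist*, while every DP sample was low. Sex or another difference between the data sets can therefore not be told apart from the cell type. Whether chance could give the difference is not settled. The assignments that keep the DP labels hold the change of DP cells, and the share of 2 in 30 is not a level of chance.

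*Sh2d4b* had 15.9 normalized CPM in CD8 cKO replicate 3, far from the other cKO samples, the nearest of which had 10.1. Such gaps were looked for in 62 groups of samples, 2 passed Dixon's 95% limit and 3.1 would by chance. Low depth was tested as a source: the sample had 8905915 counts, which is not the lowest total of its group. Genes raised in the other cKO samples rose in this one by a median of 1.29 of their rise there, the largest share among the CD8 cKO samples, so a stronger change over many genes in this sample may account for the gap. What makes it stronger was not tested, and chance remains as an explanation.

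CD8 control replicate 1 had at least 1 count on 17741 genes, against 13708 to 14194 in the other CD8 control samples. Depth does not account for it, since with the same number of counts drawn from every sample it still had 17637 genes and the other CD8 samples at most 14677. Of the genes with 0 counts in all other CD8 samples, 1996 had counts in this one, 8197 counts in all. A few genes of another cell type do not account for the excess, since the 10 genes with the most counts held 3.18% of these counts. Counts on these genes rose with exonic length (rank correlation across genes 0.288, against at most 0.114 in the other CD8 samples), which is consistent with genomic DNA or unspliced RNA spread along the genome, though no test here separates these sources. The next highest values were those of the cKO sample with the same number, replicate 1, with 15054 genes detected, 285 genes that had 0 counts in all other CD8 samples and the rank correlation of 0.114. No other biological explanation was tested, and something shared by the samples numbered 1, such as their preparation, may have a part in it. With CD8 control replicate 1 alone left out, 1 gene was downregulated and 14 were upregulated in CD8 cells. With both samples numbered 1 left out, a setting chosen after the values were seen, 1 gene was downregulated and 4 were upregulated in CD8 cells.

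*Fbxl22*, which the paper's text does not name, was upregulated in both cell types, with a log2 fold change of 1.76 in DP and 1.75 in CD8 cells (edgeR adjusted p = 0.0298 and 0.00474), and higher in the cKO sample of every same-numbered pair. It was singled out here after its values were seen. It starts 46 bases downstream of *Usp3* on the same strand, and *Usp3* itself changed by 0.26 in DP and 0.28 in CD8 cells (edgeR adjusted p = 0.543 and 0.483). A candidate explanation is transcripts that run on from *Usp3*. Over all genes with a close upstream neighbour, the change followed the level of the upstream gene more on the same strand than on the opposite strand in DP cells (difference of the rank correlations 0.0799) but not beyond chance in CD8 cells (0.0494), as given among the other observations. A change of *Fbxl22* transcription itself cannot be told apart from it.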

How the results depend on the processing

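The alternatives in processing were set before the data were examined unless said otherwise. The numbers of downregulated and upregulated genes moved most. In DP cells the 7 and 10 genes became 68 and 92 with DESeq2, 63 and 85 without its independent filtering, 57 and 74 with the replicate block, 29 and 45 without the filter on low counts, and 25 and 17 with all 4 groups in one fit. With the fold change tested against 1.5 there were 0 and 1, with 240 genes at an unadjusted p under 0.05. Settings chosen after seeing the data gave 94 and 111 (DESeq2 with the replicate block), 69 and 94 (DESeq2 with genes at 0 counts kept) and 94 and 111 (both). In CD8 cells the 1 and 10 genes became 11 and 35 with DESeq2, 6 and 26 without its independent filtering, and 6 and 25 with the replicate block. There were 2 downregulated genes without a fold change cut-off and 2 with all 4 groups in one fit. With the fold change tested against 1.5 there were 0 and 2, with 84 genes at an unadjusted p under 0.05. Settings chosen after seeing the data gave 9 and 31 (DESeq2 with the replicate block), 11 and 35 (genes at 0 counts kept), 9 and 32 (both), and 4 upregulated genes without both samples numbered 1. The other 6 of 15 alternatives for each count in DP cells, and 7 of 16 and 8 of 16 in CD8 cells, stayed within 1.5 times. The cause of these shifts was not tested.

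With one sample left out at a time, from 0 to 2 genes were downregulated and from 0 to 6 upregulated in the 6 fits in DP cells, with at least 757 genes at an unadjusted p under 0.05. From 1 to 2 were downregulated and from 3 to 18 upregulated in the 10 fits in CD8 cells. The number of genes whose change differed between DP and CD8 cells went from 13 to 36 with DESeq2 and 33 with the replicate block, and from 0 to 11 over the 16 fits that left out one sample, with at least 457 genes at an unadjusted p under 0.05.

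*Tox4* kept its direction and its side of the threshold under every alternative run for it, from -0.39 to -0.28 in DP cells and from -0.15 to -0.01 in CD8 cells with one sample left out. *Cdkn1a* in DP cells passed the threshold with DESeq2 (log2 fold change 1.42, adjusted p 0.0456, range 0.0456 to 0.250 over the 8 alternatives run for single genes that kept every sample and 0.359 to 0.557 with one sample left out). *Cd8a* passed the adjusted p with the replicate block (-0.45, edgeR adjusted p 0.0336) and, chosen after seeing the data, with DESeq2 and the block (-0.46, adjusted p 0.000494), in a range from 0.000494 to 0.327 with every sample kept and from 0.253 to 0.722 with one left out, and with a fold change under 1.5. *Cdkn2d* in DP cells was from -0.21 to 0.042 with one sample left out, reversed only without cKO replicate 2, where it was 0.042.

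In CD8 cells *Cdkn1a* passed with DESeq2 (1.56, adjusted p 0.0120), without its independent filtering (1.56, adjusted p 0.0189) and, chosen after seeing the data, with DESeq2 and the replicate block (1.66, adjusted p 0.0469), in a range from 0.0120 to 0.147 with every sample kept, and with one sample left out it was 1.38 to 1.76 (adjusted p 0.0986 to 0.393). *Gimap7* passed with DESeq2 (-0.73, adjusted p 0.00558), without its independent filtering (-0.73, adjusted p 0.00883), with the replicate block (-0.74, edgeR adjusted p 0.0480) and, chosen after seeing the data, with both DESeq2 and the block (-0.74, adjusted p 0.0469), in a range from 0.00558 to 0.0993 with every sample kept. With one sample left out *Gimap7* was -0.82 to -0.66 (adjusted p 0.0348 to 0.302) and passed in 1 of 10 fits. *Ntrk3* and *Nfia* stayed past the threshold under the 8 alternatives that kept every sample. With one sample left out *Ntrk3* was 0.61 to 0.71 and passed in 0 of 10 fits, and *Nfia* was 0.77 to 0.91 and passed in 9.

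The rise of the proliferation-related genes was no longer past the threshold with limma's rotation test (mean log2 fold change 0.29, limma adjusted p = 0.391 in DP cells, and 0.13, limma adjusted p = 0.471 in CD8 cells). With one sample left out the mean was 0.15 to 0.50 in DP cells and passed in all 6 fits, and 0.052 to 0.18 in CD8 cells and passed in 7 of 10.

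For mRNA levels in DP cells, levels from the control samples alone reversed all 3 differences, to 0.29 (downregulated against unaffected genes), -0.69 (upregulated against unaffected) and 0.98 (downregulated against upregulated). Levels from the cKO samples alone gave -2.22 (exact permutation test, p = 0.0240) for the last. A level set by the control or the cKO samples alone carries the change itself. DESeq2's classes gave -1.34 for downregulated genes and reversed that of upregulated genes to -1.15, the replicate block, chosen after seeing the data for these classes, gave -0.93 and -0.65, and a narrower class of unaffected genes gave -0.37 for upregulated genes. With one sample left out, also chosen after seeing the data, the upregulated genes were -0.13 to -0.041 from the unaffected ones in 3 fits, and the downregulated genes -0.94 to -0.81 from the unaffected ones and -0.81 to -0.77 from the upregulated ones in 2 fits. The other fits had fewer than 2 genes in a class. The cause was not tested.

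The depth limits genes with few counts. *Cdkn1a* had as few as 7 counts in a CD8 control sample and 19 in a DP control sample.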

Differences from the paper's values

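In DP cells, 7 genes were downregulated against the paper's 68, and 10 were upregulated against the paper's 91. The main test here was edgeR's, while the paper's methods name DESeq2. With DESeq2 on these counts the paper's numbers were nearly reached, so the gap goes with the choice of test. Of the alternatives set before the data were examined, DESeq2 gave 68 and 92, DESeq2 without independent filtering 63 and 85, and the replicate block 57 and 74, and these were within 1.5 times the paper's numbers. The others did not close the gap: 29 and 45 genes without the filter on low counts, 25 and 17 with all 4 groups in one fit, and at most 7 downregulated and 11 upregulated genes under the rest, the fits that left out one sample included. Settings chosen after seeing the values also reached the paper's numbers, with 94 and 111 genes for DESeq2 with the replicate block, 69 and 94 for DESeq2 with genes at 0 counts kept, and 94 and 111 for both together.

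In CD8 cells, 1 gene was downregulated against the paper's 10, and 10 were upregulated against the paper's 34. DESeq2, the test in the paper's methods, gave 11 and 35, within 1.5 times the paper's numbers for both. DESeq2 without independent filtering gave 6 and 26 and the replicate block 6 and 25, which closed the gap for the upregulated genes and not for the downregulated ones. None of the other alternatives set before the data were examined closed it, with at most 2 downregulated and 18 upregulated genes. Of the settings chosen after seeing the values, DESeq2 with the replicate block gave 9 and 31, DESeq2 with genes at 0 counts kept 11 and 35, and both together 9 and 32, all within the paper's numbers, while leaving out both samples numbered 1 gave 1 and 4.

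The adjusted p of the gene with the smallest p was 2.69 on the -log10 scale in DP cells, against the paper's about 35 in Fig. 5c, read by eye. In CD8 cells it was 5.41, against the paper's about 50 in Supplementary Fig. 7b, read by eye. DESeq2 gave 35.1 and 50.5 and DESeq2 without independent filtering 35.0 and 50.3, and no other alternative set before the data were examined closed these gaps, the replicate block giving 4.18 and 8.09. Of the settings chosen after seeing the values, DESeq2 with genes at 0 counts kept gave 35.1 and 50.5, and DESeq2 with the replicate block overshot at 66.4 and 97.2. The log2 fold change of this gene, *Tspoap1*, did not differ from the paper's in either cell type.

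The paper, whose methods name DESeq2, states that *Cdkn1a* was significantly upregulated in CD8 cells. Its edgeR adjusted p here was 0.126, above the threshold, with a log2 fold change of 1.55. It passed with DESeq2 (adjusted p 0.0120), with DESeq2 without independent filtering (0.0189) and, in a setting chosen after seeing the values, with DESeq2 and the replicate block (0.0469), and over the 8 alternatives run for this gene that kept every sample the adjusted p ranged from 0.0120 to 0.147. The paper also states that the expression of *Gimap7* was significantly affected. Its log2 fold change here was -0.73, with an edgeR adjusted p of 0.0973. *Gimap7* passed with DESeq2 (adjusted p 0.00558), with DESeq2 without independent filtering (0.00883), with the replicate block in edgeR (0.0480), without CD8 cKO replicate 4 in edgeR (0.0348) and, chosen after seeing the values, with DESeq2 and the replicate block (0.0469), in a range from 0.00558 to 0.0993 over the same alternatives.

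The paper lists *Cdkn1a* among the target genes with changed mRNA in DP cells (Fig. 5d). Its edgeR adjusted p in DP cells was 0.245, and it passed with DESeq2 with independent filtering (adjusted p 0.0456). The adjusted p ranged from 0.0456 to 0.250 over the 8 alternatives run for this gene that kept every sample. With one sample left out it ranged from 0.359 to 0.557. The paper also counts *Cd8a* and *Cdkn2d* among the downregulated direct targets. Their log2 fold changes here were -0.45 and -0.06, and neither was called (among the other observations).

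The paper describes downregulated genes in DP cells as high and upregulated genes as low to medium in mRNA level compared with unaffected genes. With edgeR's calls the downregulated genes differed from the unaffected genes by -0.58 on the log2 scale, and the upregulated genes differed from them by 0.06. The order the paper describes was seen with levels from the control samples alone, where the differences were 0.29 and -0.69 (permutation test, p = 0.761 and 0.361). Lower levels of upregulated than of unaffected genes were also seen with DESeq2's classes (-1.15), with a narrower class of unaffected genes (-0.37), with classes from the replicate block, chosen after seeing the values (-0.65), and in the 3 fits that left out one sample and kept at least 2 upregulated genes (-0.13 to -0.041). Higher levels were seen with levels in CPM (0.62), from the cKO samples alone (0.76), without the filter on TPM (0.19) and with a pseudocount of 0.1 (0.061). The downregulated genes were below the unaffected ones with DESeq2's classes (-1.34), levels in CPM (-1.21), levels from the cKO samples alone (-1.47), a narrower class of unaffected genes (-1.01) and classes from the replicate block (-0.93). The key of Fig. 5k reads output, though its legend names mRNA level. The paper's classes may therefore be by nascent RNA output, and such classes were not analysed here.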

Other observations

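In this part too, unless said otherwise, the edgeR and camera tests and the counts over other splits were set before their results were seen. So was the test of the relation with the level of the upstream gene, and the other tests were chosen afterwards.

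The counts of called genes were set against other splits of the samples that part as many same-numbered pairs. In DP cells 1 of 4 such splits, the real one, gave 17 genes, and the other 3 gave 0, with 49 to 446 genes at an unadjusted p under 0.05 against 1079 in the real split. In CD8 cells 1 of 16 such splits, again the real one, gave 11 genes, and the other 15 gave 0, with 87 to 561 genes at an unadjusted p under 0.05 against 629. With the replicate block the real splits gave 131 and 31 genes and the others 0, with 40 to 896 genes in DP and 126 to 943 in CD8 cells at an unadjusted p under 0.05, against 1941 and 983 in the real splits. Neither 4 nor 16 splits can give a share under 0.05. Of the 6 splits of the DP samples that part fewer pairs, none gave a called gene, with 75 to 1570 genes at an unadjusted p under 0.05. Of 24 such splits drawn in CD8 cells, some gave 1 called gene each and 1 gave 82. The split with 82 had control replicates 1 and 2 and cKO replicates 1, 2 and 3 on one side. That split gave more genes than the real one and mostly sets low against high replicate numbers, which occur in both genotypes. CD8 samples numbered 1 and 2, of both genotypes, had 59.4 to 76.0 CPM of *Cd4* and 77.3 to 120 CPM of *Rag1*. Those numbered 3 to 5 had 3.56 to 10.3 and 11.8 to 33.2 CPM. The make-up of the CD8 samples therefore differed by replicate number, and the CD8 test without the block holds this difference. Its source was not tested.

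Upregulated genes often lay close downstream of another expressed gene on the same strand, within 10 kb, a distance picked after the pattern was seen. In DP cells 7 of the 10 upregulated genes did, against 19.5% of other tested genes (Fisher's exact test across genes, p = 0.00074, Benjamini-Hochberg adjusted 0.00533 over 72 tests). In CD8 cells 5 of 10 did, against 18.3% (Fisher's exact test across genes, p = 0.0229, adjusted 0.0823). With the replicate block it was 40 of 74 and 13 of 25, and with DESeq2 51 of 92 and 16 of 35, and genes are not independent replicates. Of the downregulated genes, 1 of 7 in DP and 1 of 1 in CD8 cells had such a neighbour. With the replicate block it was 9 of 57 and 4 of 6, and with DESeq2 10 of 68 and 4 of 11. In CD8 cells, where few genes were downregulated, the pattern was therefore not limited to upregulated genes. Of the 72 tests, which covered 3 distances, 3 sets of calls, 4 kinds of neighbour and both cell types, 15 of the 18 for upstream genes on the same strand had an adjusted p under 0.05, and so did 3 of the 54 others, all for downstream genes on the same strand in DP cells. Gene density does not account for it, since the odds ratio stratified by gene span and the number of other close neighbours was 11.6 in DP and 5.50 in CD8 cells. A change of the upstream genes does not account for it in most cases either, since their median log2 fold change was -0.068 in DP and 0.043 in CD8 cells, against 1.76 and 1.75 for the upregulated genes. *Fgf17* and *Ntrk3* are exceptions. *Npm2*, upstream of *Fgf17*, rose by 1.65 (edgeR adjusted p = 0.129), and *E430016F16Rik*, upstream of *Ntrk3*, rose by 0.65 in DP and 0.82 in CD8 cells (edgeR adjusted p = 0.522 and 0.954), so a change of the upstream gene is not ruled out for either. The upstream gene had the higher mRNA level for 7 of 7 genes in DP and 4 of 5 in CD8 cells. Among the 100 genes with the largest rise, 54% had such a neighbour in each cell type, a share reached by 1 of 4 splits in DP cells (at most 38% in the others) and 1 of 16 in CD8 cells (at most 52%). Of the splits that part fewer pairs, 0 of 6 reached it in DP cells (at most 43%) and 0 of 24 in CD8 cells (at most 42%).

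A candidate explanation is transcripts that run on from the upstream gene in cKO cells. Over all genes with a close upstream gene, the log2 fold change then rises with the ratio of the upstream gene's level to the gene's own, more on the same than on the opposite strand. In DP cells the rank correlations were 0.176 on the same and 0.0964 on the opposite strand, a difference of 0.0799 (permutation test, p = 0.0117). In CD8 cells they were 0.117 and 0.0676, a difference of 0.0494 in the predicted direction. It was not beyond chance (permutation test, p = 0.141), so the prediction was neither met nor ruled out there. The test therefore bears on the hypothesis in DP cells and leaves it undecided in CD8 cells. With 4 or 16 splits no share can be under 0.05. The splits therefore do not decide whether the pattern comes from the samples that happen to form the groups.

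Genes that fell in DP cells were higher in CD8 than in DP control samples, in 7 of the 7 called genes (median log2 ratio 2.79, permutation test, p = 1e-04, the smallest the permutations can give). With the replicate block it was 41 of 57 genes (median log2 ratio 1.53), and with DESeq2 49 of 65 (median log2 ratio 1.77). Fewer mature cells among the cKO DP cells may account for this, and 83 of the 100 genes with the highest ratio of CD8 to DP level fell in DP cells (median log2 fold change -0.51), against 50.9% of all genes and 53 of these 100 in CD8 cells. If the genes changed in the same way in both cell types they would fall in CD8 cells too. The median log2 fold change there of the 7 genes was -0.33, against -1.24 in DP cells, though these genes were chosen for their fall in DP cells. The 100 genes were not, and their median in CD8 cells was -0.013, which goes against the same change in both cell types. The correlation of the change with the ratio was as strong in 1 of 4 splits, the real one, but also in 2 of the 6 splits that part fewer pairs, so the pattern cannot be told apart from other differences between the samples.

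The library labelled CD8 cKO replicate 4 lay nearer to the control samples than the other CD8 cKO samples did. Genes raised in the other cKO samples rose in it by a median of 0.32 of their rise there, against 0.66 to 1.29 for the other samples treated in the same way, and its *Tox4* level of 233 CPM was the highest of the cKO samples. Cells that kept *Tox4* may account for the smaller rise. They would not by themselves account for the *Tox4* level, which also lay above the 178 to 201 CPM of the 5 control samples. Its *Xist* level of 28.2 CPM was above the 0.337 of the *Xist*-low samples, but was 0.625% of the mean of the *Xist*-high samples. Its 4 Y-linked genes had 256 CPM together, 73.7% of the mean of the other *Xist*-low CD8 samples (312 to 369 CPM). So little *Xist* leaves no room for enough RNA from an *Xist*-high sample to account for the missing rise, and the lower level of the Y-linked genes is left unexplained. RNA from a control sample low in *Xist* was not tested, and retained *Tox4* cannot be told apart from it. Depth does not account for the pattern, since its total of 8894000 counts lies within the range of the other cKO samples.

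Long and short genes changed differently. The rank correlation of the log2 fold change with gene span across genes was -0.19 in DP and 0.13 in CD8 cells, so a length bias of the same sign in both experiments was not seen. A correlation as strong was given by 1 of 4 splits in DP and 10 of 16 in CD8 cells, so neither can be told apart from other splits. A high mRNA level as such did not go with a fall in DP cells, since the fifth of genes with the highest level had a median log2 fold change of 0.034.

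The 22 proliferation-related genes rose as a set, by a mean log2 fold change of 0.29 in DP cells (adjusted p = 2.47e-06 from camera in limma, adjusted over both cell types, 20 genes higher) and 0.13 in CD8 cells (adjusted p = 0.0124, 16 genes higher). With the replicate block the means were 0.31 (limma adjusted p = 1.27e-06) and 0.14 (limma adjusted p = 0.00491). A change as large was given by 2 of 4 splits of the DP samples and 7 of 16 of the CD8 samples, so the rise cannot be told apart from other splits.

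Of the other genes the paper names in DP cells, it counts *Cd8a* and *Cdkn2d* among the downregulated direct targets of Tox4. *Cd8a* (mm10 chromosome 6, 71373427 to 71379171) had 2153 ± 236 normalized CPM in control and 1579 ± 219 in cKO samples (SD, n = 3). Its log2 fold change was -0.45 (standard error 0.14, edgeR adjusted p = 0.328), and it was lower in 3 of 3 pairs. *Cdkn2d* (chromosome 9, 21288464 to 21291209) had 107 ± 7.97 and 102 ± 18.4 (SD, n = 3). Its log2 fold change was -0.06 (standard error 0.15, edgeR adjusted p = 0.937), and it was lower in 2 of 3 pairs. Neither gene was called with edgeR, the replicate block or DESeq2. The paper's calls may rest on nascent RNA output, which was not analysed here. *Cdk1*, *Ccnb1*, *Ccnb2* and *Ccna2* had log2 fold changes of 0.33, 0.35, 0.43 and 0.24 in total DP cells, none of them past the threshold (edgeR adjusted p = 0.71, 0.804, 0.621 and 0.816), and each was higher in 2 of 3 pairs.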
